# Catalytically inactive Dnmt3b rescues mouse embryonic development by accessory and repressive functions

**DOI:** 10.1038/s41467-019-12355-7

**Published:** 2019-09-26

**Authors:** Pawel Nowialis, Katarina Lopusna, Jana Opavska, Staci L. Haney, Ajay Abraham, Peike Sheng, Alberto Riva, Amarnath Natarajan, Olga Guryanova, Melanie Simpson, Ryan Hlady, Mingyi Xie, Rene Opavsky

**Keywords:** Embryogenesis, Epigenetics, Gene expression, DNA methylation, Transcription

## Abstract

DNA methylation regulates gene expression in a variety of processes, including mouse embryonic development. Four catalytically active enzymes function in mice as DNA methyltransferases (Dnmts) and as transcriptional regulators. Inactivation of Dnmt3b results in mouse embryonic lethality, but which activities are involved is unclear. Here we show that catalytically inactive Dnmt3b restores a majority of methylation and expression changes deregulated in the absence of Dnmt3b, and as a result, mice survive embryonic development. Thus, Dnmt3b functions as an accessory cofactor supporting catalytic activities performed by other Dnmts. We further demonstrate that Dnmt3b is linked to a control of major developmental pathways, including Wnt and hedgehog signaling. Dnmt3b directly represses Wnt9b whose aberrant up-regulation contributes to embryonic lethality of Dnmt3b knockout embryos. Our results highlight that Dnmt3b is a multifaceted protein that serves as an enzyme, an accessory factor for other methyltransferases, and as a transcriptional repressor in mouse embryogenesis.

## Abstract (web summary)

The family of DNA methyltransferases (Dnmts) consists of four catalytically active enzymes that catalyze DNA methylation and also play a role as transcriptional regulators. Here the authors show that catalytically inactive Dnmt3b rescues a majority of methylation and expression changes in the absence of Dnmt3b during mouse embryonic development.

## Introduction

DNA methylation of CpG dinucleotides is a covalent modification involved in regulation of gene expression in mammalian cells. It has suppressive effects on gene transcription, especially in CpG islands (CGIs) of gene promoters or in enhancers where it is often associated with repressive histone modifications such as H3K9me3 and H3K27me3 (refs. ^1,2^). Methylation can also enhance transcription by promoting more efficient binding of transcription factors to their recognition sites ^3,4^ and by restricting the activation of alternative promoters within gene bodies^4^. Thus, effects of DNA methylation on gene expression are complex and context-dependent.

The family of DNA methyltransferases (Dnmts) consists of four catalytically active enzymes (Dnmt1, Dnmt3a, Dnmt3b, and Dnmt3c) and one catalytically inactive cofactor (Dnmt3L) in mice. All Dnmts participate in generation and maintenance of methylation highlighting complexity of this epigenetic phenomenon^5–7^. Dnmt3L is an accessory protein that lacks catalytic activity (CA) but is critical for induction of de novo methylation by linking Dnmt3a and Dnmt3b to chromatin through unmethylated H3 lysine 4 (ref. ^8^). Dnmt3c suppresses transposon activity specifically in male germ cells^9^. Apart from CA, Dnmts suppress transcription through repression by association with HDACs, MBDs, Rb, and other Dnmts^10^. In addition, Dnmts can associate with areas of active gene transcription. DNMT3B selectively binds to the bodies of actively transcribed genes through the interaction of its PWWP domain with histone H3 trimethylated at lysine 36, and plays a role in their preferential methylation in embryonic stem cells^11^.

DNA methylation plays a major role in development from conception. After fertilization, methylation is erased at the blastocyst stage, and then re-established between 4.5 and 6.5 days post coitum in murine epiblast cells by the combined action of DNMT3A and DNMT3B. Newly generated methylation patterns form a basis for tissue-specific expression, and are utilized in cell differentiation and organogenesis later during embryogenesis^12,13^. Consistently with the importance of methylation, inactivation of Dnmt1 or Dnmt3b is embryonically lethal at E9.5 and ~E11.5–15.5, respectively^5,6,14^. *Dnmt3a*^*−/−*^ mice die shortly after the birth^5^. The contribution of Dnmt3b to genome methylation is greater than that of Dnmt3a and consists of specific methylation of sequences associated with developmental and imprinted genes, and X chromosome inactivation^13^.

Because of numerous activities including catalytic and repressive functions, as well as expression of numerous DNMT3b isoforms, it is difficult to understand which physiological processes solely depend on Dnmt3b’s CA^15,16^. To understand contribution of Dnmt3b’s CA activity to embryogenesis, we generated and analyzed mice expressing catalytically inactive Dnmt3b allele (*Dnmt3b*^*CI*^) from the endogenous locus. *Dnmt3b*^*CI/CI*^ survive embryonic development because catalytically inactive Dnmt3b restores a majority of molecular changes observed in *Dnmt3b*^*−/−*^ mice. We further show that aberrant activation of Wnt signaling contributes to lethality of *Dnmt3b*^*−/−*^ embryos and that Dnmt3b inhibits this pathway by repressing Wnt9b. Thus, Dnmt3b functions as an accessory factor to other Dnmts and as a transcriptional repressor in mouse embryogenesis.

## Results

### Catalytic activity of Dnmt3b is dispensable for embryogenesis

To address whether Dnmt3b’s CA is important for mouse embryogenesis, we sought to generate Dnmt3b allele lacking CA. A replacement of cysteine at position 657 by a serine or threonine in mouse Dnmt3b coding sequence (CDS) has been shown to abolish CA without compromising other functions^17,18^. Similarly, double amino acid (aa) substitution P705V/C706D in the CDS of Dnmt3a inactivates its CA^19^. Therefore, we considered substitution Dnmt3b^P656,C657^ (catalytic site corresponding to Dnmt3a^P705,C706^) for valine and aspartate, respectively. Such substitution is predicted to disable first two steps (nucleophilic addition and methyl transfer) of the three-step process required for CA, thus rendering Dnmt3b^P656V/C657D^ protein catalytically inactive (CI; referred to here as Dnmt3b^CI^) (Fig. 1a, Supplementary Fig. 1).

**Fig. 1:**
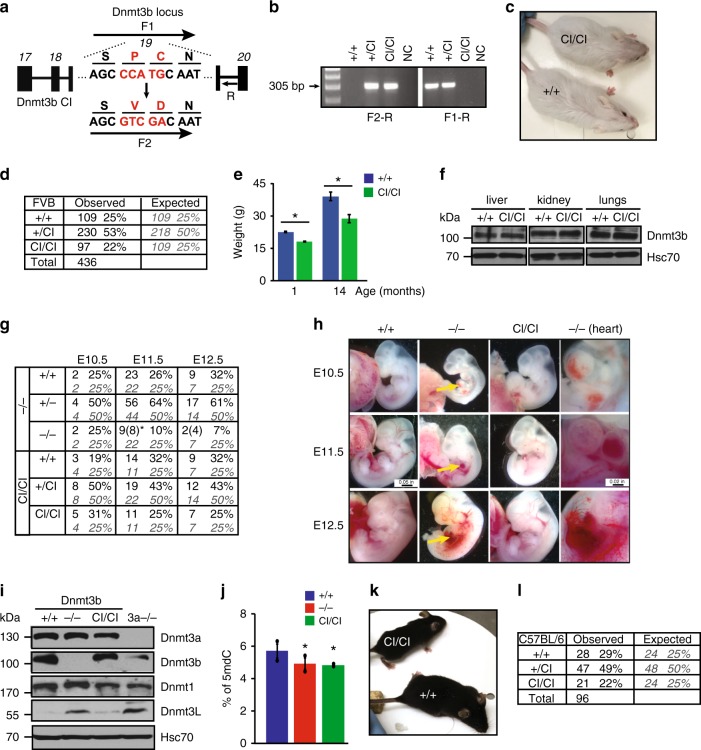
Catalytically inactive Dnmt3b is sufficient for normal mouse embryogenesis. **a** The schematic illustrates exons 17–20 (black boxes) of the mouse *Dnmt3b*, a portion with nucleotide and amino acid sequences in exon 19 encoding wild type (top) and sequence encoding amino acid substitution: PC to VD inactivating catalytic activity that was used to generate *Dnmt3b*^*CI*^ allele (bottom). Position of genotyping primers is indicated by arrows. F1-R detects wild-type sequence; F2-R detects mutated sequence. **b** PCR genotyping assay performed on DNA isolated from *Dnmt3b*^*+/+*^ (+/+), *Dnmt3b*^*+/CI*^ (+/CI) and *Dnmt3b*^*CI/CI*^ (CI/CI) mice. F1-R and F2-R represents primer pairs detecting wild type and CI allele, respectively. NC, no template control. **c** Micrograph of 6-week-old +/+ and CI/CI mice. **d** Genotypic analysis of offspring derived from *Dnmt3b*^*+/CI*^ intercrosses (FVB strain). **e** The weight of *Dnmt3b*^*+/+*^ (+/+) and *Dnmt3b*^*CI/CI*^ (CI/CI) mice measured at 1 (*n* = 16) and 14 months (*n* = 4). Data are presented as mean ± SEM, *p < 0.001 (two-tailed Student’s *t*-test). **f** Immunoblot showing Dnmt3b protein levels in liver, kidney, and lungs of 8 weeks old +/+ and CI/CI mice. Hsc70 served as a loading control. **g** Genotypic analysis of embryos isolated from intercrosses of *Dnmt3b*^*+/−*^ and *Dnmt3b*^*+/CI*^ mice at E10.5, E11.5, and E12.5. Bold font indicates observed numbers and gray italic indicates expected number. Numbers in brackets denote dead embryos. *p < 0.01 (*χ*^2^-test). **h** Gross morphology of *Dnmt3b*^*+/+*^, *Dnmt3b*^*−/−*^ and *Dnmt3b*^*CI/CI*^ E10.5, E11.5, and E12.5 embryos (magnification ×8). Arrows point to hemorrhages and pericard edema of *Dnmt3b*^*−/−*^ mice. Higher-magnification (×40) images of hearts are shown in the right panel. **i** Immunoblot showing Dnmt3a, Dnmt3b, Dnmt1, Dnmt3L, and Hsc70 (loading control) protein levels in E11.5 *Dnmt3b*^*+/+*^ (+/+), *Dnmt3b*^*−/−*^ (^*−/−*^), *Dnmt3b*^*CI/CI*^ (CI/CI), and *Dnmt3a*^*−/−*^ (3a^*−/−*^) whole embryo lysates. This labeling of genetic groups is used in all subsequent figures unless noted otherwise. **j** Percentage of methylated cytosines in genomic DNA in *Dnmt3b*^*+/+*^ (+/+), *Dnmt3b*^*−/−*^ (^*−/−*^), *Dnmt3b*^*CI/CI*^ (CI/CI) E11.5 embryos (*n* = 2) as determined by mass spectrometry. Data are presented as mean ± SEM. *p < 0.05 (two-tailed Student’s *t*-test). **k** Micrograph of 6-week-old +/+ and CI/CI mice (C57BL/6 strain). **l** Genotypic analysis of offspring derived from intercrosses of *Dnmt3b*^*+/CI*^ mice (C57BL/6 background). Source data are provided as a Source Data file

To test CA, we expressed both *wild-type* (Dnmt3b^WT^) and Dnmt3b^CI^ in *Dnmt3a*^*−/−*^;*Dnmt3b*^*−/−*^ mouse lymphoma cell line^20^ and analyzed global methylation by reduced representation bisulfite sequencing (RRBS). In this assay, the ability of Dnmt3b^CI^ to induce differentially methylated regions (DMRs; defined as ≥30% methylation change in three consecutive cytosines in ≤100 bp) was severely diminished (~10-fold) relative to Dnmt3b^WT^ (Supplementary Fig. 2). Residual activity of Dnmt3b^CI^ may stem from complexing with intracellular Dnmts, such as Dnmt1. Although we cannot rule out that Dnmt3b^CI^ retains some residual CA activity, our bioinformatics and functional assays strongly suggest that this protein lacks CA.

To generate mice expressing Dnmt3b^CI^ protein from the endogenous locus, we utilized CRISPR/Cas9 homology-directed repair to target exon 19 of Dnmt3b by co-injection of mRNA, sgRNA, and donor oligo into FVB mouse zygotes (Fig. 1a). A proper targeting was confirmed by PCR-based genotyping followed by sequencing. *Dnmt3b*^*+/CI*^ founders were born without any detectable phenotypes with long lifespan. Subsequent analysis showed no phenotypic differences; therefore, we further do not distinguish between founder-derived offspring.

Interbreeding of *Dnmt3b*^*+/CI*^ mice yielded *Dnmt3b*^*CI/CI*^ mice that were surprisingly alive at weaning age although the genetic ratios were slightly lower than expected (Fig. 1b–d). Interestingly, *Dnmt3b*^*CI/CI*^ mice were ~20% smaller than their *Dnmt3b*^*+/+*^ littermates at weaning and such differences persisted throughout their lives (Fig. 1e). Both male and female *Dnmt3b*^*CI/CI*^ mice are fertile and have normal lifespan.

Dnmt3b^CI^ levels were indistinguishable from Dnmt3b^WT^ levels in adult tissues suggesting that an introduction of aa substitutions did not adversely affect regulation of Dnmt3b expression or protein stability (Fig. 1f).

Because embryonic lethality of *Dnmt3b*^*−/−*^ mice at E11.5–15.5 was previously addressed using unrelated mouse strains^5,6^, we next asked whether *Dnmt3b*^*−/−*^ embryos derived from the FVB genetic background can, like *Dnmt3b*^*CI/CI*^ mice, survive embryogenesis. We found that *Dnmt3b*^*−/−*^ embryos are underrepresented at E11.5 and E12.5, suggesting embryonic lethality in this mouse strain (Fig. 1g). Morphological analysis revealed heart defects, including enlarged pericard with edema, and hemorrhage in *Dnmt3b*^*−/−*^ but not in *Dnmt3b*^*CI/CI*^ embryos (Fig. 1h, Supplementary Fig. 3).

Like in adult tissues, Dnmt3b^CI^ protein levels in *Dnmt3b*^*CI/CI*^ embryos were comparable to WT counterparts. Dnmt1 and Dnmt3a were also unchanged, suggesting that the observed rescue of embryogenesis is not due to compensation by these proteins (Fig. 1i). Interestingly, Dnmt3L was up-regulated in *Dnmt3b*^*−/−*^ but not in *Dnmt3b*^*CI/CI*^ embryos suggesting potential functional compensation for the loss of Dnmt3b (Fig. 1i). Global level of 5-methylcytosine in *Dnmt3b*^*CI/CI*^ was reduced relative to *Dnmt3b*^*+/+*^ but not to *Dnmt3b*^*−/−*^ E11.5 embryos (Fig. 1j). Furthermore, methylation of two Dnmt3b target genes, *Ddx4* (ref. ^13^) and *Ment*^21^, was similarly reduced in both *Dnmt3b*^*−/−*^ and *Dnmt3b*^*CI/CI*^ E11.5 embryos (Supplementary Figs. 4 and 5). These data further suggest that Dnmt3b^CI^ lacks CA in vivo.

To determine if the rescue of embryogenesis is limited to the FVB strain, we generated independent mouse lines through targeting of C57BL/6 strain zygotes as outlined in Fig. 1a. Interbreeding of *Dnmt3b*^*+/CI*^ mice yielded viable *Dnmt3b*^*CI/CI*^ pups (Fig. 1k, l), demonstrating that the rescue of embryogenesis by Dnmt3b^CI^ is not strain-specific.

Altogether, these results demonstrate that CA of Dnmt3b is, surprisingly, dispensable for mouse embryogenesis.

### Accessory activity of Dnmt3b restores global methylation

To address the effects of Dnmt3b deficiency, we next analyzed global DNA methylation patterns in *Dnmt3b*^*+/+*^, *Dnmt3b*^*−/−*^, and *Dnmt3b*^*CI/CI*^ embryos at E11.5. RRBS yielded methylation information on more than million CGs with coverage ≥15×, out of which >8 × 10^5^ CGs present in all samples were used for the further analysis (Supplementary Fig. 6). Most of the differentially methylated cytosines (DMCs) in *Dnmt3b*^*−/−*^ embryos were hypomethylated relative to WT counterparts, but these changes were substantially reduced in *Dnmt3b*^*CI/CI*^ embryos (Fig. 2a, b). Further analysis revealed >4000 hypomethylated and no hypermethylated DMRs in *Dnmt3b*^*−/−*^ embryos (Fig. 2c). In contrast, only 315 hypomethylated DMRs were identified in E11.5 *Dnmt3b*^*CI/CI*^ embryos, most of which overlapped with DMRs found in *Dnmt3b*^*−/−*^ embryos (Fig. 2c). Thus, the presence of Dnmt3b^CI^ resulted in restoration of DNA methylation of ~95% (4133/4338) of DMRs that was lost in *Dnmt3b*^*−/−*^ embryos. Such effect was observed across the genome and as a result methylation of *Dnmt3b*^*CI/CI*^ embryos clusters apart from *Dnmt3b*^*−/−*^ and close to WT (Fig. 2d–g, Supplementary Fig. 7, Supplementary Data 1).

**Fig. 2:**
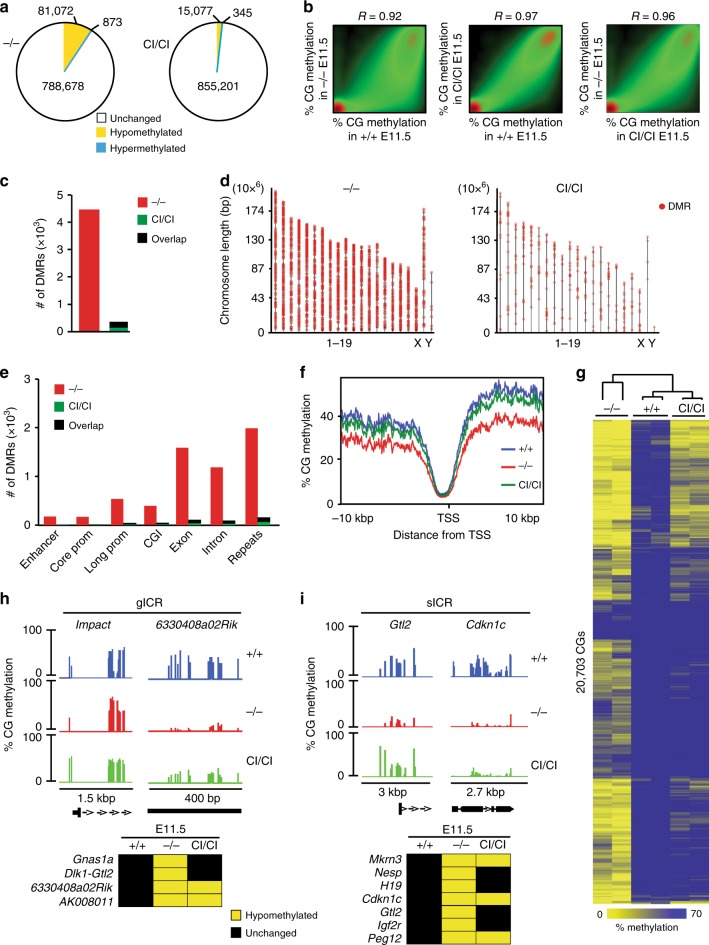
Dnmt3b^CI^ restores deregulated methylation in *Dnmt3b*^*−/−*^ embryos. **a** Total number of differentially methylated CGs in *Dnmt3b*^*−/−*^ and *Dnmt3b*^*CI/CI*^ E11.5 embryos relative to *Dnmt3b*^*+/+*^ counterparts as analyzed by RRBS (*n* = 2 each). Differential CG methylation is defined as ≥30% change. **b** Pairwise comparison of CG methylation between *Dnmt3b*^*+/+*^, *Dnmt3b*^*−/−*^, and *Dnmt3b*^*CI/CI*^ E11.5 embryos. The density of points increases from green to red. *R* values represent Pearson correlation coefficients. **c** The number of DMRs (≥3 consecutive DMCs in the same direction in the distance ≤200 bp, average DMC methylation change ≥30%, *p* < 0.05) identified in *Dnmt3b*^*−/−*^ and *Dnmt3b*^*CI/CI*^ E11.5 embryos relative to *Dnmt3b*^*+/+*^ counterparts. Overlapping DMRs between *Dnmt3b*^*−/−*^ and *Dnmt3b*^*CI/CI*^ are marked with black. **d** Distribution of DMRs on chromosomes identified in *Dnmt3b*^*−/−*^ and *Dnmt3b*^*CI/CI*^ E11.5 embryos relative to *Dnmt3b*^*+/+*^ counterparts. Only regions with sufficient coverage are shown. **e** The number of DMRs associated with enhancers, core promoters (−300 to +150 bp relative to TSS), long promoters (−1500 to +500 bp), CGIs, exons, introns, and repeats identified in *Dnmt3b*^*−/−*^ and *Dnmt3b*^*CI/CI*^ E11.5 embryos relative to *Dnmt3b*^*+/+*^ counterparts. **f** Distribution of CG methylation in the region from −10 to +10 kbp around TSS in *Dnmt3b*^*+/+*^, *Dnmt3b*^*−/−*^, and *Dnmt3b*^*CI/CI*^ E11.5 embryos. **g** Hierarchical clustering of CG methylation in E11.5 embryos of indicated genotypes. Heat map shows 20,703 CGs included in all DMRs identified in *Dnmt3b*^*−/−*^ *and Dnmt3b*^*CI/CI*^ embryos. **h** Percentage of methylation at individual CGs in germline Imprinted Control Region (gICR) *Impact* (chr18: 12,973,600–12,972,150) and *6330408a02Rik* (chr7: 13,261,170–13,261,570) as visualized by IGB software (top). Summary of all hypomethylated gICRs identified in *Dnmt3b*^*−/−*^ and *Dnmt3b*^*CI/CI*^ embryos (bottom). **i** Percentage of methylation at individual CGs in somatic Imprinted Control Region (sICR) Gtl2 (chr12: 109,539,000–109,542,000) and Cdkn1c (chr7:143,459,000–143,461,700) as visualized by IGB software (top). Summary of all hypomethylated sICRs identified in *Dnmt3b*^*−/−*^ and *Dnmt3b*^*CI/CI*^ embryos (bottom). Source data are provided as a Source Data file

Dnmt3b is dispensable for methylation of germline imprinted control regions (gICRs) but involved in methylation of secondary somatic ICRs (sICRs)^13,22–24^. To gain further insight into Dnmt3b functions, we next analyzed methylation of 22 gICRs and 9 sICRs^22–24^. As expected, Dnmt3b was dispensable for methylation of majority of gICRs including *Impact* (Fig. 2h, Supplementary Data 2). However, we observed substantial hypomethylation in *Gnas1a, Dlk1-Gtl2, 6330408a02Rik*, and *AK008011* gICRs in E11.5 *Dnmt3b*^*−/−*^ embryos. Methylation was restored to WT levels only for *Gnas1a* and *Dlk1-Gtl2* in *Dnmt3b*^*CI/CI*^ embryos, suggesting that CA of Dnmt3b is critical for *6330408a02Rik* and *AK008011* loci (Fig. 2h, Supplementary Fig. 8, Supplementary Data 2).

Similarly, we also observed hypomethylation of 7/9 sICRs (*Mkrn3*, *Nesp, Cdkn1c, Gtl2, H19, Peg12, Igf2r*) in *Dnmt3b*^*−/−*^ embryos that was restored only for *H19, Nesp*, *Gtl2,* and *Igf2r* in *Dnmt3b*^*CI/CI*^ embryo (Fig. 2i, Supplementary Fig. 8). The remaining sICRs (diffuse DMRs- *Gtl2-Mirg* and *Eif2c2)* were not targeted by Dnmt3b, since they were not changed in methylation (Supplementary Data 2).

Altogether, our analysis revealed that a vast majority of methylation changes observed in *Dnmt3b*^*−/−*^ embryos is restored in *Dnmt3b*^*CI/CI*^ to WT levels consistently with the successful rescue of embryogenesis. Thus, Dnmt3b plays a role as accessory factor for DNA methylation independent of its intrinsic catalytic activity.

### Activation of demethylated promoters lacking histone marks

To analyze effects of Dnmt3b, we performed global gene expression RNA profiling from E11.5 WT, *Dnmt3b*^*−/−*^, and *Dnmt3b*^*CI/CI*^ embryos using RNA-sequencing. 

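Total RNA from 9 whole embryos at E11.5, 3 each of *Dnmt3b*+/+, *Dnmt3b*-/- and *Dnmt3b* CI/CI, was sequenced as 1 library per embryo with paired-end reads. The authors aligned the reads with STAR to mm10, kept alignments with high mapping quality and quantified genes in SeqMonk, and they deposited a value in FPKM per gene and embryo on the linear scale. The deposited table holds 34245 genes and no zeros, since a gene without reads holds a length-dependent floor worth 0.9 reads. Values above the floor behave as a whole number of reads times a constant for the gene and the library, and on this basis the reads behind 33907 genes (99.0%) could be worked back from the FPKM values. The totals behind this normalization ranged from 38451729 to 49808777 reads per library, with a median of 44645863 for *Dnmt3b*+/+, 40548596 for the libraries labelled *Dnmt3b*-/- and 43288068 for *Dnmt3b* CI/CI. Of these, 20628321 to 26615777 reads per library lay on the listed genes. A gene with 3 or fewer reads in each of 3 libraries was taken to be at the floor of detection, and a fold change against such a group is given as a lower bound. For the comparisons between genotypes, 19397 genes with at least 0.1 FPKM in at least 3 of the 9 embryos were tested with limma on log2(FPKM + 0.1), with all 9 embryos in 1 model. Genes with a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2 are reported as higher or lower, and log2 fold changes, standard errors and adjusted p are from this test. With 3 embryos against 3, a two-sided exact permutation test cannot give a p below 0.1.

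The targeted gene, *Dnmt3b* (ENSMUSG00000027478), lies on chromosome 2 of GRCm38 from 153649450 to 153687730 on the plus strand. It had 2.45, 3.12 and 3.33 FPKM in the 3 libraries labelled *Dnmt3b*-/-, 2.25, 1.62 and 2.04 FPKM in the *Dnmt3b*+/+ libraries and 2.06, 1.98 and 2.32 FPKM in the *Dnmt3b* CI/CI libraries. Its log2 fold change against *Dnmt3b*+/+ was 0.57 (standard error 0.15, adjusted p = 0.0248) in the embryos labelled *Dnmt3b*-/- and 0.11 (standard error 0.15, adjusted p = 0.959) in *Dnmt3b* CI/CI embryos. The gene's value was thus not lower in the libraries labelled *Dnmt3b*-/-. A value summed over a whole gene cannot show the loss of part of the gene, and the text does not state which exons the null allele lacks. The paper made the knockout allele from mice with a loxP-flanked *Dnmt3b* and genotyped embryos with yolk sac DNA. It also shows a Dnmt3b immunoblot of *Dnmt3b*-/- embryos at E11.5 (Fig. 1i). That evidence on the genotype was not examined here, and the value of the gene does not contradict it. These libraries are named by their label wherever a direction is drawn from them.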

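Relative to *Dnmt3b*+/+, 208 genes were higher and 655 genes were lower in the embryos labelled *Dnmt3b*-/-. All 3 of these embryos lay above all 3 *Dnmt3b*+/+ embryos for 206 of the 208 genes and below them for 625 of the 655 genes, which follows in part from the choice of these genes by their difference between the same embryos. The median log2 fold change was 1.49 for the higher genes and −1.26 for the lower genes. In all 3 *Dnmt3b*+/+ libraries, 43 of the higher genes had 3 or fewer reads, and 34 of the lower genes had 3 or fewer reads in all 3 libraries labelled *Dnmt3b*-/-. The counts rose to 1826 higher and 3175 lower genes when the fold change threshold was dropped, and fell to 60 and 133 with a pseudocount of 1 FPKM. With quantile normalization they were 272 and 392. With each embryo left out in turn, between 171 and 253 genes were higher and between 427 and 1174 genes were lower. The labels number the embryos of each genotype from 1 to 3, so the model was also fitted with the replicate number as a block. Across genes, the deviations of same-numbered *Dnmt3b*+/+ embryos and embryos labelled *Dnmt3b*-/- from their group means had a mean correlation of −0.21, against 0.114 for embryos with different numbers. By the embryo numbers of Supplementary Data 3, which differ from those of the labels, it was 0.237 against −0.11. With the labels' numbers as a block, 199 genes were higher and 539 genes were lower, and 733 of the 863 genes called without it were called with it. With the numbers of Supplementary Data 3 as a block, chosen after seeing the data, 214 genes were higher and 697 genes were lower. Of the 863 genes, 761 (88.2%) are among the genes of Supplementary Data 3. Of the 1082 genes listed there, 1021 were tested here, and 260 of these were not called. Of the 260 genes, 236 had a fold change under 2, and 247 had an unadjusted p under 0.05 from limma. The 0.1 FPKM added before the log makes fold changes of weakly expressed genes smaller. A further 60 listed genes were too low to be tested.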

In total, 253 up-regulated and 819 downregulated genes (FC ≥ 2) were identified in *Dnmt3*^*−/−*^ embryos relative to WT controls (Fig. 3a). 

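*D1Pas1* (ENSMUSG00000039224) had 2.14 ± 0.308 FPKM (SD, n = 3) in the embryos labelled *Dnmt3b*-/- and 0.0152 ± 0.0140 FPKM (SD, n = 3) in *Dnmt3b*+/+ embryos, a log2 fold change of 4.28 (standard error 0.25, adjusted p = 4.1e-05) from limma. Reads of *D1Pas1* that also match its near-identical relatives could be missing from or added to this value. *Sohlh2* (ENSMUSG00000027794) had 0.908 ± 0.0450 FPKM against 0.0254 ± 0.0273 FPKM (SD, n = 3), a log2 fold change of 3.03 (standard error 0.17, adjusted p = 3.9e-05). The log2 fold change of *Dnmt3b* CI/CI embryos against *Dnmt3b*+/+ was 0.94 for *D1Pas1* (adjusted p = 0.617) and −0.06 for *Sohlh2* (adjusted p = 0.975). Among genes whose 3 embryos labelled *Dnmt3b*-/- all lay above the 3 *Dnmt3b*+/+ embryos, the highest log2 fold changes were 6.78 for *Tuba3b*, 6.63 for *AU022751*, 6.03 for *Slc25a31*, 6.01 for *Gm4779* and 6.00 for *8030474K03Rik*. This order depends on the processing, since *D1Pas1* ranged from 1.62 to 7.54 over the alternatives. *Tuba3b* had 3 or fewer reads in every *Dnmt3b*+/+ library and was at least 336-fold higher, and reads of its close paralogs could be counted on it.

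Among the lower genes, *Cryga* (ENSMUSG00000044429) had 7.58, 4.59 and 4.47 FPKM in the *Dnmt3b*+/+ embryos, and at most 1 read in each library labelled *Dnmt3b*-/-, so that it was at least 55.3-fold lower (limma adjusted p = 0.0221). The call of *Cryga* was lost in 7 of the alternatives that were run. *Cryba4* fell from 2.68 ± 0.575 to 0.118 ± 0.0808 FPKM (SD, n = 3), a log2 fold change of −3.72 (standard error 0.75, adjusted p = 0.0102). Both crystallins also varied widely among the *Dnmt3b* CI/CI embryos, with 4.21, 0.0285 and 11.3 FPKM for *Cryga* and 1.75, 0.303 and 4.75 FPKM for *Cryba4*. *Matn1* fell from 3.76 ± 1.14 to 0.155 ± 0.0852 FPKM, a log2 fold change of −3.92 (standard error 0.28, adjusted p = 1.1e-04), and *Matn4* from 12.2 ± 2.03 to 0.626 ± 0.467 FPKM, a log2 fold change of −4.25 (standard error 0.36, adjusted p = 2.9e-04). Levels in *Dnmt3b* CI/CI embryos were 5.06 ± 0.572 FPKM for *Matn1* and 13.2 ± 0.530 FPKM for *Matn4* (SD, n = 3). The lowest log2 fold changes were −5.38 for *Cryga*, −4.25 for *Matn4*, −4.25 for *Crybb1*, −4.22 for *Gm22009* and −4.00 for *Neurod6*. The result of *Crybb1* was weaker in 12 of 21 alternatives and that of *Gm22009* in 3, while those of *Matn4* and *Neurod6* were the same in all 21.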

The most up-regulated genes were related to germ cells specific expression (e.g. *D1Pas1*, *Sohlh2*) while most downregulated genes included crystallins (e.g. *Cryga, Cryba4*) and matrilins (e.g. *Matn1, Matn4*). In addition, multiple poorly characterized protein coding genes such as *Gm43302*, *Gm43638*, *Gm37034* and non-coding RNA genes (*9330158H04Rik*; *Gm22009*) were also deregulated (Supplementary Data 3).

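*Gm37034* (ENSMUSG00000104389) was lower in the embryos labelled *Dnmt3b*-/-, with 0.0264 ± 0.0135 FPKM against 0.284 ± 0.0572 FPKM in *Dnmt3b*+/+ embryos (SD, n = 3) and a log2 fold change of −1.60 (standard error 0.23, adjusted p = 0.00283) from limma. It had 3 or fewer reads in each library labelled *Dnmt3b*-/- and was at least 8.46-fold lower. The scaRNA gene *Gm22009*, on chromosome 3 of GRCm38 from 69085105 to 69085447 on the minus strand, had 0.529 ± 0.492 FPKM in the embryos labelled *Dnmt3b*-/- and 14.7 ± 14.1 FPKM in *Dnmt3b*+/+ embryos (SD, n = 3, limma adjusted p = 0.0151). It lies within *Kpna4* on the same strand, so reads from *Kpna4* could be counted on it. *Gm43638* was at least 5.04-fold lower, with 27, 6 and 15 reads in the *Dnmt3b*+/+ libraries and at most 1 read in each library labelled *Dnmt3b*-/-, but its adjusted p was 0.103. *Gm43302* and the lincRNA gene *9330158H04Rik* did not reach 0.1 FPKM in 3 embryos and were not tested. *Gm43302* had 9, 24 and 22 reads in the *Dnmt3b*+/+ libraries, and *9330158H04Rik* had 11, 8 and 10 reads. Both genes had at most 1 read in each library labelled *Dnmt3b*-/-, at least 5.66-fold lower for *Gm43302* and at least 3.01-fold lower for *9330158H04Rik*. The *Dnmt3b* CI/CI embryos had 0.0882 ± 0.00969 FPKM of *Gm43302* and 0.0239 ± 0.0142 FPKM of *9330158H04Rik* (SD, n = 3).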

**Fig. 3:**
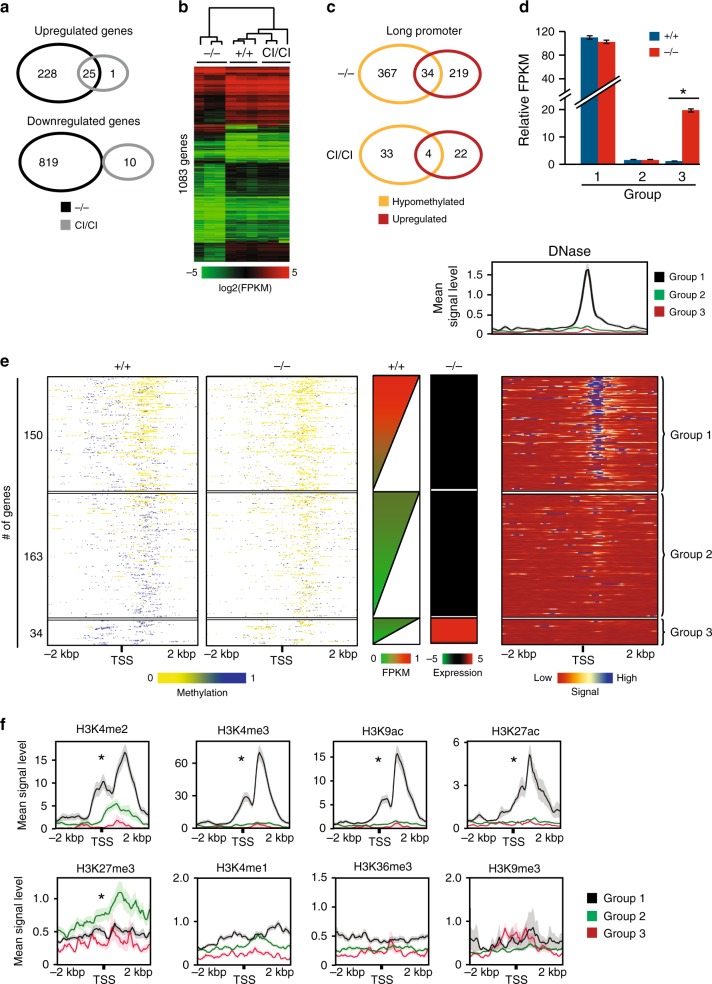
Absence of histone modifications is associated with methylation-dependent de-repression. **a** Weighted Venn diagrams displaying number of differentially expressed genes detected in *Dnmt3b*^*−/−*^ and *Dnmt3b*^*CI/CI*^ E11.5 embryos relative to *Dnmt3b*^*+/+*^ counterparts. *p* < 0.001 by hypergeometric test. **b** Heat maps of gene subset differentially expressed in embryos of indicated genotypes at E11.5 presented as log2(FPKM) values. Selection of 1083 genes was done by comparing expression values between *Dnmt3b*^*−/−*^ and *Dnmt3b*^*+/+*^ embryos (*n* = 3) (FC ≥ 2; *p* < 0.05 by DESeq). c Weighted Venn diagrams displaying overlaps between genes with hypomethylated DMRs and increased expression in *Dnmt3b*^*−/−*^ and *Dnmt3b*^*CI/CI*^ embryos relative to *Dnmt3b*^*+/+*^ counterparts; *p* < 0.001 by hypergeometric test. **d** Relative FPKM values ± SEM of genes with hypomethylated DMRs in long promoters with high FPKM in *Dnmt3b*^*+/+*^ and unchanged in *Dnmt3b*^*−/−*^ E11.5 embryos (Group 1, *n* = 150); low FPKM in *Dnmt3b*^*+/+*^ embryos and unchanged in *Dnmt3b*^*−/−*^ E11.5 embryos (Group 2, *n* = 163); and low FPKM in *Dnmt3b*^*+/+*^ embryos and increased expression in *Dnmt3b*^*−/−*^ (Group 3, *n* = 34). Data were normalized to mean FPKM values in Group 3 in *Dnmt3b*^*+/+*^ embryos. *(*p* < 0.01). Only genes with >2-fold expression increase were included. **e** Heat map summary of association of methylation and expression levels in *Dnmt3b*^*+/+*^ and *Dnmt3b*^*−/−*^ embryos in a region from −2 to +2 kbp around TSS of genes assigned to Groups 1–3. First two panels presents methylation levels of *Dnmt3b*^*+/+*^ and *Dnmt3b*^*−/−*^ embryos, third panel—FPKM values of *Dnmt3b*^*+/+*^ embryos, fourth—change in expression in *Dnmt3b*^*−/−*^ relative to *Dnmt3b*^*+/+*^ embryos, fifth panel presents results of DNAse I sensitivity assay (ENCODE); plot above shows mean signal ± SEM for groups 1, 2, and 3. Genes were sorted based on FPKM values in +/+ embryos. **f** Plots showing histone marks occupancy signals ± SEM in region from −2 to +2 kbp around TSS of genes in groups 1, 2, and 3; *p < 0.05 by two-tailed Student’s *t*-test. SEM values are presented as shading around mean value line. Source data are provided as a Source Data file

Like for DNA methylation, a vast majority of gene expression was rescued to the WT levels with only a subset of genes deregulated in *Dnmt3b*^*CI/CI*^ embryos (Fig. 3a). 

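In *Dnmt3b* CI/CI embryos, 25 genes were higher and 0 genes were lower than in *Dnmt3b*+/+ embryos. At an unadjusted p under 0.05, 524 genes were higher and 495 genes were lower, of which 50 higher and 36 lower genes also reached a fold change of 2. Between the embryos labelled *Dnmt3b*-/- and *Dnmt3b* CI/CI embryos, 213 genes were higher and 838 genes were lower in the former. Of the 863 genes called between the embryos labelled *Dnmt3b*-/- and *Dnmt3b*+/+, 700 (81.1%) also differed between the embryos labelled *Dnmt3b*-/- and *Dnmt3b* CI/CI embryos in the same direction. This percentage ranged from 72.0% to 83.2% with each embryo left out in turn, and from 79.1% to 84.5% under the alternatives that keep all embryos. The 208 genes that were higher in the embryos labelled *Dnmt3b*-/- had a median log2 fold change of 0.28 in *Dnmt3b* CI/CI embryos, and 169 of them lay within 1 log2 unit of *Dnmt3b*+/+. The 655 lower genes had a median log2 fold change of 0.07 in *Dnmt3b* CI/CI embryos, and 648 of them (98.9%) lay within 1 log2 unit of *Dnmt3b*+/+. The 0.1 FPKM added before the log makes changes of weakly expressed genes smaller. These numbers can therefore overstate how close such genes came to *Dnmt3b*+/+. The direction in *Dnmt3b* CI/CI embryos was the same as in the embryos labelled *Dnmt3b*-/- for 162 of the higher genes (77.9%) and for 235 of the lower genes (35.9%).

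**Figure D1:**
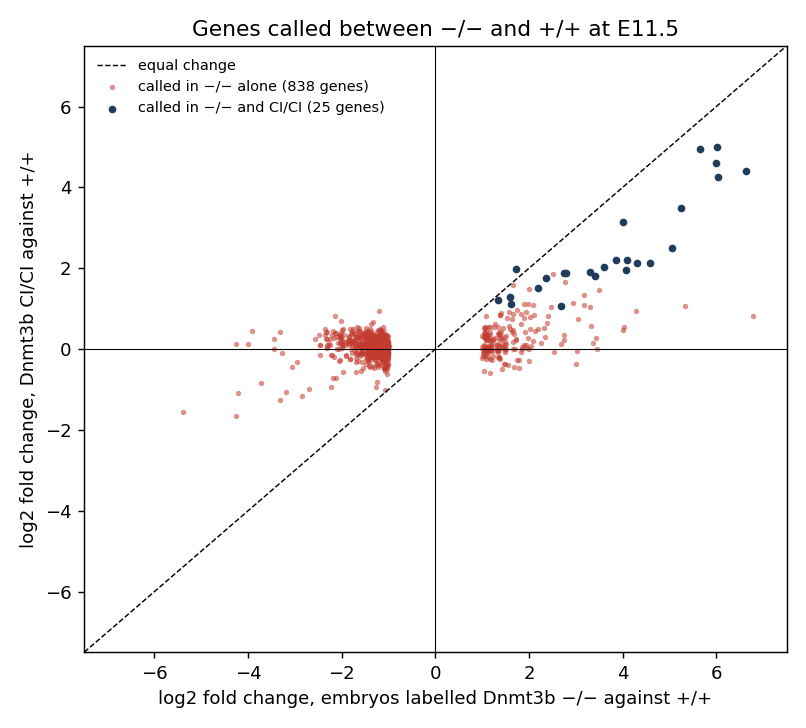
Log2 fold change against *Dnmt3b*+/+ at E11.5 of the 863 genes called in the embryos labelled *Dnmt3b*-/-, in those embryos (horizontal axis) and in *Dnmt3b* CI/CI embryos (vertical axis), with 1 point per gene and a dashed line of equal change. The 25 genes also called in *Dnmt3b* CI/CI embryos are dark, and 24 of them lie below the dashed line.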

As a result, expression profiles of WT and *Dnmt3b*^*CI/CI*^ embryos clustered closer and apart of *Dnmt3b*^*−/−*^ (Fig. 3b, Supplementary Data 3).

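Over all 19397 tested genes, without selecting genes for their difference, the mean Euclidean distance on the log2(FPKM + 0.1) scale to the *Dnmt3b*+/+ embryos was 86.8 ± 9.90 (SD, n = 3) for the embryos labelled *Dnmt3b*-/- and 57.2 ± 4.34 (SD, n = 3) for *Dnmt3b* CI/CI embryos. The ratio of the 2 distances was 1.52 (two-sided exact permutation p = 0.1 over 20 assignments, the smallest this design allows). Each of the embryos labelled *Dnmt3b*-/- lay farther from the *Dnmt3b*+/+ embryos, at 75.5, 91.0 and 93.9, than each *Dnmt3b* CI/CI embryo, at 54.2, 62.2 and 55.2. The *Dnmt3b*+/+ embryos lay 63.1 ± 17.3 apart (SD over the 3 pairs), so the distance of the *Dnmt3b* CI/CI embryos was within the spread of the *Dnmt3b*+/+ embryos. The first and second *Dnmt3b*+/+ embryos lay 80.5 apart. The first of the embryos labelled *Dnmt3b*-/-, at 75.5, was thus within this spread as well, and those at 91.0 and 93.9 were not. The mean distance was 56.9 among the embryos labelled *Dnmt3b*-/-, 45.8 among *Dnmt3b* CI/CI embryos and 84.7 between these genotypes. The ratio moved most, to 2.24, when 1 minus the uncentered correlation was used as the distance.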

We next analyzed association between DNA methylation and gene expression in various genomic elements. This analysis revealed that hypomethylation of ~9% (34/401) long promoters was associated with increased gene expression in *Dnmt3b*^*−/−*^embryos (Fig. 3c). Other elements, including gene bodies and enhancers, correlated with changes in methylation to a lower extent (Supplementary Fig. 9). Expression of few genes remained elevated in *Dnmt3b*^*CI/CI*^ embryos but this did not interfere with normal embryogenesis (Fig. 3a).

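The 25 genes that were higher in *Dnmt3b* CI/CI embryos than in *Dnmt3b*+/+ embryos were all higher in the embryos labelled *Dnmt3b*-/- as well. Their median log2 fold change was 2.04 in *Dnmt3b* CI/CI embryos, with a range from 1.07 to 5.00, and 3.85 in the embryos labelled *Dnmt3b*-/-. For 24 of these genes the level was higher in the embryos labelled *Dnmt3b*-/- than in *Dnmt3b* CI/CI embryos, and for 15 that difference passed the thresholds. All 3 *Dnmt3b* CI/CI embryos lay above all 3 *Dnmt3b*+/+ embryos for all 25 genes, and 5 of the genes had 3 or fewer reads in every *Dnmt3b*+/+ library. The highest log2 fold changes in *Dnmt3b* CI/CI embryos were 5.00 (standard error 0.25, adjusted p = 5.0e-05) for *Gm4779*, 4.95 (standard error 0.15, adjusted p = 1.5e-06) for *Taf7l* and 4.61 (standard error 0.10, adjusted p = 2.3e-07) for *8030474K03Rik*, all from limma. *Gm4779* had 9.32 ± 0.255 FPKM in *Dnmt3b* CI/CI embryos, 19.0 ± 2.83 FPKM in the embryos labelled *Dnmt3b*-/- and 0.209 ± 0.114 FPKM in *Dnmt3b*+/+ embryos (SD, n = 3). The neighbouring genes *Gm4779* and *8030474K03Rik* lie on opposite strands of chromosome X, and reads of either gene could be counted on other members of their families. With the replicate number as a block, 17 of the 25 genes were called.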

We next focused our analysis on the relationship between gene expression and hypomethylation in gene promoters. 

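Methylation was not analysed here, and the promoter lists are those of Supplementary Data 4. Of the 347 genes listed there as having hypomethylated long promoters, 342 were matched to the RNA-seq table and 248 had enough expression to be tested. In the embryos labelled *Dnmt3b*-/-, 29 of the listed genes were higher and 3 were lower than in *Dnmt3b*+/+ embryos.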

Out of 401 promoters methylated in WT, only 34 responded to hypomethylation by increased expression in E11.5 *Dnmt3b*^*−/−*^ embryos. We therefore asked whether other epigenetic changes already present in E11.5 WT embryos could predetermine increased expression upon hypomethylation in *Dnmt3b*^*−/−*^ embryos. To address this, we utilized genome-wide profiles of eight histone modifications generated from E11.5 WT embryos available at ENCODE (Bing Ren, UCSD lab, ENCSR231EPI, ENCSR215ZYV)^25^. By combining information on gene expression, DNA methylation, histone modifications, and chromatin accessibility, we identified three groups of genes with variable effects on expression in response to methylation loss.

The first group (Group 1, *n* = 150) is characterized by methylation upstream of TSS, high FPKM expression values, open chromatin around the TSS, and association with active histone marks (H3K4me2, H3K4me3, H3K9Ac, H3K27Ac) in E11.5 WT embryos (Fig. 3d–f, Supplementary Data 4). 

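Of the 150 genes of Group 1, 148 were matched and all 148 were tested. Their median FPKM over genes in *Dnmt3b*+/+ embryos was 3.74, with quartiles of 1.83 and 11.3. The median was 3.42 FPKM in the embryos labelled *Dnmt3b*-/- and 3.74 FPKM in *Dnmt3b* CI/CI embryos. None of these genes was at the floor of 3 or fewer reads in all *Dnmt3b*+/+ libraries.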

The second group (Group 2, *n* = 163) is characterized by methylation near the TSS, low FPKM expression values, closed chromatin, and association with repressive histone mark H3K27me3 in E11.5 WT embryos (Fig. 3d–f, Supplementary Data 4). 

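Of the 163 genes of Group 2, 160 were matched and 70 were tested. Their median FPKM in *Dnmt3b*+/+ embryos was 0.0539, with quartiles of 0.0171 and 0.211, and 64 of the 160 genes had 3 or fewer reads in every *Dnmt3b*+/+ library. The median was 0.0549 FPKM in the embryos labelled *Dnmt3b*-/- and 0.0649 FPKM in *Dnmt3b* CI/CI embryos. For genes at this floor a change in expression was detectable only if it raised them above it.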

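In the embryos labelled *Dnmt3b*-/-, 2 genes of Group 1 and 1 gene of Group 2 passed the thresholds, all of them lower than in *Dnmt3b*+/+ embryos. The paper selected both groups as unchanged in the same embryos, so low counts were largely set by that choice. The genes named here were singled out after their values were seen. *Myog* of Group 1 had a log2 fold change of −1.25 (standard error 0.37, adjusted p = 0.0405) from limma, with 17.2, 5.76 and 5.87 FPKM in the embryos labelled *Dnmt3b*-/- and 16.4, 20.2 and 24.0 FPKM in *Dnmt3b*+/+ embryos. *Gm10863* of Group 2 had a log2 fold change of −1.08 (standard error 0.23, adjusted p = 0.0128). With the adjustment made over each group's own genes, 0 genes of Group 1 and 1 gene of Group 2 passed. At an unadjusted p under 0.05 and without the fold change threshold, 44 genes of Group 1 and 13 genes of Group 2 differed. Over all tested genes of a group, the median log2 fold change was −0.12 in Group 1 and −0.13 in Group 2, with an SD over genes of 0.28 and 0.43. The mean log2 level per embryo was 2.08 ± 0.09 in the embryos labelled *Dnmt3b*-/- and 2.23 ± 0.04 in *Dnmt3b*+/+ embryos for Group 1 (SD, n = 3, two-sided exact permutation p = 0.1, the smallest possible). For Group 2 it was −1.58 ± 0.07 and −1.50 ± 0.06 (SD, n = 3, two-sided exact permutation p = 0.3). In *Dnmt3b* CI/CI embryos, 0 genes of either group passed the thresholds, and 7 genes of Group 1 and 3 genes of Group 2 had an unadjusted p under 0.05. Their mean log2 level per embryo was 2.27 ± 0.03 for Group 1 (SD, n = 3, two-sided exact permutation p = 0.3 against *Dnmt3b*+/+). For Group 2 it was −1.34 ± 0.02, above all 3 *Dnmt3b*+/+ embryos (SD, n = 3, two-sided exact permutation p = 0.1, the smallest possible). When the fold change threshold was dropped, the counts in the embryos labelled *Dnmt3b*-/- rose to 21 genes in Group 1 and 8 in Group 2. The count of Group 1 fell to 0 without a filter on low values, with only the 2 genotypes in the model and with the replicate number as a block. It was also 0 without any 1 of the 3 *Dnmt3b*+/+ embryos and without the second or the third embryo labelled *Dnmt3b*-/-. The count of Group 2 fell to 0 with a pseudocount or a filter of 1 FPKM. It was also 0 without the third *Dnmt3b*+/+ embryo and without the third embryo labelled *Dnmt3b*-/-.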

In both Groups 1 and 2, loss of promoter methylation in E11.5 *Dnmt3b*^*−/−*^ embryos does not result in gene expression changes.

The third group (Group 3, *n* = 34) is characterized by methylation near the TSS, low FPKM expression values and closed chromatin, but no enrichment of chromatin marks in E11.5 WT embryos (Fig. 3d–f, Supplementary Data 4). 

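All 34 genes of Group 3 were matched and 30 were tested. Their median FPKM in *Dnmt3b*+/+ embryos was 0.0343, with quartiles of 0.0123 and 0.0989, and 16 of the 34 genes had 3 or fewer reads in every *Dnmt3b*+/+ library.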

Loss of promoter methylation in E11.5 *Dnmt3*^*−/−*^ embryos results in strong up-regulation of gene expression.

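In the embryos labelled *Dnmt3b*-/-, 29 of the 34 genes of Group 3 were higher than in *Dnmt3b*+/+ embryos. The same number passed when the adjustment was made over the 30 tested genes alone. All 3 embryos labelled *Dnmt3b*-/- lay above all 3 *Dnmt3b*+/+ embryos for all 34 genes, where chance gives 5% of genes. The paper selected these genes for their rise in the same embryos, so the direction was set by that choice. The median log2 fold change was 1.95, with a range from 0.94 for *2810429I04Rik* to 6.03 for *Slc25a31*. The median FPKM was 0.461 in the embryos labelled *Dnmt3b*-/- and 0.0926 in *Dnmt3b* CI/CI embryos. *Slc25a31* (ENSMUSG00000069041), on chromosome 3 of GRCm38 from 40708855 to 40726096 on the plus strand, had 13.2 ± 1.00 FPKM in the embryos labelled *Dnmt3b*-/- and 0.104 ± 0.0253 FPKM in *Dnmt3b*+/+ embryos (SD, n = 3, limma adjusted p = 9.9e-08). *Mael* had 5.91 ± 0.984 and 0.0566 ± 0.00935 FPKM, and *Dazl* had 2.72 ± 0.147 and 0.0848 ± 0.0733 FPKM. For 16 genes the fold is a lower bound, from at least 2.39-fold to at least 209-fold for *Taf7l*, and for the other 18 genes it ranged from 2.46-fold to 128-fold. *Gm14139*, *Naa11*, *Rbm44* and *Topaz1* were too low to be tested, and *2810429I04Rik* had a log2 fold change under 1. In *Dnmt3b* CI/CI embryos, 7 genes of Group 3 were higher than in *Dnmt3b*+/+ embryos, namely *Ddx4*, *Gpat2*, *Mael*, *Meioc*, *Slc25a31*, *Sycp1* and *Taf7l*, and 9 passed when the adjustment was made over the group alone. All 3 *Dnmt3b* CI/CI embryos lay above all 3 *Dnmt3b*+/+ embryos for 18 of the 34 genes. The median log2 fold change in *Dnmt3b* CI/CI embryos was 0.57. The 0.1 FPKM added before the log makes this value smaller, since the upper quartile of these genes in *Dnmt3b*+/+ embryos was 0.0989 FPKM. Their median FPKM was 0.0343 in *Dnmt3b*+/+ and 0.0926 in *Dnmt3b* CI/CI embryos. The count in the embryos labelled *Dnmt3b*-/- moved most with a pseudocount of 1 FPKM, to 9 genes. From the rise in Group 3 beside the unchanged levels in the other groups, the paper proposes that DNA methylation is a transcriptional inhibitor at promoters without the tested histone modifications (Fig. 3d–f).

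**Figure D2:**
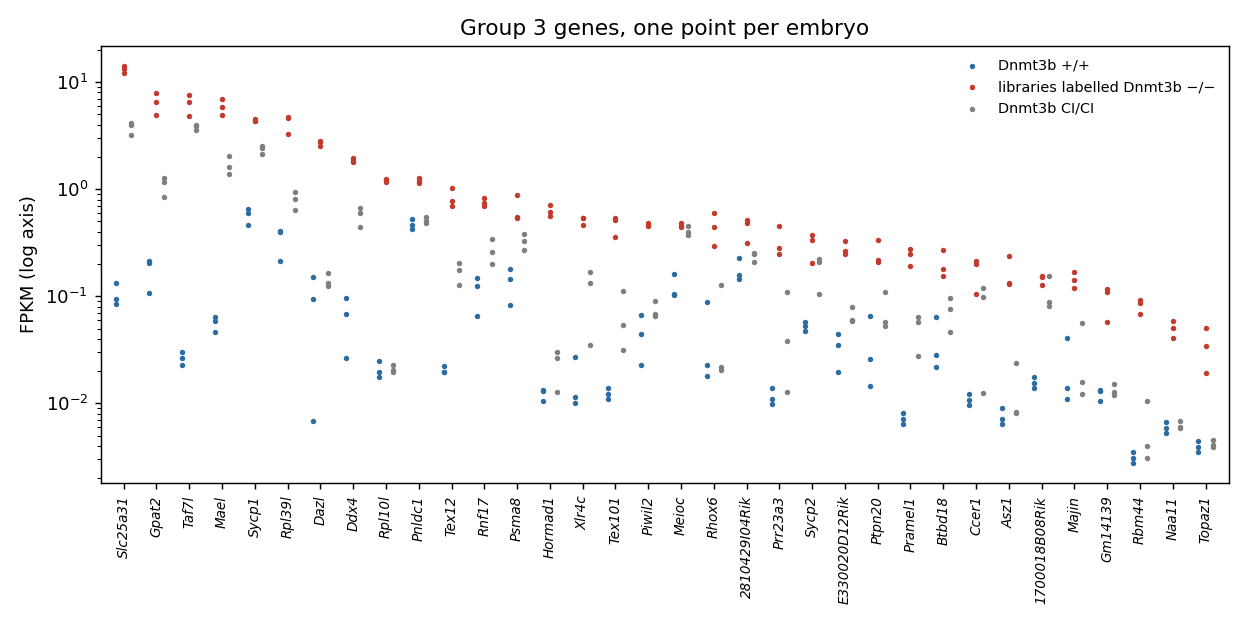
FPKM (log axis) of the 34 genes of Group 3 at E11.5, with 1 point per embryo and genes ordered by their mean in the embryos labelled *Dnmt3b*-/-. All 3 of these embryos lie above all 3 *Dnmt3b*+/+ embryos for every gene, and *Dnmt3b* CI/CI embryos do so for 18 genes.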

These results suggest that in a subset of promoters not enriched for any of the tested histone modifications, DNA methylation plays critical role as transcriptional inhibitor whereas in genes already expressed or marked by H3K27me3 its regulatory role is substantially lessened, and represents only one layer of regulation whose removal in *Dnmt3b*^*−/−*^ setting does not affect expression.

### Catalytic activity of Dnmt3b is associated with H3K27me3

Our analysis revealed that 4133 DMRs hypomethylated in *Dnmt3b*^*−/−*^ embryos are similarly methylated between *Dnmt3b*^*+/+*^ and *Dnmt3b*^*CI/CI*^ DNA in E11.5 suggesting that their proper methylation primarily depends on the accessory function (Fig. 4a, Supplementary Data 5). These loci are weakly dependent on Dnmt3b’s CA and therefore we term them *weak*. An example of *weak* DMR is shown for the *Bcl11b* locus (Fig. 4b). In contrast, 205 loci remain largely hypomethylated in *Dnmt3b*^*CI/CI*^ embryos, suggesting that their methylation strongly depends on Dnmt3b’s CA (Fig. 4a, Supplementary Data 5) and we term them as *strong* (for example *Sycp1*; Fig. 4b). After annotating DMRs to genomic features, we found that both groups are relatively equally distributed across the genome with the majority of DMRs found in repetitive elements and gene bodies (Fig. 4c, Supplementary Fig. 10).

**Fig. 4:**
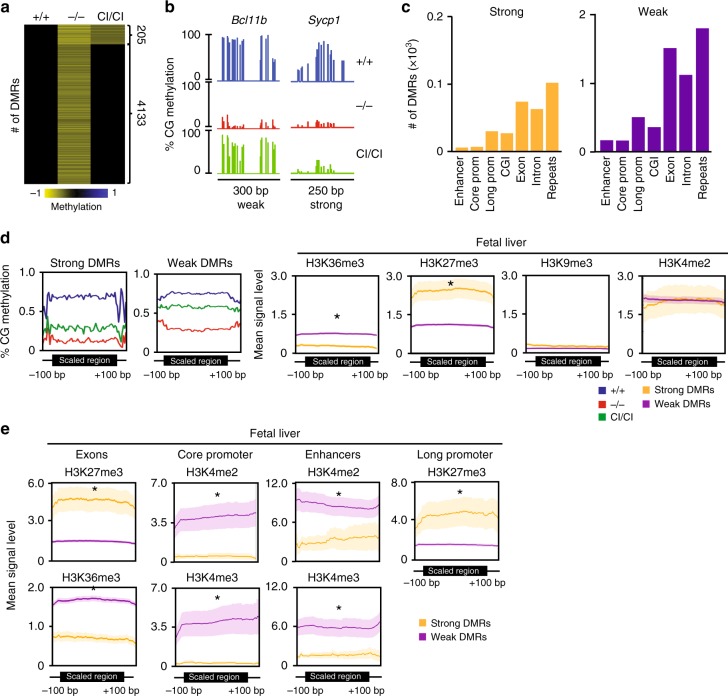
Association of histone modifications with Dnmt3b-dependent DNA methylation. **a** Differential requirement of DMRs on catalytic activity of Dnmt3b. Heat map presenting a subset of hypomethylated DMRs (*n* = 205) identified in E11.5 *Dnmt3b*^*−/−*^ relative to *Dnmt3b*^*+/+*^ depends strongly on catalytic activity of Dnmt3b because their hypomethylation is not rescued to wild-type levels in *Dnmt3b*^*CI/CI*^ E11.5 embryos (termed here strong). In contrast, DMRs hypomethylated in both E11.5 *Dnmt3b*^*−/−*^ and *Dnmt3b*^*CI/CI*^ relative to wild type depend on accessory rather than catalytic activity of Dnmt3b and are termed here *weak* (*n* = 4133). **b** DNA methylation scores obtained for *Bcll11b* (weak DMR) and *Sycp1* (strong DMR) from RRBS analysis of *Dnmt3b*^*+/+*^, *Dnmt3b*^*−/−*^ and *Dnmt3b*^*CI/CI*^ embryos at E11.5 as visualized by IGB. **c** Distribution of strong and weak DMRs among indicated genomic elements. **d** Enrichment of strong DMRs and weak DMRs for chromatin marks in E11.5 *Dnmt3b*^*+/+*^ embryos as detected by analysis of ChIP-seq (ENCODE). Averaged DNA methylation levels ± SEM for scaled regions of DMRs are shown for strong (*n* = 205) and weak DMRs (*n* = 4133) (first two panels). Mean levels ± SEM of four histone marks showing significant differences of enrichment between strong and weak DMRs are presented in the right panel. Plots shows profiles for DMRs scaled to same length and surrounding 100 bp unscaled regions. *p < 0.05 by two-tailed Student’s *t*-test. SEM values are presented as shading around mean value line. **e** Enrichment of strong and weak DMRs in enhancers, exons, core, and long promoters for significantly different chromatin marks in *Dnmt3b*^*+/+*^ embryos at E11.5 as detected by analysis of ChIP-seq from data obtained from ENCODE. Mean levels of histone marks showing significant differences of enrichment between strong and weak DMRs are presented. Plots shows profiles for DMRs scaled to same length and surrounding 100 bp unscaled regions. *p < 0.05 by two-tailed Student’s *t*-test. SEM values are presented as shading around mean value line. Source data are provided as a Source Data file

By comparing relative enrichments of histone marks in *Dnmt3b*^*+/+*^ embryo (ENCODE-ENCSR231EPI, ENCSR215ZYV)^25^ between genomic areas associated with strong and weak DMRs in *Dnmt3b*^*−/−*^ and *Dnmt3b*^*CI/CI*^ embryos, we found that weak DMRs are enriched in activating H3K36me3 when compared to the areas of strong DMRs (Fig. 4d). In contrast, strong DMRs are associated with higher levels of repressive mark H3K27me3 relative to *weak* DMRs (Fig. 4d). No significant differences in other histone marks were observed for weak and strong DMRs on a genome-wide level (Fig. 4d, Supplementary Fig. 11). However, further analysis of genomic elements revealed that the areas of weak DMRs are enriched for H3K36me3 only in exons but not in other parts of the genome. Weak DMRs are also associated with higher levels of H3K4me2 and H3K4me3 in core promoters and enhancers relative to strong DMRs (Fig. 4e). Strong DMRs are enriched in H3K27me3 in exons and long promoters. These associations were not limited to fetal liver but were seen also in neural tube (Supplementary Fig. 12).

Altogether, our data suggest that different mechanism may cover methylation of strong versus weak DMRs. For weak, Dnmt3b may serve as an accessory protein, whereas for strong its CA is irreplaceable.

Our results suggest different mode of action for Dnmt3b depending on whether catalytic or accessory activity is required. CA is favored by the presence of repressive H3K27me3 whereas accessory activity is promoted by the presence of activating marks such as H3K36me3 in exons and H3K4me2 and H3K4me3 in regulatory elements.

### Dnmt3b contributes to de novo methylation at E11.5

After a wave of de novo methylation in early epiblast, the levels remain stable at least to E10.5, but whether any changes occur at E11.5 is unclear^13^. To address this, we first compared methylation of E8.5 and E10.5 WT embryos obtained previously^13^, using readouts of >5 × 10^5^ CGs (covered at ≥15*x* depth in all samples) and found no differences consistently with previous report^13^ (Fig. 5a). In contrast, we observed substantial gains and losses in CGs methylation between E10.5 and E11.5 WT embryos affecting various genomic elements (Fig. 5a–c, Supplementary Fig. 13). Methylation gains were partially suppressed in E11.5 *Dnmt3b*^*−/−*^ embryos, but mostly restored in *Dnmt3b*^*CI/CI*^ embryos suggesting that Dnmt3b plays de novo role in methylation between E10.5 and E11.5 (Fig. 5a–c, Supplementary Fig. 13). For example, the *Ppp1r2* locus is not methylated at E8.5, minimally at E10.5 and gains substantial methylation at E11.5 in WT but not in *Dnmt3b*^*−/−*^ embryos (Fig. 5d). Partial methylation is observed in *Dnmt3b*^*CI/CI*^ embryos although not to WT levels (Fig. 5d). Gain of methylation was observed even between *Dnmt3b*^*−/−*^ E8.5 and E11.5, suggesting involvement of other Dnmts in de novo methylation (Fig. 5a).

**Fig. 5:**
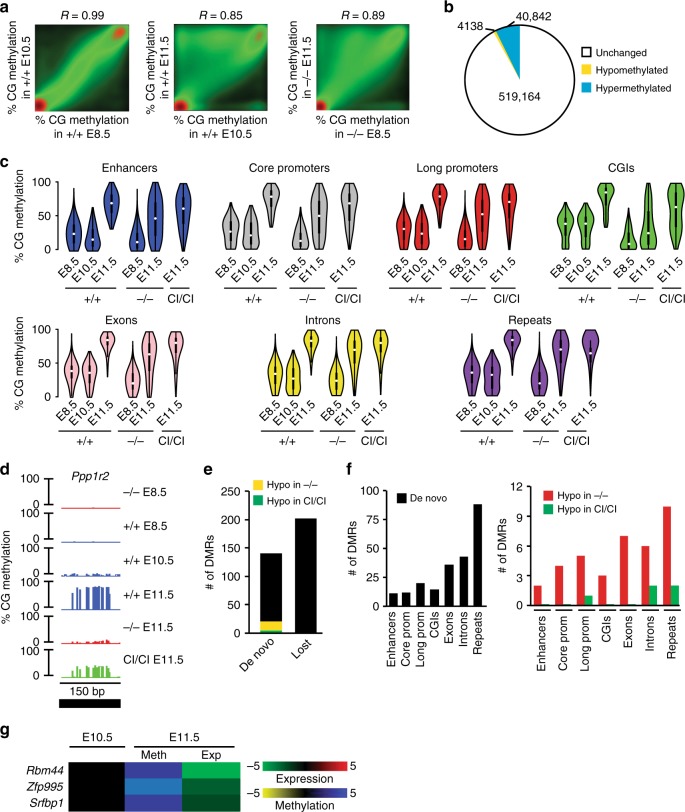
Methylation changes at E11.5 are partially mediated by Dnmt3b. **a** Pairwise comparison of CG methylation in *Dnmt3b*^*+/+*^ embryos at E8.5 and E10.5; E10.5 and E11.5 and *Dnmt3b*^*−/−*^ embryos at E8.5 and E11.5. The density of points increases from green to red. *R-*values represent Pearson correlation coefficients. **b** Total number of differentially methylated CGs in *Dnmt3b*^*+/+*^ embryos at E11.5 relative to E10.5 (meth diff. ≥30%). **c** Violin plots showing CG methylation in *Dnmt3b*^*+/+*^ embryos at E8.5, E10.5, and E11.5, *Dnmt3b*^*−/−*^ embryos at E8.5 and E11.5, and *Dnmt3b*^*CI/CI*^ embryos at E11.5 in indicated genomic elements. **d** Visualization of single-CpG profiles at de novo methylated locus of *Ppp1r2* that remains hypomethylated in *Dnmt3b*^*−/−*^ and *Dnmt3b* ^*CI/CI*^ embryos at E11.5. Visualization of single-CpG profiles at *Evc2* locus that maintains methylation across E8.5–E11.5 in *Dnmt3b*^*+/+*^ and loses methylation in *Dnmt3b*^*−/−*^. **e** The total number of hypermethylated (de novo) and hypomethylated (lost) DMRs identified in *Dnmt3b*^*+/+*^ embryos at E11.5 relative to E10.5 (*n* = 2 for each timepoint) (methylation diff. ≥ 30%; *p*(MWU) <0.05). Out of de novo methylated DMRs, those which are hypomethylated in *Dnmt3b*^*−/−*^ and *Dnmt3b*^*CI/CI*^ relative to *Dnmt3b*^*+/+*^ embryos at E11.5 are marked yellow and green, respectively. **f** Total number of hypermethylated (de novo) DMRs identified in *Dnmt3b*^*+/+*^ embryos at E11.5 relative to E10.5 within indicated genomic elements (left panel). Out of these, DMRs which are hypomethylated in *Dnmt3b*^*−/−*^ and *Dnmt3b* ^*CI/CI*^ embryos relative to *Dnmt3b*^*+/+*^ at E11.5 are marked red and green, respectively (right panel). **g** Heat map of genes de novo methylated within promoter or enhancers and downregulated (FC ≥ 2; *p* < 0.05 by DESeq) in *Dnmt3b*^*+/+*^ embryos at E11.5 relative to E10.5. Source data are provided as a Source Data file

Further analysis revealed 133 hyper- and 196 hypomethylated DMRs between E10.5 and E11.5 *Dnmt3b*^*+/+*^ embryos (Fig. 5e, f). Out of these, gains in methylation of 18 DMRs in *Dnmt3b*^*+/+*^ embryos are likely dependent on Dnmt3b, as they are not present in *Dnmt3b*^*−/−*^ embryos (Fig. 5e, f). This dependence stems from an accessory rather than CA of Dnmt3b as the majority of gains are present also in *Dnmt3b*^*CI/CI*^ (Fig. 5e, f). Effects of methylation gains on gene expression were modest and were limited to 3/10 de novo methylated core promoters including *Rbm44*, *Zfp995,* and *Sfrfbp1* (Fig. 5g).

Despite prevalent increases in methylation, we identified more hypo- than hypermethylated DMRs affecting various genomic elements (Fig. 5e, Supplementary Fig. 14), suggesting that methylation gains are spread across genome while losses are localized to discrete regions of various genomic elements. Loss of methylation does not seem to affect gene expression and its relevance is unclear.

Altogether, our data identified changes in global methylation reflected by gains and losses in a subset of genomic elements and with moderate effects on transcription of few genes.

### Dnmt3b regulates major developmental pathways

The majority of *Dnmt3b*^*−/−*^ embryos die by age E12.5, suggesting that deregulated molecular events responsible for lethality accumulate by this stage of embryogenesis. To identify these events, we next utilized data obtained on gene expression profiles in *Dnmt3b*^*+/+*^, *Dnmt3b*^*−/−*^, and *Dnmt3b*^*CI/CI*^ embryos at day E11.5. Ingenuity pathway analysis (IPA) using 253 overexpressed and 819 underexpressed genes (FC ≥ 2) in *Dnmt3b*^*−/−*^ embryos relative to WT revealed multiple categories linked to embryogenesis.

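Gene sets were tested with camera, the competitive gene set test of limma, in which a set is compared with all other tested genes. Of 23 sets that were fixed before the data were examined, 12 had a Benjamini-Hochberg adjusted p under 0.05 in the embryos labelled *Dnmt3b*-/- and 7 in *Dnmt3b* CI/CI embryos. Of the 12 sets, 2 are lists of genes that the paper names for their change in the same embryos, so their result was set by that choice. Another of the 12, the list of *Lin28a*, *Lin28b* and *Hmga2* (limma camera, adjusted p = 0.00247), holds only genes that the paper lists as raised in these embryos. Its result therefore adds nothing separate. The lists of crystallins and of chondrocyte markers hold *Cryga* and *Matn4*, which the paper names among the most lowered genes. The results of these 2 lists are therefore not fully separate from those of the paper. Splits of the 6 embryos into 3 and 3 gave as many sets in 3 of 10 cases for the embryos labelled *Dnmt3b*-/-. For *Dnmt3b* CI/CI embryos they did so in 7 of 10 cases, the real split included in both. The number moved most, to 15, without the first *Dnmt3b*+/+ embryo, and it was 13 with the replicate number as a block. The 229 tested genes of the Reactome neuronal system set changed by a mean log2 fold change of −0.52 (limma camera, adjusted p = 2.3e-08) in the embryos labelled *Dnmt3b*-/-, with 191 genes lower and 35 of them past the thresholds. The mean log2 level of the set was 0.48 ± 0.22 in the embryos labelled *Dnmt3b*-/- and 0.99 ± 0.17 in *Dnmt3b*+/+ embryos (SD, n = 3, two-sided exact permutation p = 0.1, the smallest possible). A list of 14 neuron markers changed by a mean of −0.52 (limma camera, adjusted p = 0.0675), all 14 genes being lower, but the embryos overlapped (two-sided exact permutation p = 0.3). The adjusted p of camera for this list ranged from 0.00114 to 0.366 over the alternatives, of which 6 of 23 were stronger and 17 the same. In *Dnmt3b* CI/CI embryos these sets changed by 0.02 (limma camera, adjusted p = 0.776) and 0.13 (limma camera, adjusted p = 0.607).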

For example, under the category Physiological system development and function, TOP five subcategories included Nervous system development and function, Tissue development, Skeletal and muscular system development and function, Organismal development, and Embryonic development underlining their link to development (Fig. 6a). 

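A list of 20 muscle markers changed by a mean log2 fold change of −1.14 (limma camera, adjusted p = 2.4e-05) in the embryos labelled *Dnmt3b*-/-, with 19 genes lower and 13 of them past the thresholds. The same list changed in *Dnmt3b* CI/CI embryos by 0.33 (limma camera, adjusted p = 0.00174), but these embryos overlapped with *Dnmt3b*+/+ embryos (two-sided exact permutation p = 0.2). Over the alternatives this change ranged from 0.12 to 0.47 and its adjusted p from 3.6e-06 to 0.330. Lens crystallins, 14 of which were tested, changed by −2.91 (limma camera, adjusted p = 3.1e-04) in the embryos labelled *Dnmt3b*-/-, all 14 being lower and 9 past the thresholds. The paper names crystallins among the most lowered genes in the same embryos, so this result is not fully separate. The mean log2 level of the crystallins was −1.54 ± 0.22 in the embryos labelled *Dnmt3b*-/-, 1.37 ± 0.38 in *Dnmt3b*+/+ embryos and 0.27 ± 2.14 in *Dnmt3b* CI/CI embryos (SD, n = 3). The second *Dnmt3b* CI/CI embryo, with a mean log2 level of −2.10, was as low as the embryos labelled *Dnmt3b*-/-, so the difference of −1.10 between *Dnmt3b* CI/CI and *Dnmt3b*+/+ was within the spread of the *Dnmt3b* CI/CI embryos (two-sided exact permutation p = 0.6). By limma camera this difference had an adjusted p of 8.2e-04, with 13 of 14 genes lower, and from 5.7e-12 to 0.854 over the alternatives.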

Analysis of downregulated genes also identified deregulation of developmental pathways, such as Development of head, Formation of muscle, and Development of sensory organ (Supplementary Fig. 15).

**Fig. 6:**
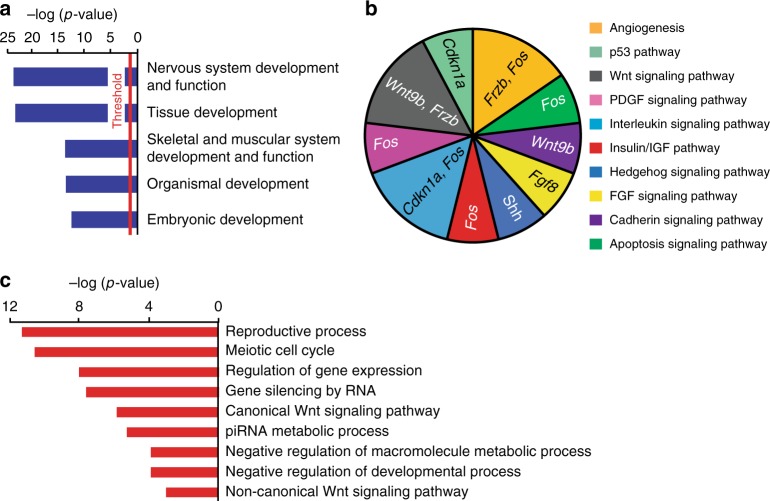
Dnmt3b controls developmental pathways involved in embryogenesis. **a** Ingenuity pathway analysis (IPA) of genes differentially expressed (FC ≥ 2, *p* < 0.05) in E11.5 *Dnmt3b*^*−/−*^ embryo. The top subcategories obtained in a category Physiological system development and function are displayed (*p* < 0.05 by right-tailed Fisher’s exact test). **b** Panther pathway analysis of upregulated genes (FC ≥ 2, *p* < 0.05 by DESeq) identified in E11.5 *Dnmt3b*^*−/−*^ embryo, which were found to be enriched in IPA analysis in a subcategory Embryonic development. **c** Gene ontology analysis of up-regulated genes (FC ≥ 2, *p* < 0.05 by DESeq) identified in E11.5 *Dnmt3b*^*−/−*^ embryo, which were found to be enriched in IPA analysis in a subcategory Embryonic development. Source data are provided as a Source Data file

Since Dnmt3b is a repressor, we reasoned that de-repressed rather than downregulated genes drive lethality in *Dnmt3b*^*−/−*^ embryos. Indeed, a deeper analysis of 28 genes specifically up-regulated in the subcategory Embryonic development revealed that these genes were involved in *Wnt signaling* (*Wnt9b, Frzb*), *FGF signaling* (*Fgf8*), *Hedgehog signaling* (*Shh*), *Angiogenesis* (*Frzb, Fos*), and *p53 pathway* (*Cdkn1a*) (Fig. 6b). 

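The gene lists of Supplementary Fig. 16 together name 23 genes of this subcategory, of which 22 could be tested. All 22 were higher in the embryos labelled *Dnmt3b*-/- than in *Dnmt3b*+/+ embryos, and 19 passed the thresholds, 5 of them genes of Group 3. For 17 of the genes the difference between the embryos labelled *Dnmt3b*-/- and *Dnmt3b* CI/CI embryos also passed, and 0 of the genes were called in *Dnmt3b* CI/CI embryos. The authors took these genes from those that rose in the embryos labelled *Dnmt3b*-/- but not in *Dnmt3b* CI/CI embryos, so these counts were largely set by that choice. As a set, the 22 genes had a mean log2 fold change of 0.28 in *Dnmt3b* CI/CI embryos (limma camera, adjusted p = 6.6e-04), with 16 genes higher and all 3 *Dnmt3b* CI/CI embryos above all 3 *Dnmt3b*+/+ embryos (two-sided exact permutation p = 0.1, the smallest possible). The genes were chosen by their rise over the same *Dnmt3b*+/+ embryos, which favours low values there. These tests therefore cannot decide whether the set rose in *Dnmt3b* CI/CI embryos. *Fos* (ENSMUSG00000021250) had 5.64 ± 2.59 FPKM in the embryos labelled *Dnmt3b*-/- and 0.404 ± 0.138 FPKM in *Dnmt3b*+/+ embryos (SD, n = 3), a log2 fold change of 3.44 (standard error 0.32, adjusted p = 4.3e-04) from limma. *Shh* (ENSMUSG00000002633), on chromosome 5 of GRCm38 from 28456815 to 28467256 on the minus strand, had 4.55 ± 0.512 and 1.95 ± 0.279 FPKM, a log2 fold change of 1.18 (standard error 0.17, adjusted p = 0.00290). With each embryo left out in turn, it did not fall below 1.08, and with a pseudocount of 1 FPKM it was 0.91. *Cdkn1a* had 17.1 ± 2.20 and 8.29 ± 0.928 FPKM, a log2 fold change of 1.04 (standard error 0.12, adjusted p = 0.00117). *Frzb* had 3.56, 8.28 and 6.83 FPKM in the embryos labelled *Dnmt3b*-/- and 2.95, 2.63 and 3.09 FPKM in *Dnmt3b*+/+ embryos, and its log2 fold change of 0.999 (adjusted p = 0.0243) was just under the threshold of 1. *Hoxa11* (adjusted p = 0.0554) and *Sp6* (log2 fold change 0.83) did not pass, and *Smtnl1* was too low to be tested. The log2 fold changes in *Dnmt3b* CI/CI embryos were 0.28 for *Fos*, −0.03 for *Shh*, 0.29 for *Cdkn1a* and −0.05 for *Frzb*.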

The importance of Wnt signaling was further highlighted by Gene Ontology analysis that identified canonical as well as non-canonical signaling pathways as being activated (Fig. 6c, Supplementary Fig. 16).

Altogether, these data suggested that Dnmt3b may be directly involved in regulation of major developmental pathways including *Wnt* and *Hedgehog signaling*.

### Dnmt3b is a negative regulator of Wnt and hedgehog signaling

Analysis of deregulated expression in *Dnmt3b*^*−/−*^ embryos suggested that up-regulation of *Wnt9b* might be involved in their lethality. Next, we asked if any methylation changes are associated with regulatory elements including promoters, gene bodies, and enhancers that would explain elevated expression. This analysis revealed no measurable changes in 22.5 kbp region harboring *Wnt9b* gene or its putative enhancers among *Dnmt3b*^*+/+*^, *Dnmt3b*^*−/−*^, and *Dnmt3b*^*CI/CI*^ embryos at E11.5 (Fig. 7a, Supplementary Fig. 17). This suggested that *Wnt9b* may be regulated by Dnmt3b activities that are not directly linked to catalytic or accessory activity but rather repressive functions or, alternatively, by secondary events involved in embryonic death.

**Fig. 7:**
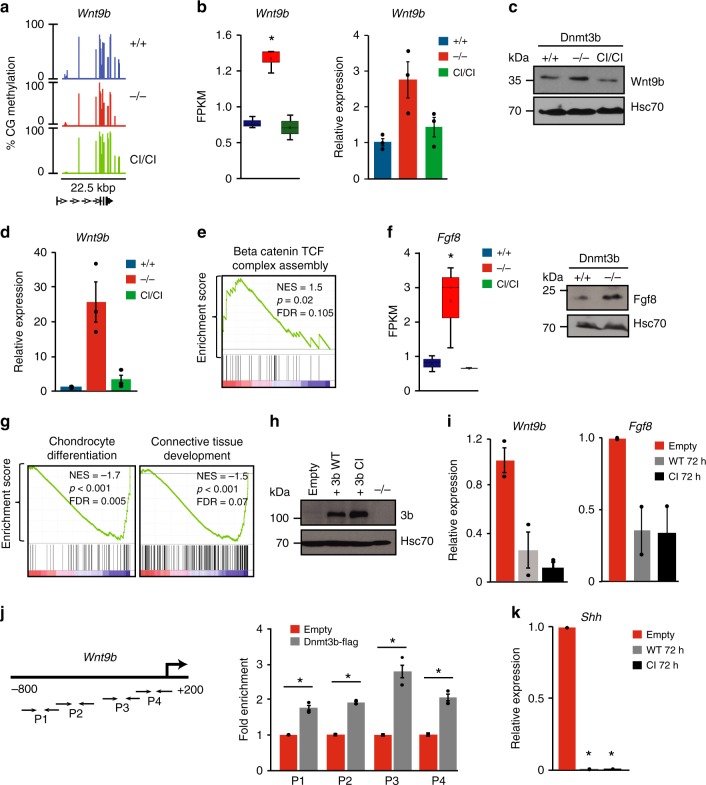
Dnmt3b represses *Wnt9b* and *Shh* in vivo and in vitro. **a** Methylation of *Wnt9b* locus in E11.5 embryos of indicated genotypes determined by RRBS. **b** *Wnt9b* expression by RNA-seq (*n* = 3; *p < 0.05 by DESeq; left) and real-time qRT-PCR (*n* = 3; normalized to *Gapdh*; right) in E11.5 embryos. Horizontal line represents median, bounds of box—likely range of variation and whiskers—min and max values. **c** Immunoblot of Wnt9b and Hsc70 levels in E11.5 embryos. **d** *Wnt9b* expression by real-time qRT-PCR in fetal brain of E11.5 embryos (*n* = 3), normalized to *Gapdh*. **e** GSEA using RNA-seq data shows positive enrichment in *Beta-catenin–TCF complex assembly* in E11.5 *Dnmt3b*^−*/−*^ embryos (*n* = 3). Normalized enrichment scores (NES), false discovery rate (FDR) and *p* values are shown. **f** Left. *Fgf8* expression by RNA-seq in *Dnmt3b*^*+/+*^, *Dnmt3b*^*−/−*^, and *Dnmt3b*^*CI/CI*^ E11.5 embryos (*n* = 3), *p < 0.05 (DESeq). Horizontal line represents median, bounds of box—likely range of variation and whiskers—min and max values. Right. Immunoblot analysis of Fgf8 levels in E11.5 embryos. **g** GSEA shows negative enrichment in developmental pathways in E11.5 *Dnmt3b*^*−/−*^ embryos relative to *Dnmt3b*^*+/+*^ (*n* = 3). **h** Dnmt3b and Hsc70 expression in mouse *Dnmt3b*^*−/−*^ T cell lymphoma cells (^*−/−*^) 72 h after transduction with lentiviruses expressing control vector (empty), Dnmt3b^WT^ (3b WT), Dnmt3b^CI^ (3b CI) as analyzed by immunoblot. **i** Real-time qRT-PCR analysis of *Wnt9b* and *Fgf8* expression in samples prepared as in **h**. Average of two independent experiments normalized to *β-actin*. **j** Left: Schematic of mouse *Wnt9b* promoter with position of primers (arrows): P1: −763/−582 bp, P2: −603/−411 bp; P3: −342/−127 bp; P4: −143/ + 36 bp relative to TSS. Right: Real-time qRT-PCR on DNA immunoprecipitated with anti-FLAG antibody from *Dnmt3b*^*−/−*^ lymphoma cells expressing FLAG tagged Dnmt3b^WT^ or empty vector. Data are shown as averaged fold enrichment over empty vector (*n* = 2), *p < 0.001 (two-tailed Student’s *t*-test). Assay was performed in triplicates and normalized to the input DNA. **k** Shh expression by real-time qRT-PCR in samples described in **h**. Averaged data of two independent experiments were normalized to *β-actin*, *p < 0.001 (two-tailed Student’s *t*-test). Data in figures **b**, **d**, **i**, **j,** and **k** are presented as means ± SEM. Source data are provided as a Source Data file

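In the RNA-seq data, *Wnt9b* (ENSMUSG00000018486), on chromosome 11 of GRCm38 from 103727364 to 103749821 on the minus strand, had 1.44, 1.19 and 1.44 FPKM in the embryos labelled *Dnmt3b*-/-, from 259, 229 and 263 reads. In *Dnmt3b*+/+ embryos it had 0.679, 0.551 and 0.581 FPKM, from 137, 124 and 103 reads. The log2 fold change was 1.05 (standard error 0.17, adjusted p = 0.00466) from limma, and all 3 embryos labelled *Dnmt3b*-/- lay above all 3 *Dnmt3b*+/+ embryos (two-sided exact permutation p = 0.1, the smallest possible). It stayed between 0.99 and 1.13 with each embryo left out in turn, where it fell just under 1 without the second *Dnmt3b*+/+ embryo, and it was 0.55 with a pseudocount of 1 FPKM.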

The expression of Wnt9b was significantly increased in E11.5 *Dnmt3b*^*−/−*^ embryos both at RNA and protein level consistently with RNA-seq data (Fig. 7b, c). This up-regulation was not observed in *Dnmt3b*^*CI/CI*^ embryos suggesting that presence of Dnmt3b^CI^ is sufficient for its normal physiological levels. 

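In *Dnmt3b* CI/CI embryos, *Wnt9b* had 0.547, 0.409 and 0.697 FPKM, a log2 fold change of −0.13 (standard error 0.17, adjusted p = 0.957) against *Dnmt3b*+/+ from limma. The embryos labelled *Dnmt3b*-/- differed from *Dnmt3b* CI/CI embryos by a log2 fold change of 1.18 (adjusted p = 0.00250).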

Up-regulation of Wnt9b was more pronounced in fetal brain (Fig. 7d) and was also detectable in *Dnmt3b*^*−/−*^ E10.5 embryo (Supplementary Fig. 18), further highlighting its possible role in embryonic death of *Dnmt3b*^*−/−*^ mice. 

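The 36 tested genes of the Reactome set on the formation of the β-catenin:TCF transactivating complex had a mean log2 fold change of 0.23 in the embryos labelled *Dnmt3b*-/- (limma camera, adjusted p = 0.0529), with 23 genes higher and 13 lower. The mean log2 level of the set was 2.34 ± 0.17 in the embryos labelled *Dnmt3b*-/- and 2.11 ± 0.17 in *Dnmt3b*+/+ embryos (SD, n = 3, two-sided exact permutation p = 0.3), and the embryos of the 2 genotypes overlapped. With the replicate number as a block the adjusted p of camera was 0.0308, and over all alternatives it ranged from 0.0200 to 0.546. The set includes 11 replication-dependent histone genes, and without them its mean log2 fold change was −0.02. Its change in *Dnmt3b* CI/CI embryos was −0.08 (limma camera, adjusted p = 4.2e-04), with 10 of 36 genes higher. The *Dnmt3b* CI/CI embryos overlapped with the *Dnmt3b*+/+ embryos (two-sided exact permutation p = 0.7), and the change ranged from −0.16 to 0.01 over the alternatives. The gene set version used in the paper was not available, so the members are those of the Reactome set and not of the set of Fig. 7e.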

Consistently, β-catenin signaling signature was highly enriched in global gene expression data obtained from *Dnmt3b*^*−/−*^ embryos (Fig. 7e). 

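*Fgf8* (ENSMUSG00000025219) lies on chromosome 19 of GRCm38 from 45736798 to 45742915 on the minus strand. Its RNA-seq values were 1.06, 3.43 and 2.85 FPKM in the embryos labelled *Dnmt3b*-/-, 0.830, 0.372 and 0.642 FPKM in *Dnmt3b*+/+ embryos and 0.462, 0.479 and 0.462 FPKM in *Dnmt3b* CI/CI embryos. These values rest on 57, 197 and 156 reads in the embryos labelled *Dnmt3b*-/- and 50, 25 and 34 reads in *Dnmt3b*+/+ embryos. The log2 fold change against *Dnmt3b*+/+ was 1.74 (standard error 0.40, adjusted p = 0.0163) in the embryos labelled *Dnmt3b*-/- and −0.28 (standard error 0.40, adjusted p = 0.969) in *Dnmt3b* CI/CI embryos, both from limma. The first of the embryos labelled *Dnmt3b*-/- lay close to the highest *Dnmt3b*+/+ embryo. With each embryo left out in turn, the log2 fold change of the embryos labelled *Dnmt3b*-/- stayed between 1.43 and 2.23. Its adjusted p was 0.0592 without the second and 0.0589 without the third of the embryos labelled *Dnmt3b*-/-, and 0.0522 with only the 2 genotypes in the model.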

Because Wnt9b was previously found to induce the expression of Fgf8 by binding of β-catenin to the transcription factor TCF^26^, we next analyzed expression of this genes specifically in E11.5 *Dnmt3b*^*−/−*^ embryos and found elevated levels (Fig. 7f). In addition, we observed negative enrichment of genes involved in developmental processes (Fig. 7g, Supplementary Fig. 19). This is consistent with previous findings^27^ that elevated Fgf8 inhibits a broad range of differentiation pathways including osteogenesis, chondrogenesis, neurogenesis, and myogenesis up to at least E14.5.

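A list of 16 chondrocyte markers changed by a mean log2 fold change of −1.72 (limma camera, adjusted p = 2.3e-08) in the embryos labelled *Dnmt3b*-/-, with all 16 genes lower and 9 of them past the thresholds. The list holds *Matn4*, which the paper names as lowered in the same embryos, so this result is not fully separate. The Reactome collagen formation set, with 66 tested genes, changed by −0.69 (limma camera, adjusted p = 3.3e-10), with 56 genes lower. In both sets all 3 embryos labelled *Dnmt3b*-/- lay below all 3 *Dnmt3b*+/+ embryos (two-sided exact permutation p = 0.1, the smallest possible). Chondrocyte markers changed in *Dnmt3b* CI/CI embryos by 0.26 (limma camera, adjusted p = 0.0156), with 13 of 16 genes higher (two-sided exact permutation p = 0.2). The collagen formation set changed by 0.14 (limma camera, adjusted p = 1.8e-05), with 60 of 66 genes higher and all 3 *Dnmt3b* CI/CI embryos above all 3 *Dnmt3b*+/+ embryos (two-sided exact permutation p = 0.1, the smallest possible). The 19 tested genes of the Reactome myogenesis set changed by −0.12 (limma camera, adjusted p = 0.683) in the embryos labelled *Dnmt3b*-/-, with 9 genes higher and 10 lower.

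**Figure D3:**
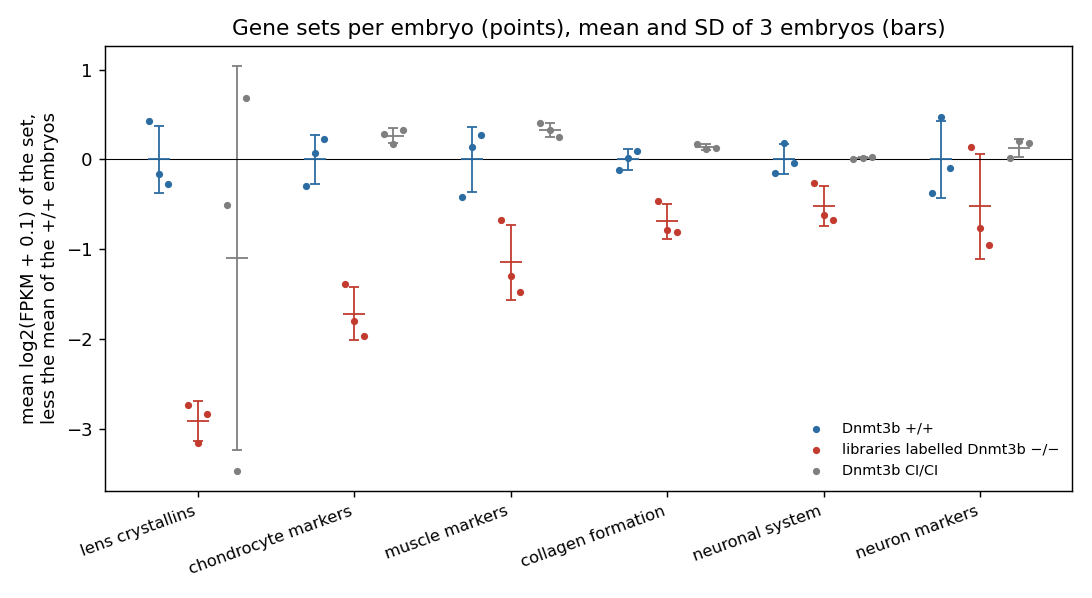
Mean log2(FPKM + 0.1) of 6 gene sets in each embryo at E11.5, less the mean of the *Dnmt3b*+/+ embryos (points), with the mean and SD of the 3 embryos of each genotype (bars). The embryos labelled *Dnmt3b*-/- lie below all *Dnmt3b*+/+ embryos in every set shown except the neuron markers, and 1 *Dnmt3b* CI/CI embryo lies as low as they do for the crystallins.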

Because deregulated expression could be a consequence of impaired development, we next utilized *Dnmt3b*^*−/−*^ mouse lymphoma cells^21^ to test directly the effects of Dnmt3b on Wnt9b and Fgf8 expression. Importantly, exogenous expression of both Dnmt3b^WT^ and Dnmt3b^CI^ repressed *Wnt9b* and *Fgf8* (Fig. 7h, i), suggesting that Dnmt3b regulates these genes independently of CA. We next used chromatin immunoprecipitation (ChIP) assays to determine whether Dnmt3b could directly regulate the expression of Wnt9b. ChIP assays were performed using *Dnmt3b*^*−/−*^ mouse lymphoma cells^21^ overexpressing FLAG-tagged version of Dnmt3b^WT^. DNA immunoprecipitated with anti-FLAG antibody was amplified with primers flanking four regions of *Wnt9b* promoter (−800 to +200 bp) (Fig. 7j). The results from these ChIP assays showed enrichment of Dnmt3b in all tested regions especially in −342 to −127 bp region (Fig. 7j). Together, these results suggests that Dnmt3b directly represses Wnt9b independent of its CA.

Because enforced expression of Fgf8 and Wnt9b induces embryonic lethality in mice at E11.5–E15.5 (refs. ^27–29^), up-regulation of these genes likely contributes to lethality in *Dnmt3b*^*−/−*^ embryos at E11.5. The importance of repressor activity of Dnmt3b in mouse embryogenesis may be broader since both Dnmt3b^WT^ and Dnmt3b^CI^ also repressed expression of Shh, a key member of the *hedgehog* signaling pathway (Fig. 7k). This observation is consistent with Shh upregulated expression in *Dnmt3b*^*−/−*^ embryos at both E10.5 and E11.5 (Supplementary Fig. 18).

Altogether, our data suggest that Dnmt3b controls a wide range of developmental processes through Wnt9b, Fgf8, and *hedgehog* signaling pathways by its repressor activity that is crucial to prevent embryonic lethality.

## Discussion

In this study, we show that Dnmt3b is critical for embryogenesis by providing accessory function supporting catalytic activities performed by other Dnmts, as well as by exerting gene repression functions controlling essential developmental pathways. We further show that while its CA is dispensable for mouse embryogenesis it is irreplaceable for a subset of loci distributed across the genome suggesting double role for Dnmt3b in genome methylation. Finally, we show activities independent of the CA of Dnmt3b are linked to control of major developmental pathways including *Wnt* and *hedgehog* signaling. Thus, Dnmt3b is a multifaceted protein with several functions critical in mouse embryogenesis.

Dual roles of Dnmt3b in mediating methylation activities were recently reported in colorectal carcinoma cells in vitro^30^. Catalytically inactive Dnmt3b1 induced de novo methylation especially in gene bodies of actively transcribed genes in singly deficient DNMT1 or DNMT3B cells but not in DNMT3A/B double knockout cells. Such results suggested that Dnmt3b is an accessory protein for Dnmt3a mediated enzymatic activities.

We discovered dual capacity of Dnmt3b in embryogenesis described here by comparing methylation in WT, *Dnmt3b*^*−/−*^ and *Dnmt3b*^*CI/CI*^ E11.5 embryos. Accessory activity of Dnmt3b was manifested by loci hypomethylated in *Dnmt3b*^*−/−*^, but not in *Dnmt3b*^*CI/CI*^ embryos. In contrast, strong dependence on intrinsic Dnmt3b’s CA was manifested by loci hypomethylated in both genetic settings relative to controls.

Surprisingly, the accessory function of Dnmt3b seems broader in scope than its catalytic function, as methylated loci associated with such activity represent 95% of identified DMRs in embryogenesis. Association with different histone marks in the WT setting further highlights possible differences in biology of these regions.

In exons, the targets of accessory activity are enriched in activating H3K36me3 unlike targets of CA. Preferential binding of DNMT3B to regions enriched for H3K36me3 modification was previously reported, suggesting that DNA methylation might be guided to chromatin carrying this mark^11,31^. In exonic areas, Dnmt3b accessory function may link H3K36me3 to other methyltransferases such as Dnmt3a or Dnmt1 that mediate DNA methylation. In such scenario Dnmt3b would function similarly as catalytically inactive Dnmt3L that links Dnmt3a/b to unmethylated H3K4 (ref. ^8^). Consistent with such idea is our observation that Dnmt3L is up-regulated in *Dnmt3b*^*−/−*^ but not *Dnmt3b*^*CI/CI*^ embryos at E11.5, perhaps due to attempt to compensate for loss of Dnmt3b’s accessory function. Targets of Dnmt3b’s accessory function in other parts of the genome are not associated with enrichment in H3K36me3 and therefore likely involving different histone marks. This is supported by observation of H3K4me2 and H3K4me3 enrichments in long promoters and enhancers relative to areas dependent on catalytic activity. Alternatively, Dnmt3b contributes to stabilization and activation of complexes between DNMT3L and other DNMTs. Indeed, inactive Dnmt3b isoform was shown to stabilize and increase activity of Dnmt3a-Dnmt3L in vitro^16^. While precise mechanism needs to be determined, it is clear that Dnmt3b plays a major accessory role in embryogenesis similar to Dnmt3L.

Previous studies clearly established that Dnmt3L is required for gametic methylation and fertility. Unlike *Dnmt3b*^*CI/CI*^ mice, *Dnmt3L*^*−/−*^ mice show impairment in sperm maturation and oocytes methylation resulting in sterility^8,32,33^. However, this deficiency in vivo does not compromise somatic methylation, as *Dnmt3L*^*−/−*^ mice are viable and display normal methylation patterns in tissues, suggesting that Dnmt3L is not the only accessory protein in embryogenesis^8,34,35^. Additionally, Dnmt3L does not bind directly to H3K36me3 (ref. ^36^), a major histone modification associated with regions rescued through methylation-independent properties of Dnmt3b. It is therefore possible that one role of Dnmt3b is to provide accessory functions in embryogenesis either throughout embryonic development or after E8.5 when levels of Dnmt3L are decreasing.

Consistent with such idea is the observation that *Dnmt3b*^*−/−*^ embryos die at mid-gestation^5,14^. It remains unanswered which of the Dnmts is recruited by Dnmt3b’s accessory function to provide enzymatic activity to targeted loci. While most likely candidate appears to be Dnmt3a, this enzyme is dispensable for embryogenesis^5^. Consequently, the role of Dnmt1 as an enzyme providing catalytic activity cannot be ruled out, Dnmt1 clearly plays a critical task in embryogenesis as *Dnmt1*^*−/−*^ embryos die at E9.5.

In contrast to accessory activity, targets of CA are associated with higher levels of repressive mark H3K27me3 in exons and long promoters. Although DNA methylation and H3K27me3 are typically mutually exclusive, it was previously shown that Dnmt3b can engage targets with H3K27me3 and methylate the surrounding DNA^2^. Thus, at least in some genomic areas Dnmt3b executes CA. However, the molecular basis and physiological role of this phenomenon needs further investigation especially because our analysis of histone marks is limited to the wild-type setting.

Another interesting aspect of this study comes from analysis of histone modifications of genes with promoter hypermethylation in WT but hypomethylation in *Dnmt3b*^*−/−*^ E11.5 embryos. Genes associated with open chromatin, active histone marks, and transcription in WT setting did not enhance expression in response to loss of methylation in *Dnmt3b*^*−/−*^ E11.5 embryos. Similarly, loss of methylation did not affect expression of genes associated with closed chromatin and with repressive mark H3K27me3. However, a subset of 34 genes associated with closed chromatin and silencing were strongly up-regulated in *Dnmt3b*^*−/−*^ embryos. Interestingly, promoters of these genes were not enriched in any histone mark in *Dnmt3b*^*+/+*^ embryos. Thus, in this group, DNA methylation serves as a strong inhibitor of transcription and seems to be a sole determinant whether gene becomes expressed upon loss of DNA methylation. Some of these genes have been previously identified as dependent solely on methylation for their expression, such as *Dazl, Piwil2*, and *Asz1* and being involved in genome defense against transposable elements during the germline cell development^37^. Thus, our data support the idea that certain parts of the genome contain chromatin lacking repressive or activating histone modifications, in which DNA methylation is a key regulatory mechanism of expression^37^.

Our studies also revealed deregulation of pathways potentially involved in embryonic lethality of *Dnmt3b*^*−/−*^ mice, including *Wnt* and *hedgehog* signaling. We detected up-regulation of Wnt9b that coincides with morphological defects especially observed in the heart of E11.5 *Dnmt3b*^*−/−*^ embryos. Importantly, Dnmt3b^WT^ is recruited to Wnt9b promoter and represses expression in vitro, suggesting that Wnt9b is a direct target of Dnmt3b. Similarly, Dnmt3b^CI^ repressed Wnt9b demonstrating that such effect is independent of MT activity. Whether this repression is mediated through recruitment of HDACs, polycomb complexes, or other mediators remains to be seen^38,39^.

*Wnt* signaling is involved in all aspects of embryogenesis and ectopic overexpression of Wnt9b leads to embryonic death at E11.5 to 12.5 primarily due to cardiac insufficiency and hemorrhage^28^. Timing when such up-regulation exerts lethal consequences in embryogenesis and manifestation of similar morphological defects strongly support the idea that up-regulation of Wnt9b contributes to lethality of *Dnmt3b*^*−/−*^ embryos. This is further supported by our observations that Fgf8 is up-regulated in *Dnmt3b*^*−/−*^ embryos and ectopic expression of Dnmt3b^WT^ and Dnmt3b^CI^ Dnmt3b represses Fgf8 expression in *Dnmt3b*^*−/−*^ cells in vitro. Fgf8 is activated by Wnt9b and its overexpression in CNC leads to craniofacial defects and embryonic lethality by E14.5 due to disrupted cell differentiation and organogenesis^26,27,29,40^. Hence, up-regulation of Wnt9b and Fgf8 is contributing to embryonic death.

However, increased *Wnt* signaling may not be the only event involved in lethality of *Dnmt3b*^*−/−*^ embryos. We also observed activation of *hedgehog* signaling through upregulation of *Shh* in *Dnmt3b*^*−/−*^ embryos. Like for Wnt9b, Shh expression is strongly repressed by overexpression of Dnmt3b^WT^and Dnmt3b^CI^ in *Dnmt3b*^*−/−*^ cells in vitro suggesting involvement of Dnmt3b in its regulation. *Shh* is a crucial regulator of development including ventral patterning of the neural tube brain and heart^41,42^. Its overexpression in transgenic mice leads to craniorachischisis with major alterations in long bones and death at birth^43^.

Lastly, in this study we also identified E11.5 as a developmental stage at which measurable methylation changes occur. Transition from E8.5 to E10.5 is characterized by stable methylation patterns with minimal changes^13^. In contrast, modest methylation gains and losses occur from E10.5 to E11.5 partially in Dnmt3b-dependent manner.

Both gains and losses affected all genomic areas but losses affected more repetitive elements and gene bodies. While modest in scope, gains in promoter methylation are associated with decreased expression of several genes including *Rbm44, Zfp995* and *Srfbp1*. Thus, E11.5 day of embryogenesis may be marking the beginning of more robust changes accumulated as results of acquisition of tissue-specific methylation patterns.

## Methods

### Cell cultures, lentiviruses, and FACS

Lenti-XTM 293 T Cell Line was purchased from Takara (Clontech). Mouse Dnmt3b^*−/−*^ cell line was established as described before^21^. Lentiviral vectors pLV-mDnmt3b-EF1A-mCherry, pLV-mDnmt3b-FLAG-EF1A-mCherry, pLV-mDnmt3b (P705V, C706D)-EF1A-mCherry, and pLV-EF1A-mCherry were obtained from VectorBuilder. Cells were maintained in DMEM or RPMI 1640 (Invitrogen) containing 10% fetal bovine serum. Cell lines were cultured at 37 °C in a humidified 5% CO_2_ atmosphere and were passaged according to recommendations.

To generate lentiviruses, 293T cells were seeded in 10-cm tissue culture plate to obtain ~80–90% confluence and transfected with construct and packaging plasmids psPAX2 and pMD2.G at ratio 1:0.65:0.35 using 70 μg of polyethylenimine (PEI) (Polysciences). Virus was collected 48–96 h post transfection. Transduction was performed as described previously^21^, using either *Dnmt3b*^*−/−*^ or *Dnmt3a*^*−/−*^*;Dnmt3b*^*−/−*^ T cell lymphoma lines^20,21^. Efficiency of transduction was determined by measuring percentage of mCherry + cells by FACS (Supplementary Fig. 20). Transduced cells were harvested 72–96 h after transduction

For in vitro studies (Fig. 7h, i, k), Dnmt3b^WT^, Dnmt3b^CI^, and empty vector overexpressing *Dnmt3b*^*−/−*^ lymphoma cells were harvested at 72 h after transduction and used for RNA extraction using standard methods.

For ChIP assay (Fig. 7j), FLAG-tagged Dnmt3b^WT^-overexpressing *Dnmt3b*^*−/−*^ lymphoma cells were collected at 72 h after transduction, and cells were immediately processed for ChIP.

For RRBS analysis (Supplementary Fig. 2), Dnmt3b^WT^, Dnmt3b^CI^, and empty vector overexpressing *Dnmt3a*^*−/−*^*;Dnmt3b*^*−/−*^ lymphoma cells were harvested 96 h post transduction and cells were used for DNA extraction using phenol/chloroform extraction and ethanol precipitation.

### Mouse studies

Mice harboring conventional knock-in mutations (P656V and C657D) in Dnmt3b coding sequence (*Dnmt3b*^*C*I^) were generated by microinjection of CRISPR/Cas9 and oligo donor in fertilized eggs independently in FVB and C57BL/6 backgrounds. The mutations (CCATGC >GTCGAC) in donor oligo were introduced into exon 19 of Dnmt3b gene (NM_001003961.4) by homology-directed repair. A silent mutation (GTG to GTC) was also introduced upstream to prevent the binding and re-cutting of the sequence after homology-directed repair. Cas9 mRNA, sgRNA, and donor oligo were co-injected into zygotes for knock-in mouse production. The pups were genotyped by PCR, followed by sequence analysis. Positive founders were bred to generate *Dnmt3b*^*+/CI*^ mice used in these studies. PCR-based genotyping of genomic DNA isolated from the tails was used to confirm genotypes. Sequences of F1, F2, R primers are in Supplementary Data 6. The offspring of two independent mouse lines for each genetic background were analyzed. No phenotypic differences were observed in behavior of founder-specific offspring. All experimental animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Florida under protocol number 201609589 and complied with all relevant ethical regulations for animal testing and research. All mice were housed in a pathogen-free barrier facility at the UF.

All embryos were obtained from naturally mated *Dnmt3b*^*+/−*^ and *Dnmt3b*^*+/CI*^ mice. The morning on which the vaginal plug was observed was designed E0.5 days. Whole embryos were dissected at E10.5, E11.5, or E12.5 and examined under a microscope. Viability of embryos was assessed by detecting the heart beat and blood supply to the yolk sac. Only live embryos were processed for further analysis. Digital images of embryos were captured with a Zeiss Stemi 305 CAM Digital Stereo Zoom Microscope (Carl Zeiss, Inc., Thornwood, NY).

Genomic DNA was prepared by proteinase K digestion followed by phenol/chloroform extraction and ethanol precipitation. DNA isolated from yolk sac was taken for genotyping. Total RNA was isolated as previously described^20^ from *Dnmt3b*^*+/+*^; *Dnmt3b*^*−/−*^ and *Dnmt3b*^*CI/CI*^ embryos.

To generate conventional Dnmt3b knockout allele, we used approach described previously^21,44,45^ utilizing Dnmt3b^2loxP^ mice obtained from E. Li (Novartis Institutes for Biomedical Research, Cambridge, Massachusetts, USA). we generated *Dnmt3a*^*−/−*^*;Dnmt3b*^*−/−*^ cell line previously^20^. Mice were kept in FVB/N genetic background.

### Chromatin immunoprecipitation

Mouse *Dnmt3b*^*−/−*^ lymphoma cells (1 × 10^7^) transduced with empty or Dnmt3b-FLAG expressing vector were crosslinked in 1% formaldehyde and quenched with 0.125 M glycine. Cells were washed twice with cold PBS and then resuspended in cell lysis buffer (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.4% NP-40) to extract nuclei. Nuclei were lysed by incubating in 100 µL SDS lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl pH 8.0, protease inhibitors) on ice for 10 min. DNA was sonicated to yield 200–500 bp chromatin fragments, and cleared by centrifugation. The supernatant was diluted in ChIP buffer (0.01% SDS, 1% Triton X-100, 1 mM EDTA, 20 mM Tris-HCl pH 8.0, 150 mM NaCl, and protease inhibitors). The supernatant containing sheared chromatin was precleared by protein G Dynabeads (Invitrogen; 10004D) and the supernatant was incubated with 10 µg of anti-FLAG antibody (Sigma; F3165) overnight at 4 °C with gentle rotation. Protein G Dynabeads were added and the mixture was rotated for 2 h at 4 °C. DNA was purified by phenol/chloroform/isoamyl alcohol and subsequent chloroform extractions and ethanol precipitation. Isolated DNA was used in RT-qPCR analysis to measure levels of enrichment of Wnt9b promoter region in cells expressing FLAG-Dnmt3b. Primer sequences for qPCR are provided in Supplementary Data 6.

### Histology

Formalin-fixed paraffin-embeded sections (4 µm) of whole emrbyos were stained with hematoxylin (Sigma, H9627) for 40 s and with eosin (Sigma-Aldrich, HT110116) for 30 s. The tissue sections were mounted with Permount mounting medium (Fisher Scientific, SP15-100). All procedures were conducted by Molecular Pathology Core, University of Florida. Images were generated with a Zeiss Axio Imager 2 microscope (Carl Zeiss, Inc., Thornwood, NY).

### Western blotting

Western blots were performed as previously described^21^, using the following antibodies: Dnmt1 (ab188453, Abcam; dilution 1:5000), Dnmt3a (SC-20703, Santa Cruz; dilution 1:1000), Dnmt3b (PA1-884, Thermo Fisher; dilution 1:1000), Dnmt3L (SC-393603, Santa Cruz; dilution 1:1000), Fgf8 (MAB323, R&D Systems; dilution 1:1000), Wnt9b (AF3669, R&D Systems; dilution 1:1000), Hsc-70 (SC-7298, Santa Cruz; dilution 1:10,000). Uncropped and unprocessed scans of blots are available in Source Data file.

### RRBS and bioinformatics analysis

The RRBS libraries were prepared and sequenced at the Medical Genome Facility at the Mayo Clinic, Rochester and ran on an Illumina HiSeq2500 sequencer. Publicly available RRBS data for *Dnmt3b*^*+/+*^ and *Dnmt3b*^*−/−*^ embryos were obtained from GEO (GSE60334)^13^. Quality check, trimming, filtering, and alignment of reads to the reference genome was performed at the ICBR Bioinformatics Core (UF, Florida). The aligned BAM files were uploaded to the Galaxy web platform^46^. Methylation calling was performed with Methyldackel (v 0.3.0.1) using the mm10-CG index (https://github.com/dpryan79/MethylDackel.git). For methylation analysis in embryos, only CpG sites with a minimum sequencing depth 15× were included in analysis. For methylation analysis *in Dnmt3b*^*−/−*^*;Dnmt3a*^*−/−*^ lymphoma cells overexpressing Dnmt3b^WT^, Dnmt3b^CI^, and empty vector, only CpG sites with a minimum sequencing depth of 10× were included in analysis. Methylation scores were visualized with the Integrated Genome Browser (IGB)^47^. Scatter plots of methylation score were generated in Rstudio v1.1.4.6 using package gplots^48^ and violin plots were generated in BoxplotR^49^. Genome-wide Pearson correlation analysis of CpG sites was performed using deepTools package multiBigWigsummary and plotCorrelation^50^.

DMRs were determined by Metilene^51^ and defined based on average of minimum three consecutive DMCs with methylation change of ≥30 percent in the same direction with *p* values <0.05 (as determined by MWU test). Maximal base pair cut-off for a distance between consecutive DMCs in DMR was set to 50 or 100 bp for embryonic or *Dnmt3b*^*−/−*^*;Dnmt3a*^*−/−*^ lymphoma data, respectively.

Annotation of methylated CpGs and DMRs to long promoters, core promoters, gene bodies, exons, introns, CGIs, enhancers, and repeats was performed using bedtools intersect. The DMR was retained if the overlap between these elements and DMR was at least 50% of the length of the DMR. Chromosomal coordinates of TSS, gene bodies, exons, introns, CGIs, and repeats were acquired from the USCS Table browser. Enhancers coordinates identified in forebrain, hindbrain, heart, limb, and hindlimb bud at E11.5 were obtained from Enhancer atlas^52^. Long promoter was defined as 1500 bp upstream to 500 bp downstream of the TSS. Core promoter was defined as 300 bp upstream to 150 bp downstream of the TSS. Gene body was defined as 500 bp downstream of the TSS up to the end of transcript. Hierarchical clustering of CpG methylation percentages within DMRs was performed using Cluster 3.0 (ref. ^53^) and heat maps were visualized in Java TreeView 3.0 (ref. ^54^). DeepTools^50^ was used to display traces and heat maps.

### ChIP-seq data analysis

Publicly available data on chromatin modifications in Dnmt3b^+/+^ embryos at E11.5 were obtained from ENCODE (Bing Ren, UCSD lab, ENCSR231EPI, ENCSR215ZYV)^25^. Heat map of DNAse I sensitivity assay and profiles of peak signals were generated using the computeMatrix, plotProfile and plotHeatmap scripts from the deepTools3 package^50^. Plots showing histone enrichment profiles across DMRs scaled to 1000 bp were computed using 10 bp long non-overlaping bins. Flanking un-scaled −100 and +100 bp regions are shown. Plots presenting histone modification profiles for genes with hypomethylated promoters that become up-regulated or retain their expression in *Dnmt3b*^*−/−*^ embryos show unscaled region from −2 to +2 kbp around TSS.

### Combined bisulfite restriction analysis

Combined bisulfite restriction analysis (COBRA) was carried out as described previously^55^. Briefly, bisulfite conversion of genomic DNA was carried out using the Epitect Bisulfite Kit (Qiagen). PCR products were digested with restriction enzymes *Bst*UI and *Taq*I (NEB). Digested products were then loaded on an 8% PAGE gel, separated by electrophoresis, and stained by SYBR Gold (Invitrogen).

Mouse bisulfite specific primers are shown in Supplementary Data 6.

### Bisulfite sequencing

Bisulfite conversion of genomic DNA was carried out using the Epitect Bisulfite Kit (Qiagen). PCR fragments from bisulfite treated DNA were cloned using pGem Easy T-cloning kit (Promega). Plasmid DNA isolated from individual clones was sequenced by Sanger sequencing (Genewiz). Mouse bisulfite specific primers are shown in Supplementary Data 6.

### Quantification of 5mdCs

Combined liquid chromatography-tandem mass spectrometry with multiple reaction monitoring (LC-MS/MS-MRM) was applied to quantify 5dmCs levels in DNA extracted from mouse *Dnmt3b*^*+/+*^; *Dnmt3b*^*−/−*^ and *Dnmt3b*^*CI/CI*^ E11.5 embryos^56^. DNA hydrolysis was performed by using DNA Degradase Plus (Zymo Research). Briefly, 400 ng of genomic DNA was mixed with 2 µL of 10× DNA Degradase Reaction buffer, 1 µL DNA Degradase Plus and water to make a total reaction volume of 20 µL. Finally, the reaction was inactivated heating to 70 °C for 20 min. Liquid phase chromatography was performed using gradient elution from a 2.1 × 100 mm Hypersil GOLD aQ C18 reversed-phase column with a guard cartridge and an Accela 600 quaternary pump at 250 µL/min at 40 °C. Transition pairs (258.2 → 141.93*m*/*z* for 5HmdC, 242.2 → 126.10*m*/*z* for 5mdC, and 268.1 → 152.3*m*/*z* for dG) were monitored on a Thermo Scientific TSQ Vantage Triple Quadrupole mass spectrometer at dwell times of 0.375 s each and scan widths of 0.002*m*/*z*. The collisional gas pressure was set at 1.2 mTorr. The raw data were analyzed with the Xcalibur Qual Browser using ICIS peak detection with following parameters: baseline windows of 30 units for 5mdC and 5HmdC, windows of 40 units for dG, the minimum signal-to-noise ratio 3.0, and the peak detection set for the highest peak option. Concentrations of 5mdC were calculated as a percentage of 2′-deoxyguanosine (dG). The calibrated ranges for the samples were 0–25% for 5mdC using a fixed 40 pmol amount of dG as an internal standard. Replicates for the unknown samples were run in triplicate followed by a blank to eliminate carryover into the next unknown run. All the procedures were carried out by Zymo Research Epigenetic Services (Zymo Research Corp).

### Real-time qRT-PCR

RNAs were reverse transcribed with the SuperScript III Reverese transcriptase (Thermo Fisher) using oligo(dT) primers. Real-time qRT-PCR was performed with the iQ™ SYBR® Green Supermix (Bio-Rad) on a CFX96 Touch™ Real-Time PCR Detection System (Bio-Rad). Fast PCR cycling conditions were used (95 °C for 3 min, 40 cycles (95 °C for 10 s, 58–63.5 °C for 30 s)), followed by a dissociation curve analysis. All qPCR measurements were performed in duplicate reactions and normalized to the expression of three housekeeping genes (*Rpl4*, *β-actin, Gapdh*). In parallel, no-RT controls were amplified to rule out the presence of contaminating genomic DNA. Primer sequences for qPCR are provided in Supplementary Data 6.

### RNA-seq

Library generation and sequencing was performed on NovaSeq 6000 platform using paired-end 150 bp runs (Novogene, USA).

Publicly available RNA-seq data for *Dnmt3b*^*+/+*^ at E10.5 were obtained from GEO (GSE47033) ^57^. Trimmed sequencing data were first aligned to *Mus musculus* UCSC mm10 reference genome using STAR aligner^58^. RNA-seq data with minimum mapped quality 50 were quantitated using the RNA-seq quantitation pipeline in SeqMonk software (http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/). DeSeq2 was used to calculate differential expression ^59^. For differentially expressed genes, only genes with a fold change ≥2 and a *p* value <0.05 were considered to be significant. Hierarchical clustering was performed in Cluster 3.0 (ref. ^53^) and heat maps were visualized in Java TreeView 3.0 (ref. ^54^). Gene ontology enrichment analysis was conducted using the Gorilla software^60^. Pathway enrichment was performed using Panther pathway analysis^61,62^.

### Ingenuity pathway analysis

Differentially expressed genes (FC ≥ 2, *p* < 0.05), which were found in *Dnmt3b*^*−/−*^ embryos when compared to *Dnmt3b*^*+/+*^ embryos and were rescued in *Dnmt3b*^*CI/CI*^ embryos, were analyzed using IPA (Qiagen)^63^. Core analysis was performed to identify top ranking pathways and categories for differentially expressed genes. Top five categories obtained in Physiological system development and function were displayed (*p* < 0.05, for all subcategories).

### Gene set enrichment analysis

All FPKM values for *Dnmt3b*^*−/−*^, *Dnmt3b*^*CI/CI*^ and *Dnmt3b*^+/+^ embryos were converted to GCT expression dataset. CLS files were generated using CLSFileCreator (v4) (http://software.broadinstitute.org/cancer/software/genepattern/modules/docs/ClsFileCreator/4). Hallmark Signature gene sets, Curated gene sets, and GO gene sets were downloaded from Broad Institute’s Molecular Signatures Database. Gene Set Enrichment Analysis (v3.0)^64,65^ was used to test the relationship between RNA-seq expression data and the Hallmark Signature gene sets, Curated gene sets and GO gene sets, which were downloaded from Broad Institute’s Molecular Signatures Database. Gene sets enriched in less than 15 genes and more than 500 genes were excluded from the analysis. Gene sets with a false discovery rate (FDR) value <0.25 and *p* < 0.05 after performing 1000 permutations were considered to be significantly enriched.

### Statistical analysis

Statistical significance of means ± SEM were evaluated using the two-tailed Welch’s *t*-test. For all statistical analyses *p* values <0.05 were considered significant. The significance between observed and expected genotype representation of embryos was calculated using Chi-squared test. The significance of the overlapping genes was calculated in R version 3.4.3 using the hypergeometric distribution function phyper. Differential histone enrichment between weak and strong DMRs was analyzed by Student’s *t*-test or Welch’s unequal variances *t*-test with threshold of *p* value <0.05. Clustering was performed on the basis of average linkage hierarchical uncentered clustering of the genes.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Source Data

## Data Availability

The RRBS and RNA-seq data are deposited at the NCBI Gene Expression Omnibus database^66^ under the number GSE132952. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. The source data underlying Figs. 1e, f, i, j, 3d, 7b, c, d, f, h, i, j, k are provided as a Source Data file. A reporting summary for this article is available as a Supplementary Information file.

# Supplementary material for: Catalytically inactive Dnmt3b rescues mouse embryonic development by accessory and repressive functions
**Source:** Nat Commun. 2019 Sep 26;10:4374. doi: 10.1038/s41467-019-12355-7
**Supplement:** Supplementary file 1 — Supplementary Information

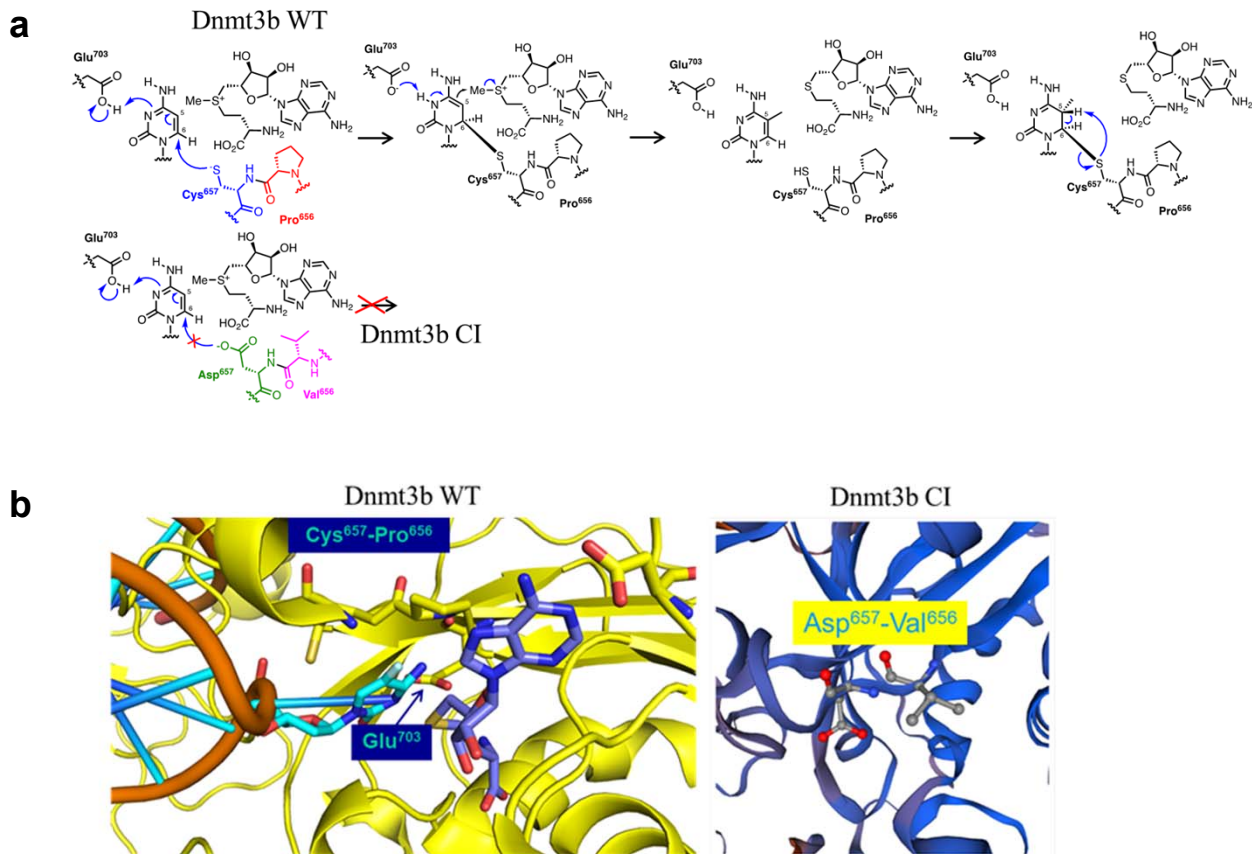

**Supplementary Fig. 1. Rationale for the double amino acid substitution to inactivate catalytic function of Dnmt3b.**

**a** A schematic describing the molecular basis for the catalytic function generated using ChemDraw Professional 16.0.

**b** The coordinates from 4U7P and 1MHT were overlaid using PyMol v1.8. *Left:* The *wild-type* Dnmt3b is shown as yellow cartoon with the key residues (Glu703, Cys657 and Pro656) shown as stick, SAM is shown in purple and the DNA fragment is shown in orange and cyan. Cys657 is the residue that catalyzes the methyltransferase reaction and Pro656 creates the pocket that holds the SAM in place to facilitate the transfer. *Right:* The catalytically inactive Dnmt3b (blue) in which Cys657 and Pro656 were substituted with Asp657 and Val656 (gray sticks). Software failed to model binding of SAM consistently with a rationale that these substitutions inactivate catalytic activity.

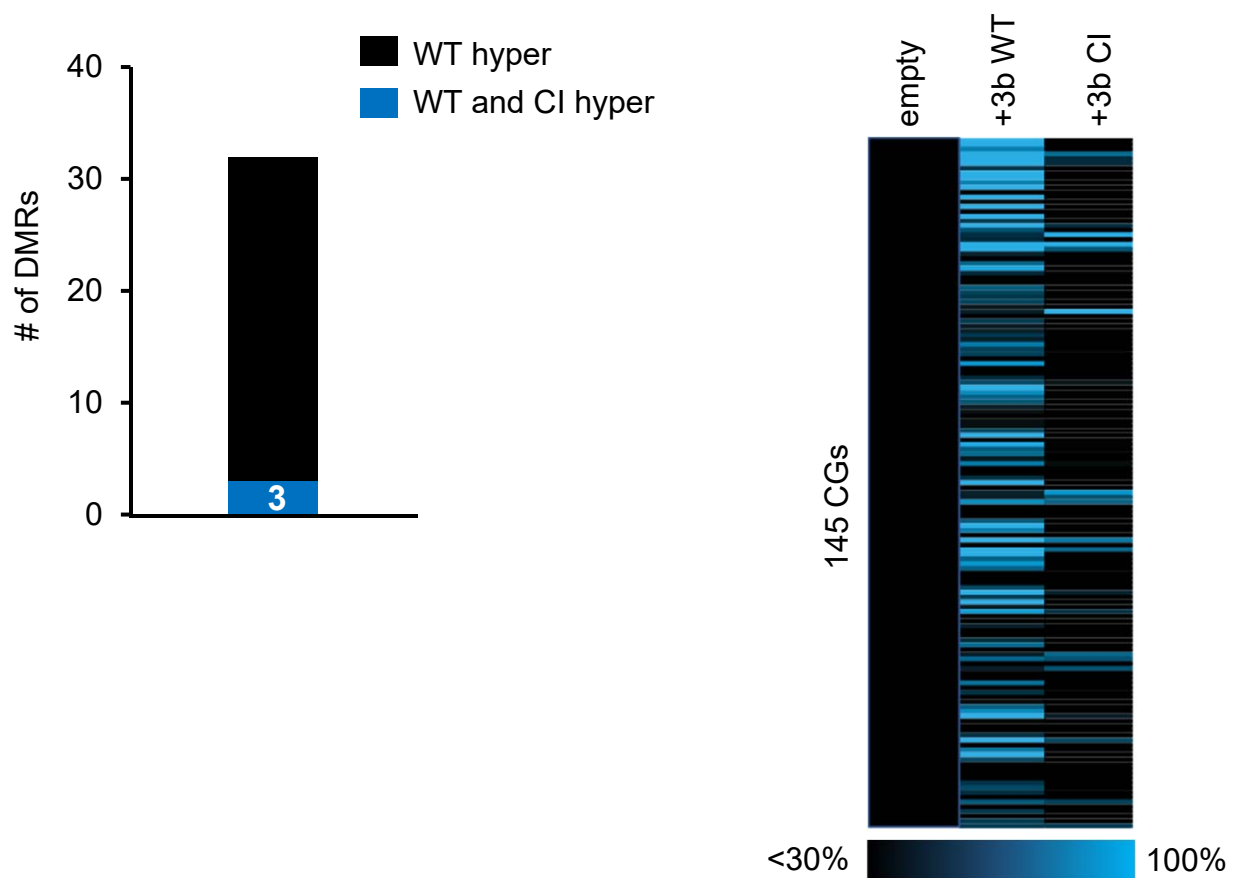

**Supplementary Fig. 2. Hypermethyated DMRs identified in *Dnmt3a*<sup>-/-</sup> *Dnmt3b*<sup>-/-</sup> lymphoma cells overexpressing *Dnmt3b*<sup>WT</sup> and *Dnmt3b*<sup>CI</sup>.**

*Left.* The number of hypermethyated DMRs ( $\geq 3$  consecutive DMCs in the same direction in the distance  $\leq 100$  bp, average DMC methylation change  $\geq 30\%$ ,  $p < 0.05$ ) identified in *Dnmt3a*<sup>-/-</sup> *Dnmt3b*<sup>-/-</sup> (DKO) cell line overexpressing *Dnmt3b*<sup>WT</sup> when compared to empty vector control. Overlapping DMRs between *Dnmt3a*<sup>-/-</sup> *Dnmt3b*<sup>-/-</sup> cell line overexpressing *Dnmt3b*<sup>WT</sup> and *Dnmt3b*<sup>CI</sup> are marked with blue. *Right.* Heatmap showing methylation difference of 145 CGs included in DMRs presented on left side. *Bottom.* Summary of data obtained from the sequenced Reduced Representation Bisulfite Sequencing libraries.

**E11.5**

---

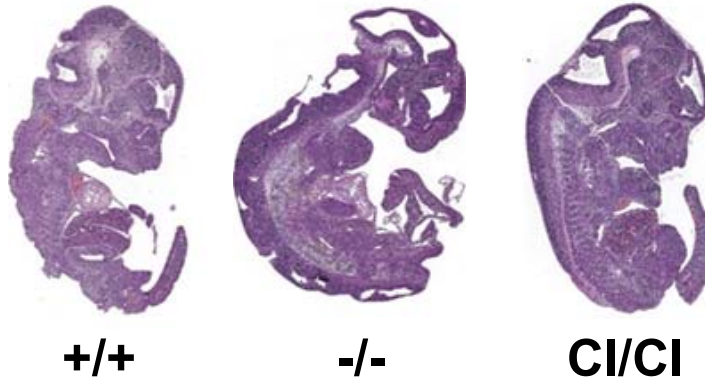

**Supplementary Fig. 3 . Histological analysis of whole embryos at E11.5.**

H&E stained sections prepared from *E11.5 Dnmt3b<sup>+/+</sup>*, *Dnmt3b<sup>-/-</sup>* and *Dnmt3b<sup>CI/CI</sup>* whole embryos.

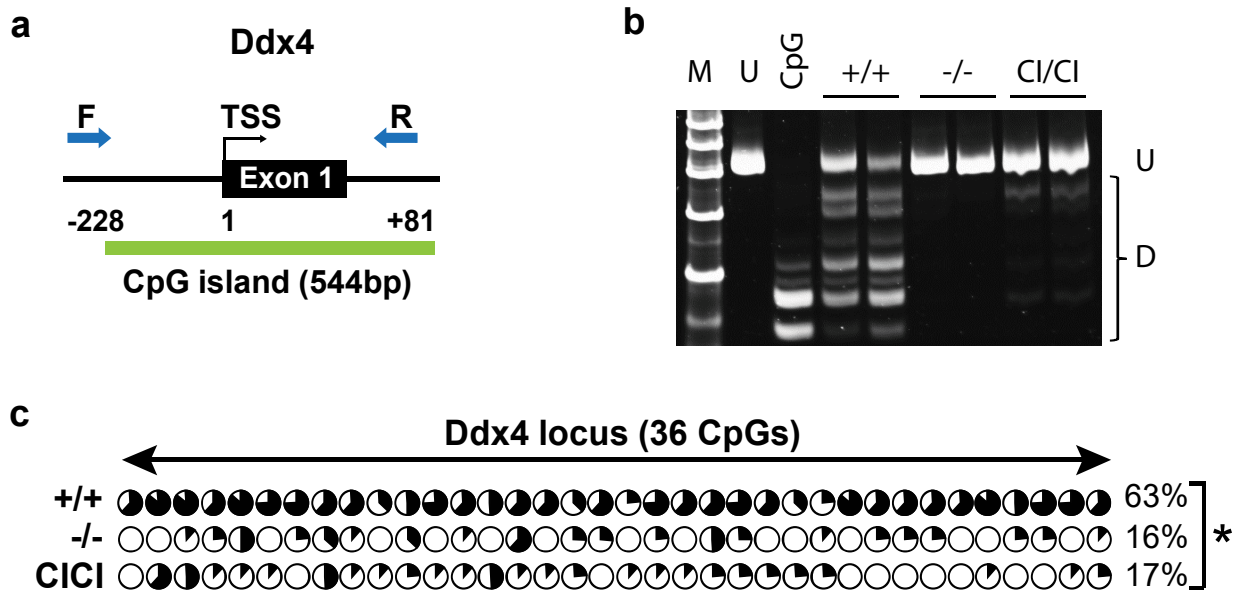

**Supplementary Fig. 4. Methylation analysis of *Ddx4* locus using bisulfite sequencing.**

**a** Graphical presentation depicting exon 1, transcription start site (TSS), CpG island and placement of F and R primers surrounding from -228 to +81 bp of *Ddx4* locus used for methylation analysis by bisulfite sequencing.

**b** COBRA of *Ddx4* in *Dnmt3b*<sup>+/+</sup> (+/+), *Dnmt3b*<sup>-/-</sup> (-/-) and *Dnmt3b*<sup>CI/CI</sup> (CI/CI) embryos and a fully methylated control (CpG). *Ddx4* was digested with *Bst*UI. Undigested (U) and digested (D) fragments correspond to unmethylated and methylated DNA, respectively.

**c** Bisulfite sequencing of PCR fragments generated using F and R primers *Ddx4* locus using DNA isolated from E11.5 *Dnmt3b*<sup>+/+</sup>, *Dnmt3b*<sup>-/-</sup> and *Dnmt3b*<sup>CI/CI</sup> embryos. Each pie represents a CpG dinucleotide and each wedge of pie represents the sequence of an individual allele. Black wedges correspond to methylated CpG dinucleotides and white wedges represent unmethylated CpGs. Results derived from 8-10 clones are shown (\*p<0.05).

**a**

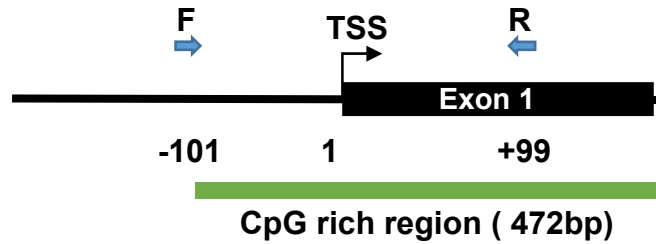

**b**

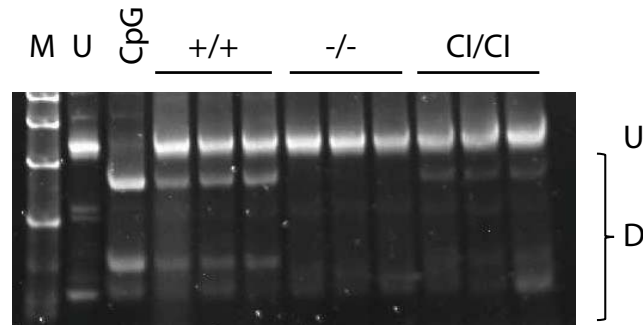

**c**

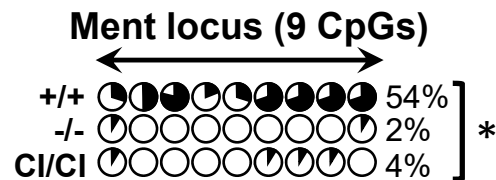

**Supplementary Fig. 5. Methylation analysis of *Ment* locus using bisulfite sequencing.**

**a** Graphical presentation depicting exon 1, transcription start site (TSS), CpG rich region and placement of F and R primers surrounding from -101 to +99 bp of *Ment* locus used for methylation analysis by bisulfite sequencing.

**b** COBRA of *Ment* in *Dnmt3b*<sup>+/+</sup> (+/+), *Dnmt3b*<sup>-/-</sup> (-/-) and *Dnmt3b*<sup>Cl/Cl</sup> (Cl/Cl) embryos and a fully methylated control (CpG). *Ment* was digested with *TaqI*. Undigested (U) and digested (D) fragments correspond to unmethylated and methylated DNA, respectively.

**c** Bisulfite sequencing of PCR fragments generated using F and R primers *Ment* locus using DNA isolated from E11.5 *Dnmt3b*<sup>+/+</sup>, *Dnmt3b*<sup>-/-</sup> and *Dnmt3b*<sup>Cl/Cl</sup> embryos. Each pie represents a CpG dinucleotide and each wedge of pie represents the sequence of an individual allele. Black wedges correspond to methylated CpG dinucleotides and white wedges represent unmethylated CpGs. Results derived from 8-10 clones are shown (\*p<0.05).

| Sample   | Paired-end reads before QC | Paired-end reads after QC and filtering | Aligned reads | Mapping efficiency | CpGs 15x  | Avg site coverage |
|----------|----------------------------|-----------------------------------------|---------------|--------------------|-----------|-------------------|
| +/+ #1   | 31,362,284                 | 27,699,640                              | 25,694,963    | 92.76%             | 1,116,838 | 30.94             |
| +/+ #2   | 34,304,787                 | 30,127,858                              | 28,028,359    | 93.03%             | 1,253,741 | 29.18             |
| -/- #1   | 31,490,783                 | 27,240,676                              | 25,214,669    | 92.56%             | 1,196,041 | 28.21             |
| -/- #2   | 25,018,398                 | 21,690,529                              | 20,226,933    | 93.25%             | 1,064,030 | 26.88             |
| Cl/Cl #1 | 33,409,523                 | 29,374,119                              | 27,250,269    | 92.77%             | 1,231,404 | 30.07             |
| Cl/Cl #2 | 40,375,417                 | 35,606,665                              | 33,235,669    | 93.34%             | 1,308,882 | 32.69             |

**Supplementary Fig. 6. Summary of data obtained from the sequenced Reduced Representation Bisulfite Sequencing libraries.**

Post sequencing quality check of RRBS data obtained from DNA of *Dnmt3b*<sup>+/+</sup>, *Dnmt3b*<sup>-/-</sup> and *Dnmt3b*<sup>Cl/Cl</sup> E11.5 embryos (n=2 each). The last two columns indicate the number of CpGs sequenced at least 15x and average site coverage obtained from reads that mapped uniquely in the genome.

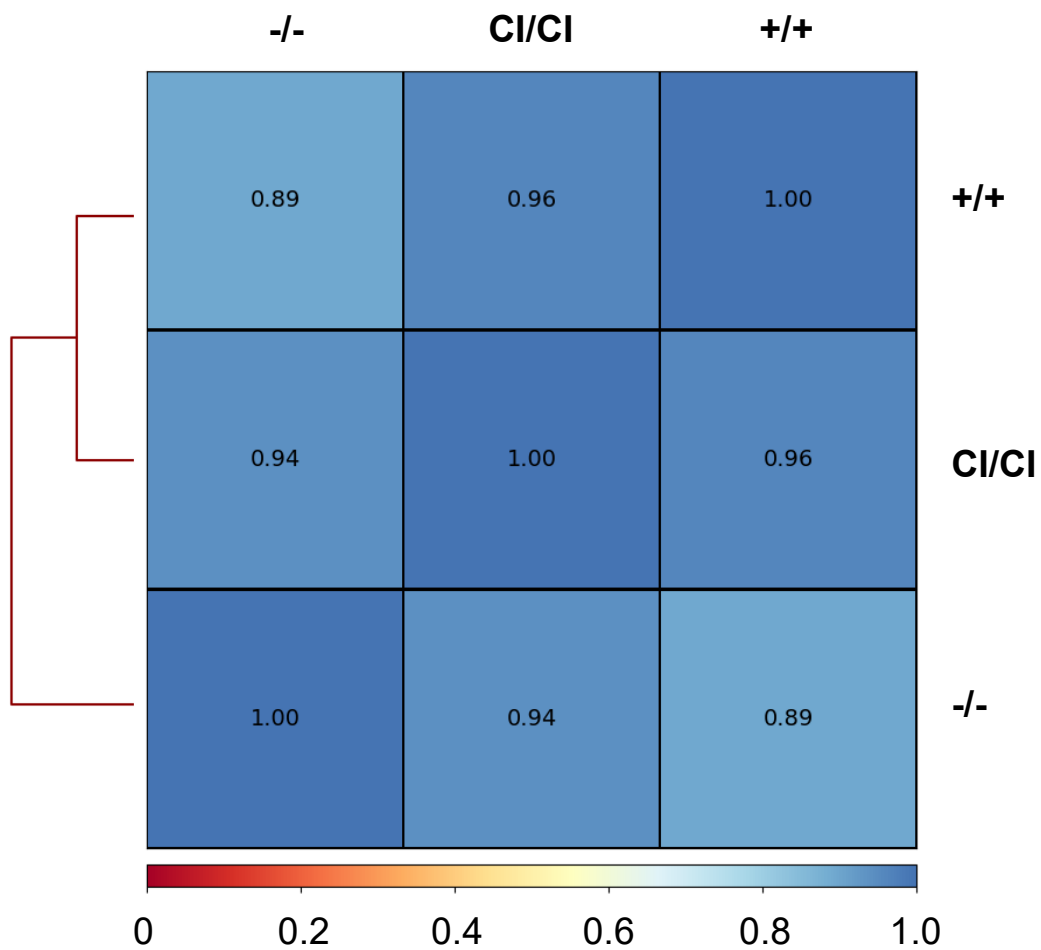

**Supplementary Fig. 7. Pearson correlation coefficients and hierarchical clustering of genome-wide methylation data.** Clustering of the samples and correlation analysis was based on methylation values of all CGs present in all analyzed samples (*Dnmt3b*<sup>+/+</sup> (+/+) embryos (n=2), *Dnmt3b*<sup>CI/CI</sup> (CI/CI) embryos (n=2) and *Dnmt3b*<sup>-/-</sup> (-/-) embryos (n=2) covered at least 15x (>8x10<sup>5</sup>). Pearson correlation analysis was performed using deepTools packages multiBigWigsummary and plotCorrelation.

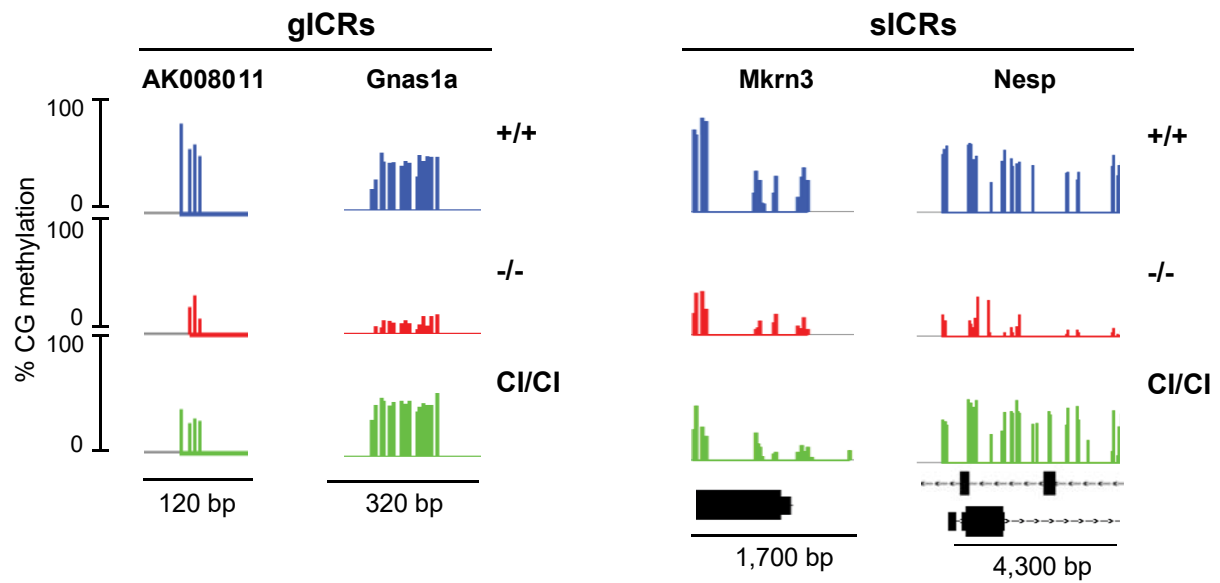

**Supplementary Fig. 8. Methylation analysis of selected germline and somatic ICRs.**

Percentage of CG methylation in gICRs (*AK008011* and *Gnas1a*) and sICRs (*Mkrn3* and *Nesp*) loci obtained by RRBS from genomic DNA isolated from E11.5 *Dnmt3b*<sup>+/+</sup>, *Dnmt3b*<sup>-/-</sup> and *Dnmt3b*<sup>CI/CI</sup> embryos. Methylation levels were visualized by IGB software and are presented as percentage of methylation for indicated regions.

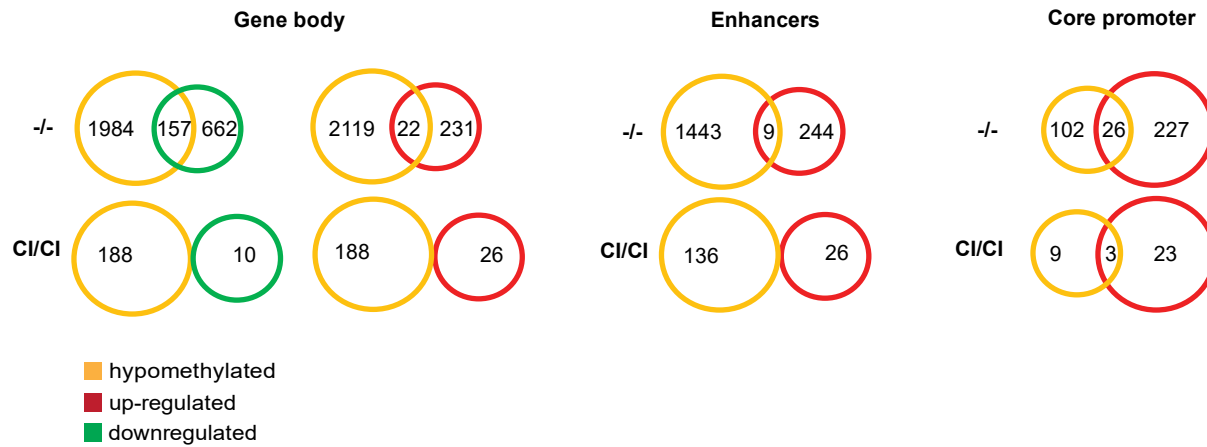

**Supplementary Fig. 9. Overlap of methylation and gene expression changes in E11.5 embryos of different genotypes in various genomic elements.**

Venn diagrams displaying a number of indicated genomic elements associated with DMRs and differential expression in *Dnmt3b*<sup>-/-</sup> and *Dnmt3b*<sup>CI/CI</sup> embryos relative to *Dnmt3b*<sup>+/+</sup> counterparts. Hypomethylated changes are indicated by yellow circles, decreased gene expression by green circles and increased expression by red circles.

## Genomic Distribution of DMRs

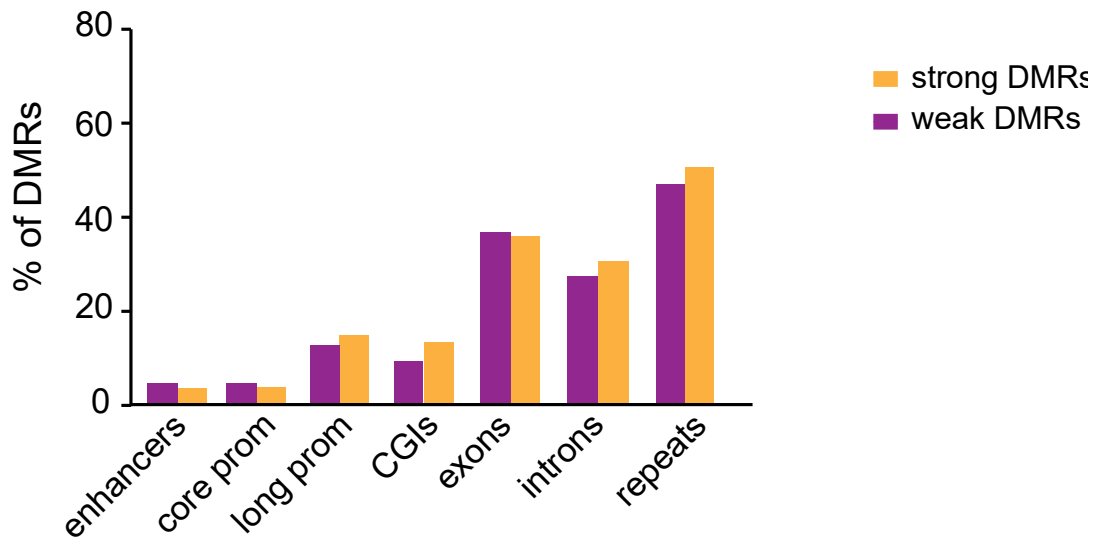

### Supplementary Fig. 10. Percentage of DMRs distribution among indicated genomic element.

The number of DMRs ( $\geq 3$  consecutive DMCs in the same direction in the distance  $\leq 200$  bp, average DMC methylation change  $\geq 30\%$ ,  $p < 0.05$ ) identified in *Dnmt3b*<sup>-/-</sup> and *Dnmt3b*<sup>CI/CI</sup> E11.5 embryos relative to *Dnmt3b*<sup>+/+</sup> counterparts. Distribution of loci strongly (“strong”) and weakly (“weak”) dependent on catalytic activity of Dnmt3b is shown.

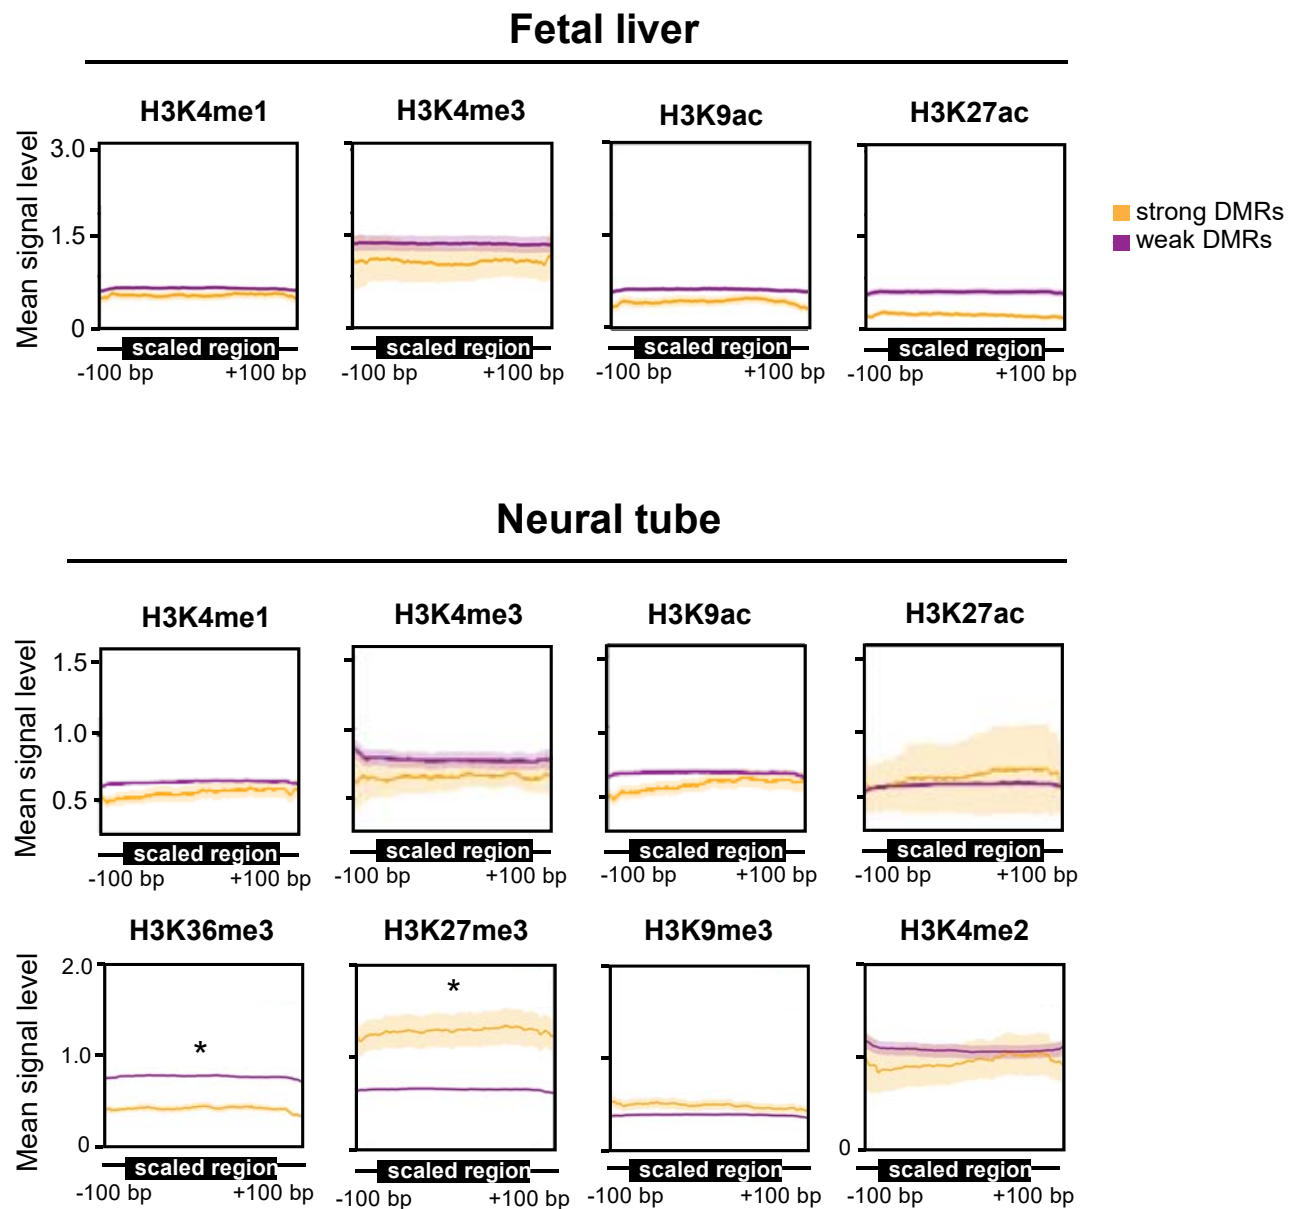

**Supplementary Fig. 11. Enrichment of “strong” DMRs and “weak” DMRs for chromatin marks in E11.5 *Dnmt3b*<sup>+/+</sup> embryonic tissues.**

Enrichment of “strong” DMRs and “weak” DMRs for indicated chromatin marks in fetal liver and neural tube of E11.5 *Dnmt3b*<sup>+/+</sup> embryos as detected by analysis of ChIP-seq data. Mean levels  $\pm$  SEM of histone marks in indicated genomic areas is shown. Plots shows profiles for DMRs scaled to the same length and surrounding 100 bp unscaled regions. Statistical significance was calculated by Welch’s t-test; significance of  $p < 0.05$  is depicted by \*. SEM values are presented as shading around mean value line.

## Neural tube

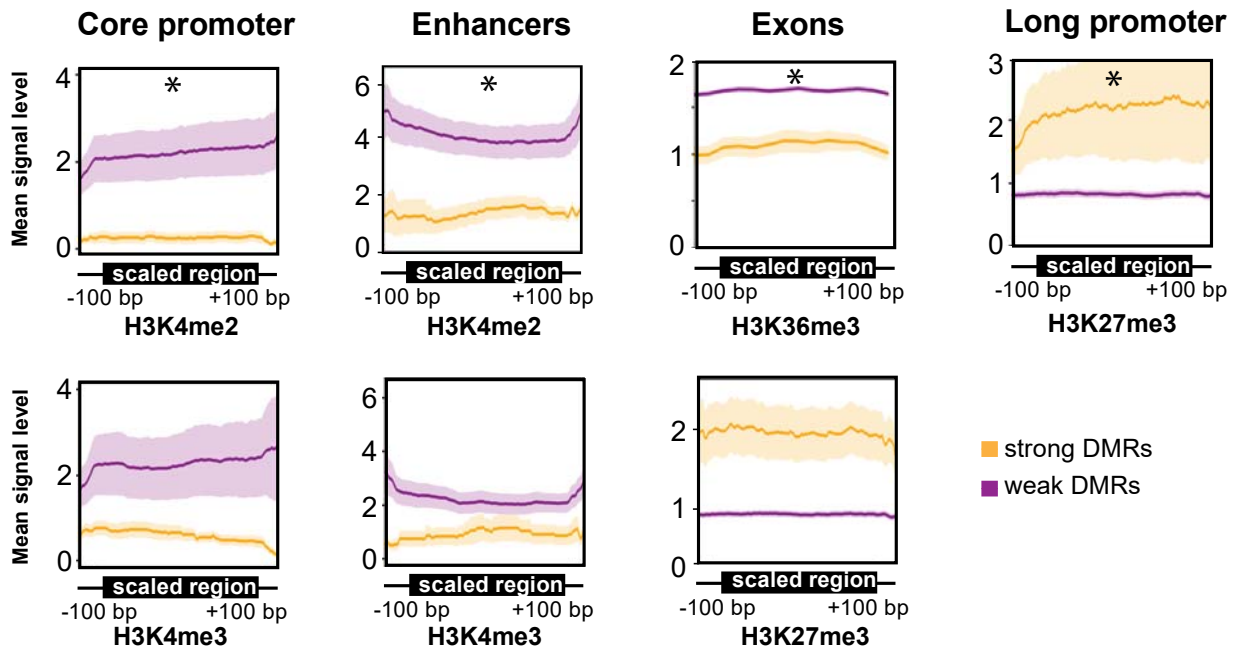

**Supplementary Fig. 12. Enrichment of “strong” DMRs and “weak” DMRs for chromatin marks in neural tube of E11.5 *Dnmt3b*<sup>+/+</sup> embryo.**

Enrichment of “strong” DMRs and “weak” DMRs for indicated chromatin marks within indicated genomic elements in neural tube of *Dnmt3b*<sup>+/+</sup> E11.5 embryos as detected by analysis of ChIP-seq data. Mean levels  $\pm$  SEM of histone marks in indicated genomic areas is shown. Plots shows profiles for DMRs scaled to the same length and surrounding 100 bp unscaled regions. Statistical significance was calculated by Welch’s t-test; significance of  $p < 0.05$  is depicted by \*. SEM values are presented as shading around mean value line.

**a**

|                      | # of CpG sites in WT E11.5 which gained meth $\geq 30\%$ | # of CpG sites in $-/-$ E11.5 which are hypo $\geq 30\%$ | %  | # of CpG sites in CI/CI E11.5 which are hypo $\geq 30\%$ | %  |
|----------------------|----------------------------------------------------------|----------------------------------------------------------|----|----------------------------------------------------------|----|
| <b>ALL</b>           | 40,842                                                   | 10,690                                                   | 26 | 2,462                                                    | 6  |
| <b>exon</b>          | 8,091                                                    | 2,997                                                    | 37 | 683                                                      | 8  |
| <b>intron</b>        | 16,042                                                   | 3,685                                                    | 23 | 812                                                      | 5  |
| <b>repeat</b>        | 27,503                                                   | 6,581                                                    | 24 | 1,486                                                    | 5  |
| <b>long promoter</b> | 2,655                                                    | 1,079                                                    | 41 | 322                                                      | 12 |
| <b>core promoter</b> | 771                                                      | 334                                                      | 43 | 102                                                      | 13 |
| <b>CGI</b>           | 866                                                      | 615                                                      | 71 | 229                                                      | 26 |
| <b>enhancer</b>      | 1,217                                                    | 442                                                      | 36 | 136                                                      | 11 |

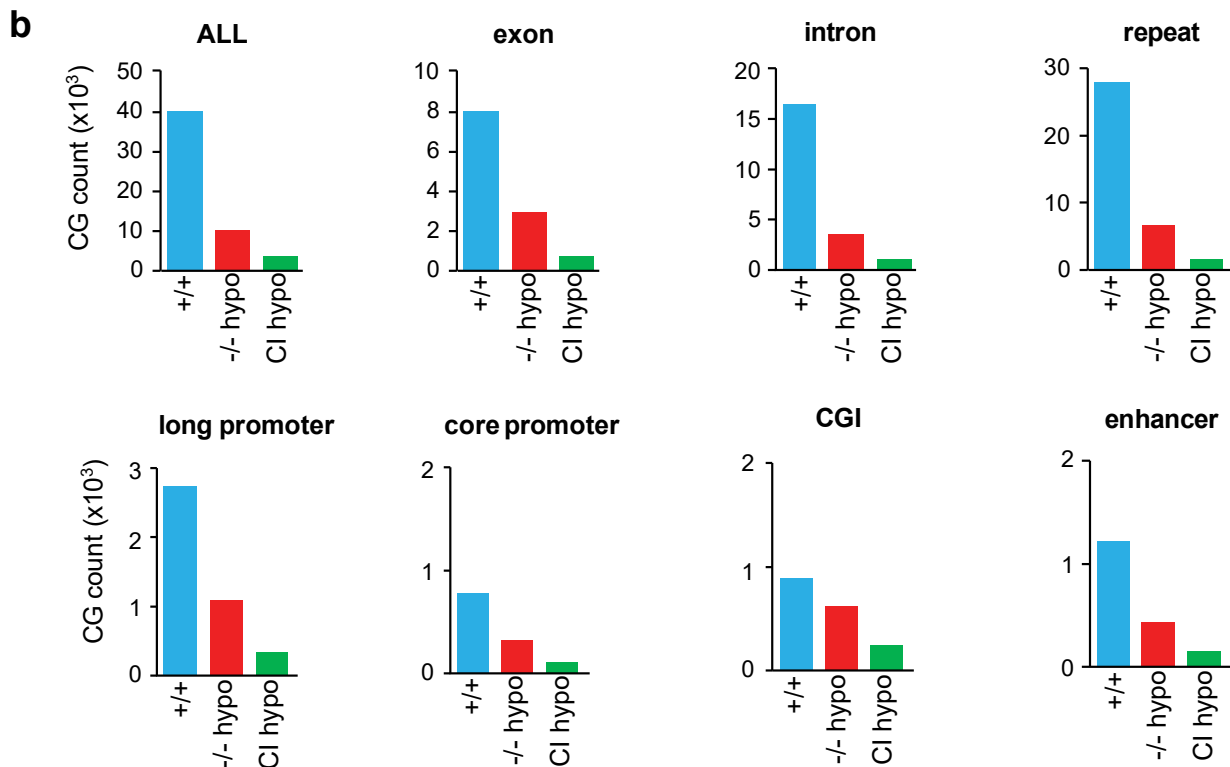

**Supplementary Fig. 13. Methylation of CG dinucleotides and their distribution across various genomic elements in E11.5 embryos.**

**a** Number of CG sites which gained at least 30% of methylation in WT at E11.5 when compared to E10.5 but not in  $Dnmt3b^{-/-}$  or  $Dnmt3b^{CI/CI}$  at E11.5. *De novo* methylation in CGIs is mostly  $Dnmt3b$  dependent (71% of all CG sites loose at least 30% methylation in  $Dnmt3b^{-/-}$  embryos).

**b** Bar graphs showing number of *de novo* methylated events across indicated genomic elements dependent on  $Dnmt3b$  catalytic as well as accessory function of  $Dnmt3b$ .

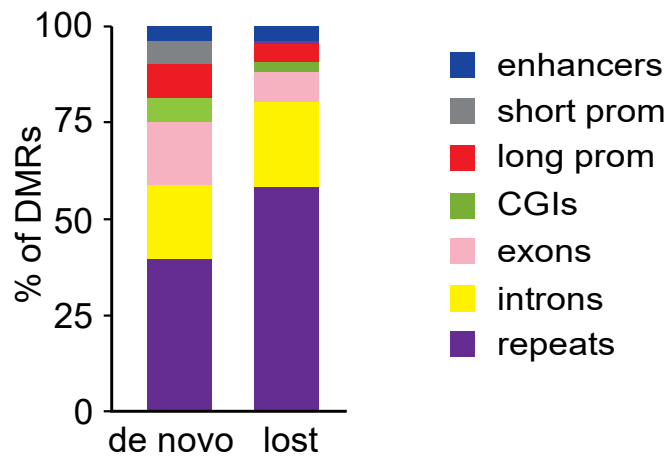

**Supplementary Fig. 14. Genomic distribution of DMRs detected at E11.5 relative to E10.5 *Dnmt3b*<sup>+/+</sup> embryos.**

Total number of DMRs with gains and losses in methylation were annotated to indicated genomic elements.

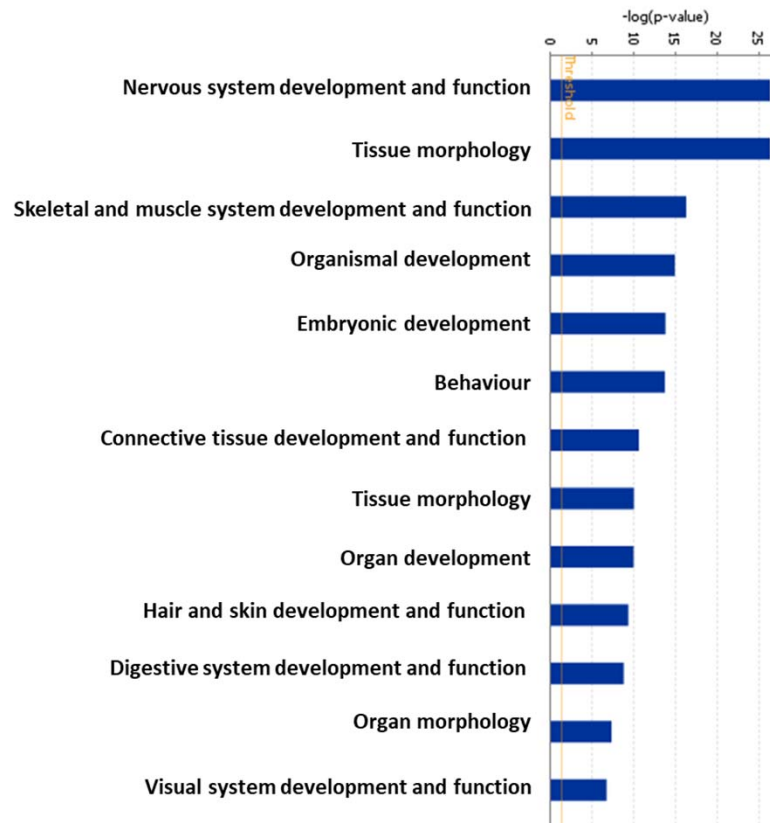

**Supplementary Fig. 15: IPA analysis of downregulated genes in *Dnmt3b*<sup>-/-</sup> embryos at E11.5.** Analysis was based on 819 genes downregulated in *Dnmt3b*<sup>-/-</sup> embryos compared to *Dnmt3b*<sup>+/+</sup> embryos, out of these, 771 genes were recognized by IPA.

| Biological process                                     | p-value  | Gene list                                                                                                                 |
|--------------------------------------------------------|----------|---------------------------------------------------------------------------------------------------------------------------|
| reproductive process                                   | 5.00E-12 | Rnf17, Fgf8, Hoxa11, Asz1, Tex19.1, Hmga2, Mov10l1, Hormad2, Hormad1, Wnt9b, Piwil2, Shh, Tex12, Lin28a                   |
| meiotic cell cycle                                     | 2.68E-11 | Piwil2, Asz1, Tex19.1, Hmga2, Hormad1, Mov10l1, Hormad2                                                                   |
| regulation of gene expression                          | 1.00E-08 | Fos, Fgf8, Hoxa11, Asz1, Tex19.1, Hmga2, Lin28b, Mov10l1, Tcf15, Piwil2, Shh, Sost, Cdkn1a, Smtnl1, Hist1h1b, Sp6, Lin28a |
| gene silencing by RNA                                  | 2.22E-08 | Piwil2, Asz1, Lin28b, Mov10l1, Lin28a                                                                                     |
| canonical Wnt signalin pathway                         | 1.43E-06 | Frzb, Shh, Fgf8, Wnt9b                                                                                                    |
| piRNA metabolic process                                | 4.79E-06 | Piwil2, Asz1, Mov10l1                                                                                                     |
| negative regulat on of macromolecule metabolic process | 1.26E-04 | Piwil2, Shh, Cdkn1a, Asz1, Smtnl1, Hist1h1b, Hmga2, Lin28b, Mov10l1, Lin28a                                               |
| negative regulat on of developmental process           | 1.34E-04 | Frzb, Shh, Fgf8, Cdkn1a, Hmga2, Lin28a, Wnt9b                                                                             |
| non-canonical Wnt signaling pathway                    | 8.42E-04 | Frzb, Wnt9b                                                                                                               |

**Supplementary Fig. 16. IPA and Gene ontology analysis of genes up-regulated specifically in E11.5 *Dnmt3b*<sup>-/-</sup>.**

IPA analysis of genes specifically upregulated in E11.5 *Dnmt3b*<sup>-/-</sup> (FC≥2, p<0.05) but not in *Dnmt3b*<sup>CI/CI</sup> relative to *Dnmt3b*<sup>+/+</sup> embryos. Genes in subcategory “Embryonic development” were further analyzed by gene ontology. Main categories with significance and gene identities is shown.

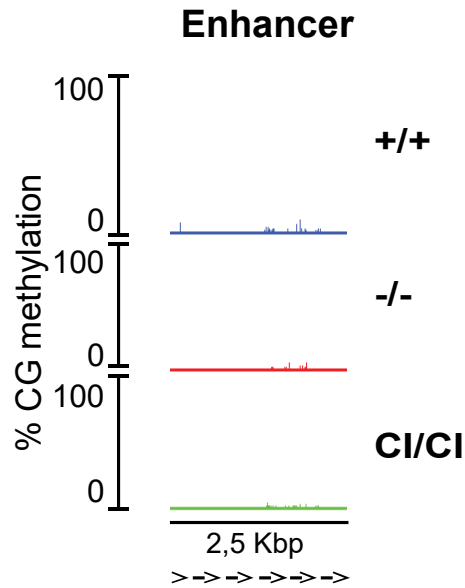

**Supplementary Fig. 17. DNA methylation analysis of putative enhancer of *Wnt9b*.**

DNA methylation scores obtained for 2.5 kbp locus harboring *Wnt9b* gene enhancer from RRBS analysis of E11.5 *Dnmt3b*<sup>+/+</sup>, *Dnmt3b*<sup>-/-</sup> and *Dnmt3b*<sup>Cl/Cl</sup> embryos. Data were visualized by IGB software and are presented as percentage of methylation for indicated regions. No significant methylation changes were observed between genetic settings.

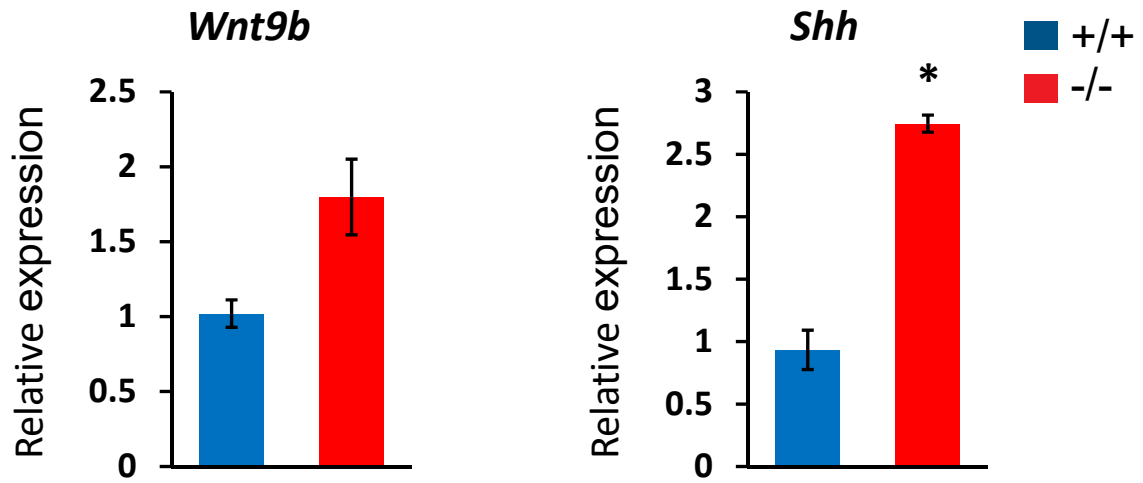

**Supplementary Fig. 18. Expression of Shh and Wnt9b in *Dnmt3b*<sup>-/-</sup> embryos at E10.5.**

Wnt9b and Shh expression analyzed by qRT-PCR in *Dnmt3b*<sup>+/+</sup> (n=4) and *Dnmt3b*<sup>-/-</sup> (n = 2) E10.5 embryos, normalized to  $\beta$ -actin and presented as means  $\pm$  SEM (\*p<0.001).

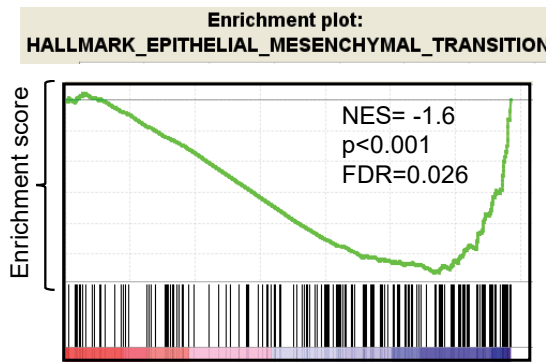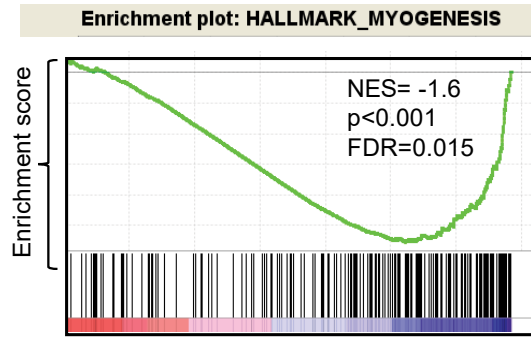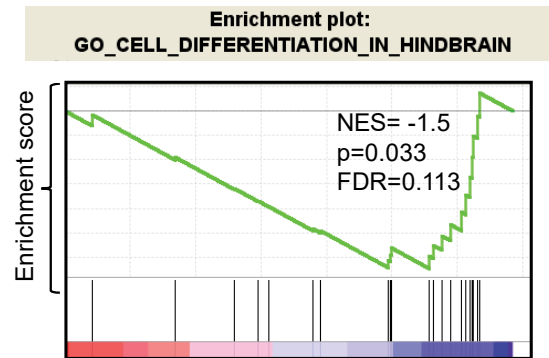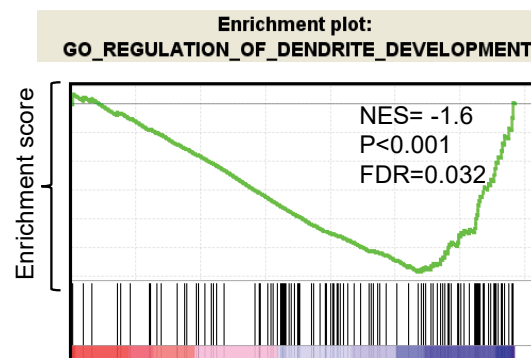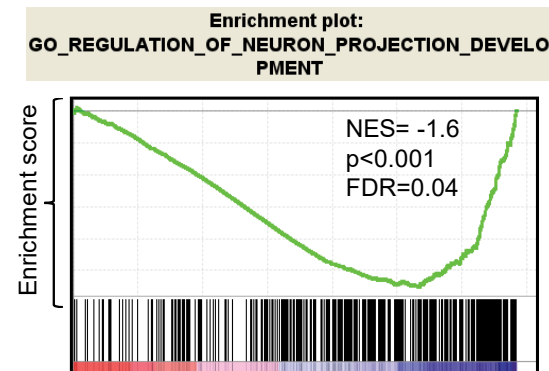

**Supplementary Fig. 19. Developmental pathways in *Dnmt3b*<sup>-/-</sup> embryos are downregulated.**

GSEA plots of gene sets specific to developmental pathways which gets downregulated in *Dnmt3b*<sup>-/-</sup> compared to *Dnmt3b*<sup>+/+</sup> embryos (E11.5).

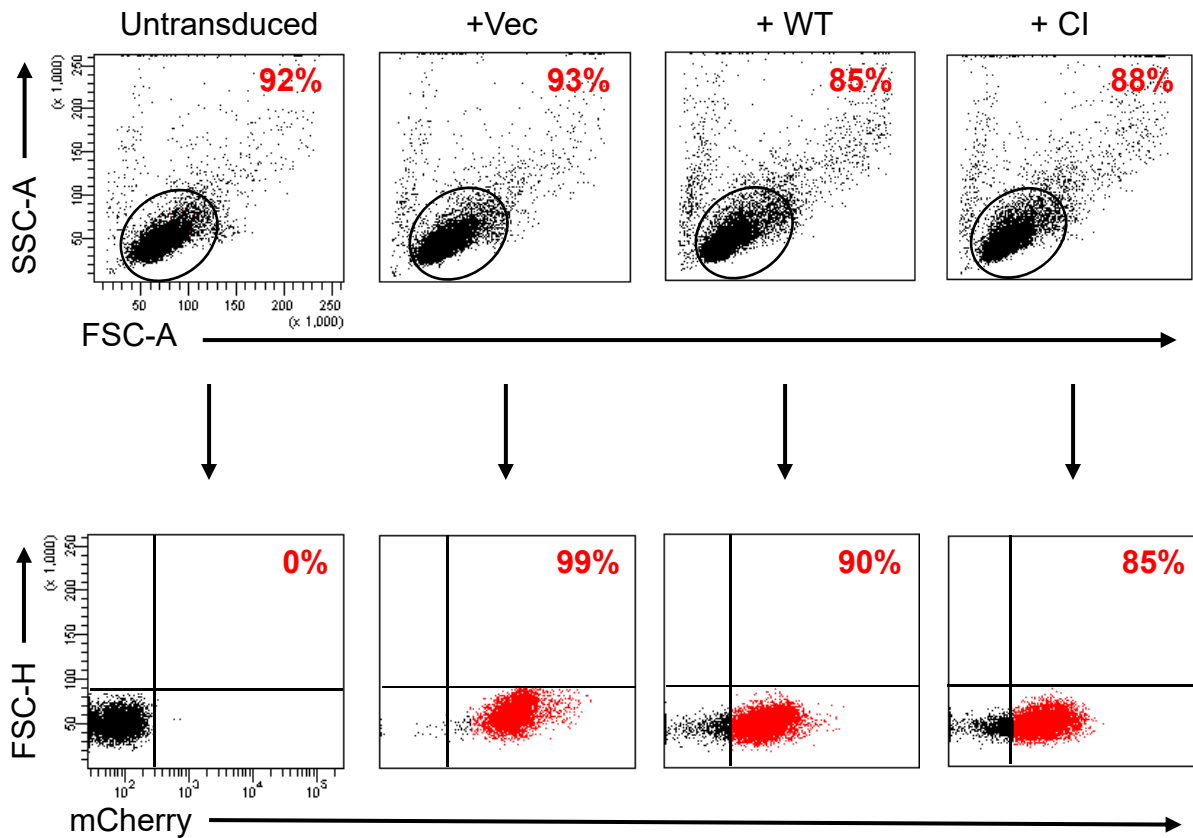

**Supplementary Fig. 20. Gating strategy for the flow cytometric analysis of transduction efficiency in T cell lymphoma lines.** Mouse T cell lymphoma cells from *Dnmt3b*<sup>-/-</sup> were transduced with lentiviral vectors carrying sequence for wild-type Dnmt3b (WT), Dnmt3b P705V, C706D (CI) and vector control (Vec). Efficiency of transduction was measured as mCherry signal. Percentages of mCherry positive cells are shown in the top right quadrant in red. FSC, forward light scatter; SSC, side light scatter. Untransduced cells serve as a negative control.

# Supplementary material for: Catalytically inactive Dnmt3b rescues mouse embryonic development by accessory and repressive functions
**Source:** Nat Commun. 2019 Sep 26;10:4374. doi: 10.1038/s41467-019-12355-7
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

*Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.*

Data analysis

*Provide a description of all commercial, open source and custom code used to analyse the data in this study, specifying the version used OR state that no software was used.*

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RRBS and RNA-seq data are deposited at the NCBI Gene Expression Omnibus database under the number GSE132952.

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Mouse crosses were performed to obtain 436 mice. Data were analyzed using Student's t test. Data were considered statistically significant when $p < 0.05$ . |
| Data exclusions | No data were excluded.                                                                                                                                       |
| Replication     | Generation of knockin allele was performed independently in BL6 mouse strain providing the same results.                                                     |
| Randomization   | mouse were selected based on genotypes. All crosses were het x het.                                                                                          |
| Blinding        | Investigators were double blinded. Mouse tailing was performed by different investigators than genotyping.                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

### Antibodies

|                 |                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Dnmt1 (ab188453, Abcam), Dnmt3a (SC-20703, Santa Cruz), Dnmt3b (PA1-884, Thermo Fisher), Dnmt3L (SC-393603, Santa Cruz), Fgf8 (MAB323, R&D Systems), Wnt9b (AF3669, R&D Systems), Hsc70 (SC-7298, Santa Cruz), anti-FLAG antibody (F3165, Sigma). |
| Validation      | antibodies were validated by dot plot and using recombinant proteins as a control                                                                                                                                                                 |

### Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                  |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Mouse Dnmt3b <sup>-/-</sup> and Dnmt3a <sup>-/-</sup> ;Dnmt3b <sup>-/-</sup> lymphoma cell lines were generated in the lab. 293T cell line was purchased from Invitrogen/Takara. |
| Authentication                                                    | Cell line was periodically checked for karyotype. Only early passages were used.                                                                                                 |
| Mycoplasma contamination                                          | Cell lines were periodically tested for mycoplasma contamination and were found to be negative at all times.                                                                     |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | none                                                                                                                                                                             |

### Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                               |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Mouse FVB and BL6 strains were used.                                                                                                                                                                                                                                                                                                                          |
| Wild animals       | <i>Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i> |

Field-collected samples

*For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.*

Ethics oversight

The study was approved by Institutional Animal Care and Use Committee (IACUC), University of Florida, Gainesville

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Mouse T cell lymphoma cells were established from Dnmt3b<sup>-/-</sup> mice. Cells were transduced with lentiviral vectors carrying sequence for wild-type Dnmt3b, Dnmt3b P705V, C706D and vector control.

Instrument

BD LSR Fortessa, model 647794L5 (ICBR Bioinformatics Core (UF, Florida))

Software

BD FACS Diva (ICBR Bioinformatics Core (UF, Florida))

Cell population abundance

NA

Gating strategy

Cells were gated for lymphocytes (SSC-A vs FSC-A). Boundaries between mCherry positive and negative cells were setup based on untransduced control.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Catalytically inactive Dnmt3b rescues mouse embryonic development by accessory and repressive functions
**Source:** Nat Commun. 2019 Sep 26;10:4374. doi: 10.1038/s41467-019-12355-7
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Results of CG methylation analysis underlying heat map in Figure 2g, determined by RRBS in Dnmt3b<sup>-/-</sup>, Dnmt3b<sup>CI/CI</sup> and Dnmt3b<sup>WT/WT</sup> E11.5 embryos.

File Name: Supplementary Data 2

Description: Genomic coordinates and methylation levels of mouse gICRs and sICRs detected in Dnmt3b<sup>-/-</sup> and Dnmt3b<sup>CI/CI</sup> E11.5 embryos.

File Name: Supplementary Data 3

Description: Log<sub>2</sub>(FPKM) values of genes underlying heat map and hierarchical clustering in Figure 3b determined by RNA-seq in Dnmt3b<sup>-/-</sup>, Dnmt3b<sup>CI/CI</sup> and Dnmt3b<sup>WT/WT</sup> E11.5 embryos.

File Name: Supplementary Data 4

Description: Results of RNA-seq analysis underlying heat maps in Figure 3e. File contains FPKM values detected in Dnmt3b<sup>WT/WT</sup> E11.5 embryos and Fold change expression values of Dnmt3b<sup>-/-</sup> E11.5 embryos normalized Dnmt3b<sup>WT/WT</sup> embryos.

File Name: Supplementary Data 5

Description: Genomic position and methylation levels of DMRs detected in Dnmt3b<sup>-/-</sup> and Dnmt3b<sup>CI/CI</sup> E11.5 embryos.

File Name: Supplementary Data 6

Description: Sequences of primers used for Real-time qRT-PCR, Bisulfite sequencing/COBRA and genotyping.

How the deposited data were processed for this re-analysis (not part of the article)

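RNA-seq of whole embryos at E11.5 was examined, with 1 library from each of 9 embryos, 3 each of *Dnmt3b*+/+, *Dnmt3b*-/- and *Dnmt3b* CI/CI. The authors isolated total RNA, sequenced it as paired-end reads, aligned the trimmed reads with STAR to mm10, kept alignments with high mapping quality and quantified genes with the RNA-seq pipeline of SeqMonk. They deposited 1 table for all 9 embryos, with a value in FPKM per gene on the linear scale. The annotation release, the strandedness of the libraries and whether pairs or single reads were counted are not stated. Bisulfite sequencing, ChIP, quantitative PCR, immunoblots, lymphomas and other stages were not analysed here.

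The table holds 34245 genes, 1 of which has no gene name and was left out, and 46 repeat an identifier. It holds no zeros, because a gene without reads carries a floor worth 0.9 reads. Values above the floor behave as a whole number of reads times a constant of the gene and of the library, so the reads were worked back from the ratios between embryos. This resolved 33907 genes (99.0%). The lengths implied for 91.4% of them matched the exon lengths of GENCODE M21. For the other genes, reads were taken from the annotated length and the total of the library. Tested on simulated data of 6000 genes, this procedure resolved 99.8% of the genes, and every read number was right for 99.9% of those. Reads were used for the depth, for the floor of detection and for alternatives named below, and not for the main test.

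The totals behind the normalization were 44645863, 49808777 and 39221699 reads in *Dnmt3b*+/+, 39883309, 42511105 and 40548596 in the libraries labelled *Dnmt3b*-/-, and 44895394, 43288068 and 38451729 in *Dnmt3b* CI/CI. From 11262 to 12163 genes per library had no reads. At these depths, 3 reads on a gene are close to the smallest level that can be seen, and a group with 3 or fewer reads in each of its 3 libraries was treated as being at the floor. Folds against such a group are lower bounds, and no fold is given when both groups are at the floor.

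Genotypes were taken from the sample labels. The value of *Dnmt3b*, summed over the gene, was not lower in the libraries labelled *Dnmt3b*-/- than in *Dnmt3b*+/+ libraries, with 2.45, 3.12 and 3.33 FPKM against 2.25, 1.62 and 2.04 FPKM. These embryos are therefore named by their label throughout. The paper's own evidence on the genotype, from yolk sac DNA and an immunoblot, was not examined here. All 9 values of a gene in Supplementary Data 3 equal the log2 of the FPKM values of the table under the same genotype. The embryo numbers differ between the 2 sources, since the *Dnmt3b*+/+ embryos labelled 1, 2 and 3 are numbers 3, 1 and 2 there, and the *Dnmt3b* CI/CI embryos labelled 1, 2 and 3 are numbers 2, 1 and 3. Neither source says that embryos with the same number belong together. Same-numbered embryos of different genotypes did not resemble one another, with a mean correlation of −0.0865 against 0.0478 for other pairs. By the numbers of Supplementary Data 3 the mean correlation was 0.167 against −0.0789, and for *Dnmt3b*+/+ and *Dnmt3b*-/- embryos 0.237 against −0.11. The main model has no block for the number.

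Genes with at least 0.1 FPKM in at least 3 of the 9 embryos, 19397 in all, were tested on log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3. The model had all 9 embryos and 3 genotypes, and the variance was moderated with a trend on the mean level. The contrasts were *Dnmt3b*-/- against *Dnmt3b*+/+, *Dnmt3b* CI/CI against *Dnmt3b*+/+ and *Dnmt3b*-/- against *Dnmt3b* CI/CI. A gene counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. The paper gives its thresholds as a p-value and a fold change and names DESeq among the authors' tools. The main test here used the FPKM values as deposited, and DESeq was not run. Genes named by the paper were matched by their symbols. The values of 1 gene are not reported here. Lists of marker genes and sets of Reactome were written before the data were examined, apart from a list of hepatocyte genes, and tested with camera, with an inter-gene correlation of 0.01. The gene set collections and the pathway software behind the figures of the paper were not available. Exact permutation of 3 embryos against 3 was used for single values, and its smallest two-sided p is 0.1. Distances between embryos are Euclidean, on log2(FPKM + 0.1) over all tested genes. Tables were handled with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

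In simulated data with 19397 genes and 3 groups of 3, 99.5% of 200 genes with a planted log2 change of 2 were called, 5 other genes were called, and 0 genes were called in the contrast without planted changes. A planted gene set had an adjusted p of 3.6e-169 from camera, and an unchanged set 0.787. Changes were planted only in genes with a mean log2 level above 0 in *Dnmt3b*+/+ embryos, with noise drawn independently for each gene. The simulation therefore does not cover genes near the floor, or sets of genes that vary together.

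Alternatives set before the data were examined were a pseudocount of 0.01 or 1 FPKM, no filter or a filter of at least 1 FPKM in 3 of 9 embryos (13193 genes), median-of-ratios scaling, quantile normalization, a model with only the 2 genotypes compared, robust moderation, the replicate number of the labels as a block, leaving out each of the 9 embryos in turn, unadjusted p with the fold change threshold, fold changes from group means of FPKM, and adjusted p alone. Gene set tests were also run with an inter-gene correlation of 0.05 and on ranks, the β-catenin:TCF set also without histone genes, and distances also as 1 minus the uncentered correlation. Alternatives added after seeing the data were precision weights on the recovered reads, a filter of at least 10 reads in 3 of 9 embryos (18627 genes), and the embryo numbers of Supplementary Data 3 as a block. The closing section gives their effect.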

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

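The tests in this part were chosen only after the result was seen, apart from the random lists matched to the p53 targets, the totals without the embryonic globins and the count of X-linked genes that remain. The lists of p53 target genes and of embryonic globins were written before the data were examined. The paper does not report on these lists as a whole, or on the RNA-seq values of *Dnmt3b* and *Xist*. It does name the p53 pathway through *Cdkn1a*, which is in the first list. The values lie above the level of the *Dnmt3b*+/+ embryos or, for *Xist*, of the other embryos.

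A list of 10 p53 target genes (*Cdkn1a*, *Ccng1*, *Mdm2*, *Phlda3*, *Trp53inp1*, *Eda2r*, *Zmat3*, *Bbc3*, *Pmaip1* and *Sesn2*) had a mean log2 fold change of 1.35 in the embryos labelled *Dnmt3b*-/- against *Dnmt3b*+/+ (limma camera, adjusted p = 4.9e-13, from 1.2e-31 to 1.2e-06 over the alternatives). All 10 genes were higher, all 3 of these embryos lay above all 3 *Dnmt3b*+/+ embryos for each of the 10 where chance gives 5%, and 6 genes passed the thresholds. Under either scaling between embryos the mean was at least 1.40. Of 10000 random lists matched on expression level and exon length, 0% reached it, the highest being 0.469. Without *Dnmt3b*+/+ replicate 1, the embryo with *Xist*, it was 1.37, and with precision weights on the reads it was 1.46. Over all alternatives it stayed between 1.02 and 1.46. The lists of ATF4 and hypoxia target genes, without shared genes, rose by 0.195 at most. With the shared gene *Sesn2* kept, the ATF4 list rose by 0.32 (limma camera, adjusted p = 0.0190). Its mean was higher in all 3 embryos labelled *Dnmt3b*-/- than in all 3 *Dnmt3b*+/+ embryos (two-sided exact permutation p = 0.1, the smallest possible). A smaller rise of ATF4 targets is therefore not ruled out. For the p53 list, the difference between the embryos labelled *Dnmt3b*-/- and *Dnmt3b* CI/CI embryos was 1.23. In *Dnmt3b* CI/CI embryos the mean of the p53 list was 0.13, with 0 of the 10 genes separated from *Dnmt3b*+/+ embryos. The list mean of all 3 *Dnmt3b* CI/CI embryos did lie above all 3 *Dnmt3b*+/+ embryos (two-sided exact permutation p = 0.1, the smallest possible). None of these tests traced the rise to scaling, depth, expression level, transcript length, the sex of an embryo or other stress responses. A raised activity of p53 in these embryos is a candidate explanation, and as a hypothesis it was formed and tested on the same 6 embryos.

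The embryonic globin genes *Hbb-bh1*, *Hbb-y* and *Hba-x* had a mean log2 fold change of 1.85 in the embryos labelled *Dnmt3b*-/- (limma camera, adjusted p = 0.0119, from 0.00214 to 0.0361 over the alternatives), with all 3 genes higher and 2 past the thresholds. The set mean of all 3 embryos lay above all 3 *Dnmt3b*+/+ embryos (two-sided exact permutation p = 0.1, the smallest possible). Other erythroid genes rose by a mean of 0.377, with a wide spread among the *Dnmt3b*+/+ embryos (SD 1.72). This mean was −0.59 without *Dnmt3b*+/+ replicate 2 and 1.07 without *Dnmt3b*+/+ replicate 1, so this list does not settle whether these libraries hold more blood. The 4 adult globin genes had a mean of −0.79 (limma camera, adjusted p = 0.367, from 0.0373 to 0.813 over the alternatives), between −1.31 and −0.40 over the alternatives, with 0 of 4 genes higher and overlapping embryos (two-sided exact permutation p = 0.3), which goes against more blood as a whole. With the totals taken without the embryonic globins, which hold 0.772% to 3.67% of all FPKM, the mean was 1.87. A share this small could hardly have moved it, so this test does not tell the rise apart from an effect of abundant genes in the totals. Of 5 lists of genes that rise with stage, 3 were lower in all 3 embryos labelled *Dnmt3b*-/- than in all *Dnmt3b*+/+ embryos, short of the 4 set for a slower development, while the let-7 stage list of *Lin28a*, *Lin28b* and *Hmga2* rose by 1.47. The paper lists all 3 of these genes as raised in the same embryos, so the rise of the let-7 stage list is not separate evidence of stage. The rise of the embryonic globins cannot be told apart from a slower development, and a loss of cell types would also lower the lists that rise with stage.

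*Dnmt3b* itself had a log2 fold change of 0.57 in the libraries labelled *Dnmt3b*-/- (limma, adjusted p = 0.0248, from 0.00578 to 0.0844 over the alternatives), with all 3 above all 3 *Dnmt3b*+/+ libraries. Over the alternatives the log2 fold change stayed between 0.42 and 0.70. A value for the whole gene holds no exons, so whether a part of the transcript is missing was not tested. In Supplementary Data 3 the same libraries carry the *Dnmt3b*-/- label. The antisense gene *Dnmt3bos* overlaps *Dnmt3b*, and whether its reads are counted on *Dnmt3b* was not tested. No biological explanation was tested.

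*Xist* had 63.2 FPKM in *Dnmt3b*+/+ embryo 1 and 45.3 FPKM in *Dnmt3b* CI/CI embryo 3, and at most 0.0661 FPKM in each of the other 7 embryos. The Y-linked gene *Ddx3y* had 0 reads in those 2 embryos and at least 781 reads in each of the others. No embryo labelled *Dnmt3b*-/- has *Xist*, so the sexes are not balanced between the genotypes. Without *Dnmt3b*+/+ replicate 1, 42 of the 45 X-linked genes called in the embryos labelled *Dnmt3b*-/- (93.3%) were still called, as were 799 of all 863 genes, and 1059 genes were called in all. Most of the calls thus did not depend on this embryo. Embryos were not regrouped by *Xist*.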

How the results depend on the processing

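All alternatives below were set before the data were examined, except precision weights on reads, the filter on reads and the block by the numbers of Supplementary Data 3, which were chosen after seeing the data. The cause of a shift was not tested unless a test is named. A count is taken as unchanged within a factor of 1.5. The main values were 208 higher and 655 lower genes in the embryos labelled *Dnmt3b*-/-, 25 higher and 0 lower genes in *Dnmt3b* CI/CI embryos, and 2, 1 and 29 genes of Groups 1, 2 and 3 in the embryos labelled *Dnmt3b*-/-.

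With a pseudocount of 1 FPKM, 60 genes were higher and 133 lower in the embryos labelled *Dnmt3b*-/-, 8 were higher in *Dnmt3b* CI/CI embryos, all 8 of them in both, and Groups 1, 2 and 3 had 1, 0 and 9 genes, with 4 of Group 3 in *Dnmt3b* CI/CI embryos. The log2 fold changes were then 0.55 for *Wnt9b* and 0.91 for *Shh*. With a pseudocount of 0.01 FPKM, 1028 genes were lower and Group 2 had 6. Of the 863 called genes, 192 were still called at 1 FPKM and 848 at 0.01 FPKM.

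With a filter of at least 1 FPKM, 96 genes were higher and 388 lower, and Groups 1, 2 and 3 had 1, 0 and 10. Without a filter, Group 1 had 0 genes. With at least 10 reads, 824 of the 863 genes were still called.

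Quantile normalization gave 272 higher and 392 lower genes. It shifted the median of all genes by −0.06 to 0.16, with the highest shift in an embryo labelled *Dnmt3b*-/- and the lowest in a *Dnmt3b* CI/CI embryo. The share of higher genes among the calls was 24.1% in the main test, 27.7% with median-of-ratios scaling and 41.0% with quantile normalization, so the balance of higher and lower genes depends on the scaling. Of the 863 genes, 594 were still called with quantile normalization and 799 with median-of-ratios scaling.

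With precision weights on reads, 1003 genes were lower, Group 2 had 5, and 836 of the 863 genes were still called. With fold changes from group means, 1034 genes were lower and Group 2 had 6. With adjusted p alone, 1826 genes were higher and 3175 lower, *Dnmt3b* CI/CI had 3 lower genes, and Groups 1 and 2 had 21 and 8. With unadjusted p and the fold change threshold, *Dnmt3b* CI/CI had 50 higher and 36 lower genes, and 39 genes were higher in both.

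In the model of only the 2 genotypes compared, Group 1 had 0 genes, and *Fgf8*, at 1.74, had an adjusted p of 0.0522 (from 0.000877 to 0.0592 over its alternatives). The replicate block of the labels gave 0 genes in Group 1, 199 higher and 539 lower genes, 17 genes in *Dnmt3b* CI/CI embryos, 29 genes of Group 3 and 13 gene sets. The block by the numbers of Supplementary Data 3 gave 214, 697, 25, 29 and 14. The distance ratio was 2.24 with 1 minus the uncentered correlation.

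Leave-one-out gave from 171 to 253 higher and from 427 to 1174 lower genes in the embryos labelled *Dnmt3b*-/-, and from 18 to 26 higher and from 0 to 2 lower genes in *Dnmt3b* CI/CI embryos. Group 1 ranged from 0 to 5 genes, Group 2 from 0 to 4, Group 3 from 28 to 30 in the embryos labelled *Dnmt3b*-/- and from 5 to 8 in *Dnmt3b* CI/CI embryos. The log2 fold change in the embryos labelled *Dnmt3b*-/- ranged from 0.99 to 1.13 for *Wnt9b* and from 1.43 to 2.23 for *Fgf8*. In *Dnmt3b* CI/CI embryos *Wnt9b* ranged from −0.29 to 0.033, and it was reversed without *Dnmt3b* CI/CI replicate 2. The genes called between the embryos labelled *Dnmt3b*-/- and *Dnmt3b* CI/CI embryos were from 72.0% to 83.2% of the calls, the distance ratio ranged from 1.43 to 1.62 and the gene sets from 12 to 15.

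In the embryos labelled *Dnmt3b*-/-, gene set means that changed sign included those of the erythroid markers with leave-one-out (from −0.59 to 1.07), the hedgehog targets with leave-one-out (from −0.0147 to 0.183), the β-catenin:TCF set without histone genes (−0.0242), the Wnt targets with at least 1 FPKM (0.0295) and the sex chromosome genes (from 1.52 in the main test to −0.0859 at the lowest). Means of other sets changed sign in *Dnmt3b* CI/CI embryos, such as the crystallins (from −1.99 to 0.0876). Among the results of the gene sets and single genes, 1193 fits were the same, 54 weaker and 34 stronger. Among the results above, 307 were the same, 34 weaker and 21 stronger.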

Differences from the paper's values

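The number of genes lower in *Dnmt3b* CI/CI embryos than in *Dnmt3b*+/+ embryos was 0 (at an unadjusted p under 0.05, 495), against the paper's about 10 in Fig. 3a, read by eye. The 495 genes have no fold change threshold. If no gene differed, a share of 0.05 of the tested genes would still fall under that p in both directions together. None of the alternatives set before the data were examined closed the gap. They gave from 0 to 3 genes, apart from unadjusted p with the fold change threshold, which gave 36.

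The paper lists *Frzb*, *Hoxa11*, *Sp6* and *Smtnl1* among the genes of embryonic development that rose in the embryos labelled *Dnmt3b*-/-, and none was called here. The log2 fold change of *Frzb* was 1.00, just under the threshold (0.999). *Frzb* was called with a pseudocount of 0.01 FPKM, median-of-ratios scaling, quantile normalization, without *Dnmt3b*+/+ replicate 1, without *Dnmt3b*-/- replicate 1, with fold changes from group means and with adjusted p alone, and also with precision weights on reads, which were chosen after seeing the values. *Hoxa11*, at 1.11 (limma, adjusted p = 0.0554, from 0.0233 to 0.174 over its alternatives), was called with median-of-ratios scaling, without *Dnmt3b*+/+ replicate 1, without *Dnmt3b*-/- replicate 1, without *Dnmt3b* CI/CI replicate 2 and with unadjusted p. *Sp6*, at 0.83, was called with quantile normalization, without *Dnmt3b*-/- replicate 1, with fold changes from group means and with adjusted p alone. *Smtnl1* was too low to be tested and was called when no filter was applied.

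The paper names *Gm43638*, *Gm43302* and *9330158H04Rik* among the genes with altered expression in the embryos labelled *Dnmt3b*-/-. *Gm43638*, at −1.16, was called without *Dnmt3b* CI/CI replicate 2 and with unadjusted p, and also with the block by the numbers of Supplementary Data 3, which was chosen after seeing the values. *Gm43302* and *9330158H04Rik* were not called in any alternative.

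The paper describes all genes of Group 3 as raised in the embryos labelled *Dnmt3b*-/-. *2810429I04Rik*, at 0.94, was not called. It was called with a pseudocount of 0.01 FPKM, quantile normalization, without *Dnmt3b*+/+ replicate 1, without *Dnmt3b*-/- replicate 1, with fold changes from group means and with adjusted p alone, and also with precision weights on reads, which were chosen after seeing the values. *Gm14139*, *Naa11*, *Rbm44* and *Topaz1* were too low to be tested in the main test and were not called in any alternative, the one without a filter included.

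The paper describes the genes of Groups 1 and 2 as keeping their expression in the embryos labelled *Dnmt3b*-/-. It selected them as unchanged in these same embryos, so low counts were largely set by that choice. Here 2 genes of Group 1 and 1 gene of Group 2 were lower, among them *Myog* of Group 1 and *Gm10863* of Group 2. With the adjustment made over each group's own genes, 0 genes of Group 1 and 1 gene of Group 2 passed. With each embryo left out in turn, Group 1 had from 0 to 5 genes and Group 2 from 0 to 4. Over the other alternatives the ranges were 0 to 21 and 0 to 8. Group 1 had 0 genes without a filter, with only the 2 genotypes in the model and with the replicate block of the labels.

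The paper puts *D1Pas1* and *Sohlh2* forward among the genes that rose most. In the main test the 5 highest log2 fold changes among separated genes belong to *Tuba3b*, *AU022751*, *Slc25a31*, *Gm4779* and *8030474K03Rik*. This order depends on the processing. Over the alternatives *D1Pas1* ranged from 1.62 to 7.54 and *Sohlh2* from 0.90 to 5.31. The ranges were 3.68 to 6.94 for *Slc25a31*, 4.04 to 6.61 for *Gm4779* and 3.73 to 6.82 for *8030474K03Rik*. The highest value of *D1Pas1* thus lay above theirs, and its lowest value below theirs.

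The paper reports a positive enrichment of the β-catenin:TCF gene set. The Reactome set used here had a mean log2 fold change of 0.23 in the embryos labelled *Dnmt3b*-/- (limma camera, adjusted p = 0.0529, from 0.0200 to 0.546 over its alternatives), with 23 of 36 genes higher.

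The legend of Fig. 3 gives 1083 selected genes, and Supplementary Data 3 lists 1082.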

Other observations

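The tests in this part were chosen only after the result was seen, apart from those of the liver genes and of the X-linked families, and the β-catenin:TCF set without histone genes was an alternative set earlier. Each pattern is a hypothesis.

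The split into *Dnmt3b*+/+ embryos and embryos labelled *Dnmt3b*-/- gave 208 higher and 655 lower genes. It was 1 of the 4 splits that part all 3 same-numbered pairs and 1 of all 10 splits of the 6 embryos with as many, and the others gave 0 to 1 genes. For the 25 genes higher in *Dnmt3b* CI/CI embryos, for the share of 81.1% that also differed from *Dnmt3b* CI/CI embryos, for Groups 1, 2 and 3 in the embryos labelled *Dnmt3b*-/- and for Group 3 in *Dnmt3b* CI/CI embryos, the real split of the 6 embryos compared was also 1 of 4 and 1 of 10, with 0 genes in the others. No share of 10 splits can be under 10%. The paper chose Groups 1, 2 and 3 by their expression in the same embryos under the real split. The splits are therefore no separate support for the counts of these groups. For the 12 gene sets in the embryos labelled *Dnmt3b*-/-, it was 1 of 4 splits and 3 of 10, the others giving 6 to 13 sets, and for the 7 gene sets in *Dnmt3b* CI/CI embryos, 4 of 4 splits and 7 of 10, the others giving 3 to 12. The number of gene sets past the threshold therefore does not set the real split apart. For the 25 genes higher in both genotypes, 5 of 100 draws that regrouped all 9 embryos gave as many. In the other 4 draws, 517 to 569 genes were shared, and in the rest at most 4. The draws exchanged genotypes among same-numbered embryos, so a draw can put all 3 embryos labelled *Dnmt3b*-/- together in the place of *Dnmt3b*+/+. Genes lower in these embryos then count as shared. The 5 of 100 can therefore not be read as a rate of chance.

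*Dnmt3b*+/+ embryo 2 had low erythroid genes, with 7 of 8 more than 2-fold below the lower of the other *Dnmt3b*+/+ embryos. Of 10 hepatocyte genes, 9 were more than 2-fold below as well, so less fetal liver in its RNA is a candidate explanation. Of *Hbb-bh1*, *Lin28a*, *Lin28b* and *Hmga2*, only 1 was higher in it than in both others. Its mean log2 level of the embryonic globins was the highest, at 8.18 against 7.38 and 7.44, and that of the adult globins the lowest, at 6.03 against 7.83 and 7.31, so a less advanced embryo is not ruled out. Its total was 1.12 times the higher of the others, so its depth was not low. Whether the liver was lost in dissection was not tested.

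The 36 tested genes of the β-catenin:TCF set include 11 replication-dependent histone genes with a mean log2 fold change of 0.81, 10 of them higher and 3 separated (by chance, 5% one way). Without them the mean of the other 25 was −0.0242 (limma camera, adjusted p = 0.546), with 13 higher. The adjusted p of the whole set was 0.0529 and ranged from 0.0200 to 0.546 over its alternatives, the one without histone genes being the highest. The histone genes may carry the rise of this set.

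*Wnt9b* and *Shh* rose in the embryos labelled *Dnmt3b*-/-, but a rise of the short lists of their target genes was not detected. The mean log2 fold change of the Wnt targets was −0.10 (limma camera, adjusted p = 0.816, from 0.443 to 0.987 over the alternatives), with 5 of 15 genes higher, and it was 0.0295 with at least 1 FPKM. That of the hedgehog targets was 0.0922 (adjusted p = 0.367, and at least 0.215 in each alternative), with 4 of 8 genes higher, and it was −0.0147 without *Dnmt3b*+/+ replicate 2. The Reactome set on active hedgehog signalling, with 77 tested genes, did rise, by a mean of 0.10 (limma camera, adjusted p = 1.3e-05, from 1.2e-06 to 0.0219 over the alternatives). In this set 54 genes were higher, and all 3 embryos labelled *Dnmt3b*-/- lay above all 3 *Dnmt3b*+/+ embryos. Its highest log2 fold change was 1.67 for *Psma8*, a gene of Group 3, and its lowest was −0.73 for *Cdon*. Which of its genes carried the small rise was not tested. The set therefore does not decide whether hedgehog signalling was raised, and raised signalling is not ruled out. A local response could be diluted in RNA of whole embryos.

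Of the 208 genes higher in the embryos labelled *Dnmt3b*-/-, 26 (12.5%) were X-linked, against 3.13% of the tested genes, a ratio of 3.99. Without genes of the Xlr and Rhox families and of Group 3, 16 X-linked genes were left and the ratio was 3.02. These families may account for a part of the excess and not for all of it.

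Of the other methyltransferases, *Dnmt1* had a log2 fold change of 0.37 (limma, adjusted p = 0.00741, from 0.00261 to 0.0319 over the alternatives) and *Dnmt3a* of −0.27 (adjusted p = 0.0320, from 0.0122 to 0.104) in the embryos labelled *Dnmt3b*-/-, both in 3 of 3 embryos. *Dnmt3l* had 1, 1 and 1 reads in *Dnmt3b*+/+ libraries, 3, 1 and 3 in those labelled *Dnmt3b*-/- and 0, 0 and 0 in *Dnmt3b* CI/CI, and *Dnmt3c* had at most 2 reads in any library, so both were at the floor. No explanation was tested for these values.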
